# Skatole Alleviates Osteoarthritis by Reprogramming Macrophage Polarization and Protecting Chondrocytes

**DOI:** 10.34133/research.0604

**Published:** 2025-02-03

**Authors:** Weiyun Wang, Yaru Chu, Yunkun Lu, Jie Xu, Weixuan Zhao, Zhuo Liang, Xueqiang Guo, Lingling Xi, Tao Han, Yaping Shen, Wenjuan Song, Yanhua Tang, Mengnan Wen, Zhuang Qian, Lei Wang, Zhenlin Fan, Guangdong Zhou, Wenjie Ren

## Abstract

Osteoarthritis (OA) is the most prevalent joint disease, yet effective disease-modifying OA drugs (DMOADs) remain elusive. Targeting macrophage polarization has emerged as a promising avenue for OA treatment. This study identified skatole through high-throughput screening as an efficient modulator of macrophage polarization. In vivo experiments demonstrated that skatole administration markedly reduced synovitis and cartilage damage in both destabilization of medial meniscus (DMM)-induced OA mice and monosodium iodoacetate (MIA)-induced OA rats. Mechanistically, skatole activated signal transducer and activator of transcription 6 (Stat6) signaling, promoting M2 macrophage polarization, while inhibiting nuclear factor-κB (NFκB) and mitogen-activated protein kinase (MAPK) signaling pathways to suppress M1 polarization. RNA-sequencing analysis, targeted metabolomics, and mitochondrial stress tests further revealed that skatole treatment shifted macrophages toward oxidative phosphorylation for energy production. Additionally, it up-regulated genes associated with glutathione metabolism and reactive oxygen species (ROS) pathways, reducing intracellular ROS production. The CUT&Tag assay results indicated that the downstream transcription factor p65 of NFκB can directly bind to gene loci related to inflammation, oxidative phosphorylation, and glutathione metabolism, thereby modulating gene expression. This regulatory process is inhibited by skatole. At the chondrocyte level, conditional medium from skatole-treated M1 macrophages balanced anabolism and catabolism in mouse chondrocytes and inhibited apoptosis. In IL1β-treated chondrocytes, skatole suppressed inflammation and catabolism without affecting apoptosis or anabolism. Overall, skatole maintains immune microenvironment homeostasis by modulating macrophage polarization in joints and preserves cartilage function by balancing chondrocyte anabolism and catabolism, effectively alleviating OA. These findings suggest skatole’s potential as a DMOAD.

## Introduction

Osteoarthritis (OA) is a degenerative joint disease that substantially impacts patients’ quality of life and results in an enormous socioeconomic burden. Typical features of OA include progressive cartilage degeneration, joint pain, and synovitis [1]. Current treatments for early OA typically involve oral nonsteroidal anti-inflammatory drugs (NSAIDs) or injections of glucocorticoids and sodium hyaluronate, which primarily alleviate pain but do not halt further joint structure deterioration and often lead to side effects. Ultimately, many OA patients require costly joint replacement surgery [2–4]. However, there is currently a lack of disease-modifying OA drugs (DMOADs), underscoring the urgent need for novel treatment approaches.

Traditionally, OA has been perceived as mechanical wear of cartilage. However, increasing studies indicate that low-grade chronic inflammation plays a crucial role in the OA development and joint pain, and preventing synovitis is the key for both OA prevention and treatment [5–7]. Macrophages play a critical role in determining the expression of inflammatory factors during synovial inflammation (synovitis). Within the synovium, macrophages can broadly be categorized as M1 macrophages and M2 macrophages. Activated M1 macrophages produce inflammatory factors such as interleukin-1β (IL1β) and IL6, alongside expressing matrix metalloproteinases (MMPs) and reactive oxygen species (ROS), fostering inflammation, cartilage degradation, and osteophyte formation, thereby exacerbating cartilage tissue. Conversely, M2 macrophages, also known as wound-healing macrophages, confer protective effects on OA by secreting anti-inflammatory factors like IL10 and transforming growth factor β (TGFβ) [8–10]. Studies have demonstrated a positive correlation between the ratio of M1/M2 macrophages and the Kellgren–Lawrence (KL) grade of knee OA patients. Compared to healthy controls, OA patients exhibit higher proportions of M1/M2 macrophages [11]. Promoting M2 polarization and inhibiting M1 polarization can mitigate OA inflammation, ameliorate pathological changes in OA, and retard OA progression [12,13]. Moreover, M1 and M2 polarization dynamically adapt to changes in the microenvironment, with M1 macrophages capable of repolarizing toward M2, underscoring the plasticity of macrophage polarization [14]. Hence, modulating macrophage M1/M2 polarization during OA presents a promising therapeutic avenue. We hypothesized that small molecules targeting macrophage polarization may be candidates for DMOADs.

Traditional Chinese medicine (TCM) boasts a history spanning thousands of years and has found wide-ranging clinical applications [15–17]. TCM monomers, active compounds from Chinese herbal medicine, have been recognized for various medicinal properties, including anti-oxidant, anti-apoptotic, anti-bacterial, and anti-inflammatory effects [18–20]. Numerous anti-inflammatory TCM monomers, such as artemisinin, have gained global recognition and serve as valuable resources for novel drug development [21]. In this study, we screened the Traditional Chinese Medicine Active Compound Library (MCE, HY-L065) and identified skatole as capable of promoting macrophage M2 polarization and inhibiting M1 polarization. Skatole, a microbial derivative of tryptophan and an aryl hydrocarbon receptor (AhR) ligand, is among the most malodorous compounds found in fecal matter. Despite its unpleasant odor, skatole has been found application in the perfume industry and has even been used as a flavor additive in ice cream [22,23]. Studies have indicated that skatole can modulate tumor necrosis factor α (TNFα) production and intestinal epithelial cellular functions by activating AhR and the mitogen-activated protein kinase (MAPK) signaling pathway [24,25]. An independent observational study revealed a correlation between gut tryptophan metabolites and symptomatic hand OA (SHOA), with lower skatole level in the plasma of SHOA patients compared to controls [26]. However, there remains limited research on skatole as a treatment for OA.

Here, we demonstrated that skatole regulated macrophage M1–M2 polarization. Further investigation into the molecular mechanisms of skatole revealed its ability to inhibit the nuclear factor-κB (NFκB)/MAPK signaling pathway activation, thereby reducing the release of inflammatory factors and MMPs. Furthermore, we identified that skatole enhanced oxidative phosphorylation (OXPHOS) and glutathione metabolism through the transcription factor p65, a downstream effector of NFκB signaling, thereby altering cellular metabolism and reducing intracellular ROS levels. Moreover, skatole demonstrated the ability to protect chondrocytes by suppressing catabolism and apoptosis and enhancing anabolism, thereby alleviating OA.

## Results

### Skatole promotes M2 macrophage polarization

Drawing upon our expertise in compound screening for cell fate reprogramming [27–29], we conducted a chemical screen using a TCM active compound library to identify natural compounds capable for promoting M2 macrophage polarization as potential candidates for DMOADs. The RAW264.7 cell line, commonly employed to study macrophage polarization and molecular mechanism, was utilized, with M1/M2 polarization induced by lipopolysaccharide (LPS) and IL4 treatment, respectively. We screened 1,538 TCM monomeric compounds at 5 μM and performed Cd206 immunostaining 48 h later (Fig. S1A to C). Following repeated screening, approximately 50 candidates were identified to promote Cd206 expression (Fig. S1D), some of which have been reported to possess anti-inflammatory effects, such as cardamonin, affirming the efficacy of our screening system [30]. Top 6 compounds were selected for further validation. Reverse transcription quantitative real-time PCR (RT-qPCR) demonstrated that, compared to the other 5 compounds, skatole most significantly increased the expression of *Mrc1* (Cd206) at the mRNA level and markedly inhibited the expression of LPS-induced inflammatory factors such as *Il6* and *Il1b*, suggesting its ability to promote M2 macrophage polarization and inhibit M1 macrophage polarization. Subsequently, we focused our studies on elucidating the roles of skatole in macrophage polarization (Fig. S1E and Fig. 1A).

**Fig. 1.**
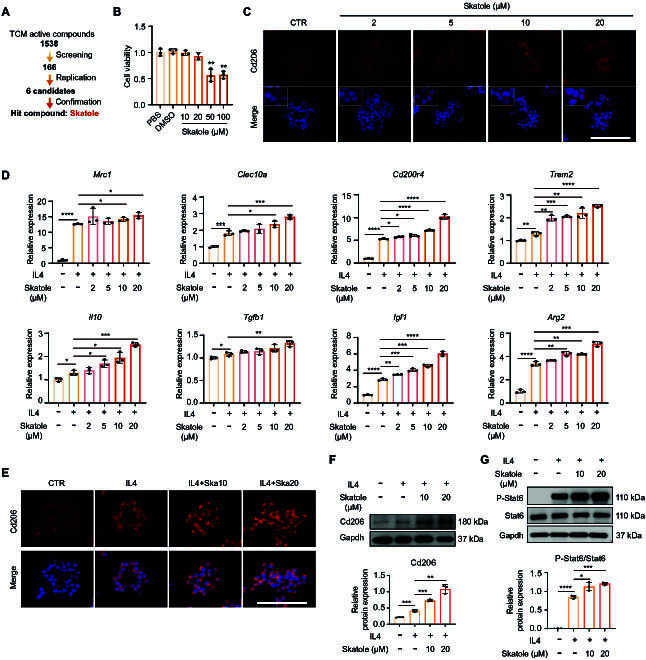
Skatole promotes macrophage M2 polarization. (A) Schematic diagram of high-throughput screening. (B) Cell viability test in macrophages treated with skatole. *n* = 3. (C) Immunofluorescence staining of Cd206 in macrophages treated with skatole. DMSO treatment as the control. The white box represents an enlarged image. Scale bar, 100 μm. (D) RT-qPCR analysis of M2 macrophage marker genes in cells treated with DMSO, IL4, and IL4 + skatole for 48 h. *n* = 3. (E) Immunofluorescence of Cd206 in cells treated with DMSO, IL4, and IL4 + skatole for 48 h. Scale bar, 100 μm. (F and G) Western blotting analysis of Cd206 (F), p-Stat6 (signal transducer and activator of transcription 6), and Stat6 (G) protein levels in cells treated with DMSO, IL4, and IL4 + skatole for 48 h. *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Initially, we determined the optimal concentration of skatole and found that concentrations below 50 μM effectively promoted Cd206 expression in a concentration-dependent manner (Fig. 1B and C). In IL4-induced macrophage M2 polarization, skatole also demonstrated significant promoting effects. Skatole transcriptionally up-regulated M2 macrophage-related genes, including surface marker genes (*Mrc1*, *Clec10a*, *Cd200r4*, and *Trem2*) and anti-inflammatory factor genes (*Il10*, *Tgfb1*, *Igf1*, and *Arg2*) (Fig. 1D). In bone marrow-derived macrophages (BMDMs), skatole at concentrations of 50 to 200 μM similarly promoted the expression of genes associated with M2 macrophages (Fig. S2A and B). At the protein level, skatole significantly increased Cd206 expression (Fig. 1E and F). The Janus kinase/signal transducer and activator of transcription (JAK/STAT) pathway, a crucial intracellular signaling pathway, plays a pivotal role in inflammation and immune responses [31]. STAT6, a key transcription factor in M2 polarization, regulates the production of anti-inflammatory factors. We observed that skatole increased IL4-induced STAT6 phosphorylation (Fig. 1G). In summary, we identified a TCM monomer, skatole, capable of promoting M2 polarization from M0 macrophage and IL4-induced macrophages.

### Skatole promotes the polarization of macrophages from M1 to M2

Next, we further explored the effect of skatole on M1 macrophage polarization. In LPS-induced M1 macrophages, skatole notably reduced the expression of inflammatory factors Il6 and Il1β, and M1 surface marker Cd86 at both the mRNA and protein levels (Fig. 2A and B). Furthermore, skatole inhibited the expression of Mmp13, suggesting its potential to impede the degradation of chondrocyte extracellular matrix in an inflammatory environment. We also detected that skatole reduced the expression of inflammatory cytokines and *Mmp13* in BMDM cells (Fig. S2C). The co-immunofluorescence staining results showed that, compared to the control group, LPS-induced M1 macrophages expressed high levels of Cd86 and low levels of Cd206. Skatole treatment inhibited the expression of Cd86 and promoted the expression of Cd206 (Fig. 2C). Similar to the co-immunofluorescence staining results, flow cytometry showed that macrophages expressed both CD86 and CD206. LPS treatment decreased the number of CD206^+^ cells while increasing the number of CD86^+^/CD206^+^ cells. In contrast, skatole treatment significantly increased the number of CD206^+^ cells and reduced the number of CD86^+^/CD206^+^ cells, further indicating that skatole promotes macrophage repolarization from M1 to M2 (Fig. 2D). NFκB and MAPK signaling pathways play pivotal roles in regulating macrophage M1 polarization and the expression of genes associated with immune response and oxidative stress [32,33]. However, previous studies have reported that skatole can act as a MAPK activator, enhancing the expressions of p-p38, p-ERK (extracellular signal–regulated kinase), and p-JNK (c-Jun N-terminal kinase), and inducing the expression of inflammatory factors [24,25]. This inconsistency with the anti-inflammatory effects demonstrated in our study prompted further investigation. Moreover, there is a lack of studies reporting the regulatory effects of skatole on the NFκB signaling pathway. Therefore, our next step is to examine whether and how skatole regulates the NFκB/MAPK signaling pathways during macrophage polarization.

**Fig. 2.**
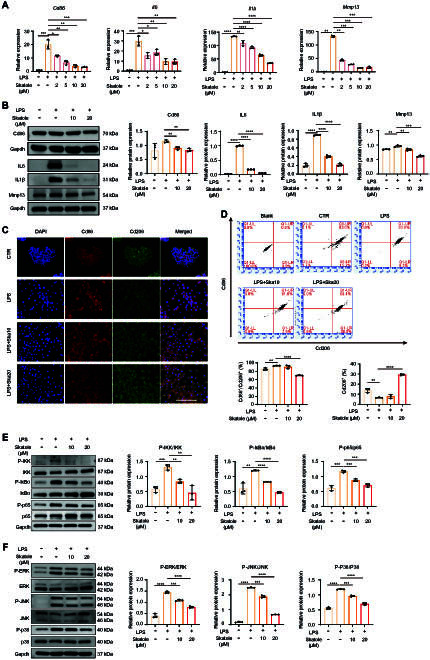
Skatole inhibits LPS-induced M1 macrophage polarization and increases M2/M1 macrophage ratio. (A) RT-qPCR analysis of the gene expression of Cd86, *Il6*, *Il1b*, and *Mmp13* in RAW264.7 cells treated with DMSO, LPS, and LPS + skatole for 24 h. *n* = 3. (B) Western blotting analysis of Cd86, IL6, IL1β, and Mmp13 protein levels in DMSO-, LPS-, and LPS + skatole-treated cells at 24 h. *n* = 3. (C) Co-immunofluorescence of Cd86 and Cd206 in DMSO-, LPS-, and LPS + skatole-treated cells at 24 h. Scale bar, 100 μm. (D) Flow cytometry analysis of Cd86 and Cd206 in macrophages treated with DMSO, LPS, and LPS + skatole for 24 h. *n* = 3. (E and F) Western blotting analysis of proteins in NFκB (E) and MAPK (F) signaling in RAW264.7 cells treated with DMSO, LPS, and LPS + skatole for 12 h. *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

RAW264.7 macrophages were treated with LPS or LPS + skatole for 12 h and harvested for subsequent analysis. Western blot analysis revealed that skatole increased the expression but inhibited the phosphorylation of NFκB cascade signaling regulated by LPS, including upstream signals IκB kinase (IKK) and IκBα, and downstream transcription factor p65 (Fig. 2E). Additionally, we observed that LPS activated MAPK signaling, whereas skatole inhibited the phosphorylation of ERK, JNK, and p38 (Fig. 2F). These results suggested that skatole inhibits the activation of the nuclear factor κB (NF-κB)/MAPK signaling pathways, thereby suppressing M1 macrophage polarization.

We selected natural compounds reported in recent years that regulate macrophage polarization to alleviate OA by inhibiting the NFκB/MAPK signaling pathways [19,34,35], and tested them simultaneously with skatole (Fig. S3). The RT-qPCR results showed that 4 compounds exhibited the ability to inhibit M1 macrophage polarization and promote M2 polarization, although their effects varied. Among them, skatole demonstrated a stronger anti-inflammatory effect compared to the other compounds, while its ability to promote M2 polarization was similar to that of the other compounds. This suggests that skatole has potential therapeutic value for OA.

### Skatole regulates macrophage immune response

To further elucidate the molecular mechanisms underlying skatole’s effects on macrophage polarization, RAW264.7 macrophages treated with dimethyl sulfoxide (DMSO) (CTR), LPS, and skatole supplemented with LPS (LPS + Ska) for 24 h were subjected to RNA-sequencing (RNA-seq) analysis. 

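RAW264.7 is a mouse macrophage line, LPS is a bacterial wall component that induces M1 polarization, and skatole is an indole compound. The RNA-seq data comprised 9 samples, with 3 each for DMSO, LPS and LPS + Ska, and the authors numbered the replicates of every group 5, 6 and 7. The results section and the sample labels give a treatment of 24 h, and the methods section gives 48 h. The authors deposited TPM, a transcript's share of a sample scaled to a fixed total, for 55401 mouse genes listed by Ensembl identifier, and the paper's text names neither the aligner nor the genome build. TPM values keep no record of sequencing depth, so the depth of each sample is unknown. The TPM of a column summed to between 999895 and 1000145, and between 12498 and 13012 genes per column had a TPM of at least 1. In the LPS group and in the LPS + Ska group, replicate 5 equalled the mean of replicates 6 and 7 in every gene in which both were above 0. This held for 17950 of 17950 genes with LPS and 17658 of 17658 genes with LPS + Ska, with a largest gap of 5e-06 TPM, whereas a DMSO column equalled the mean of its other replicates in at most 0.0614% of genes. Where replicate 6 or 7 was listed at 0, in 4042 genes with LPS and 4047 with LPS + Ska, the remaining column exceeded replicate 5 by at least the value of replicate 5 and by no more than 2 times that value, and by exactly 2 times it in 3200 and 3124 genes. The 3 columns of each of these groups therefore hold at most 2 independent values per gene, and the paper's text does not say how the columns were made. For LPS and LPS + Ska, in genes with no column listed at 0, an SD over the 3 columns is the difference between the 2 values from which the columns can be computed, and n = 3 counts columns. Fold changes were estimated with limma (lmFit and eBayes with an intensity trend) on log2(TPM + 1), with all 9 columns in the fit, for the 12819 genes with a mean TPM of at least 1. A fold change on this scale understates the change of genes with low TPM. Genes were called changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 or below 0.67, the limits given in the legend of Fig. S4. The fits were repeated with the 2 recovered values of LPS and of LPS + Ska in place of their 3 columns.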

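In LPS + Ska compared with LPS, 429 genes were called higher and 787 lower among the 12819 tested, so that 35.3% of the called genes were higher. With the recovered values in place of the columns, 359 genes were higher and 632 lower, and 350 and 624 of these were also called from the columns. Scaling the columns by the median ratio across genes gave 591 higher and 543 lower genes, or 52.1% higher, and the adjusted p alone without the fold change limits moved the counts most, to 1139 and 2524. Among the called genes whose columns did not overlap, the largest log2 fold changes were those of mt-Tp, Slc40a1, Nme3, Ugt1a6a and Cbr3 upward, and of Myo1h, Snord78, Ccl5, Ifi44l and Serpinb6b downward. Slc40a1 (ENSMUSG00000025993), which encodes an iron exporter, had 2.41 ± 0.0187 TPM with LPS (SD, n = 3 columns) and 15.4 ± 0.936 TPM with LPS + Ska (SD, n = 3 columns), a log2 fold change of 2.26 (standard error 0.09, adjusted p = 2.5e-06). Cbr3 (ENSMUSG00000022947), a carbonyl reductase gene, rose from 2.89 ± 0.269 to 16.7 ± 1.38 TPM (SD, n = 3 columns), a log2 fold change of 2.19 (standard error 0.10, adjusted p = 3.2e-06). Serpinb6b (ENSMUSG00000042842) fell from 26.9 ± 0.566 to 4.75 ± 0.521 TPM (SD, n = 3 columns), a log2 fold change of -2.28 (standard error 0.10, adjusted p = 2.5e-06). mt-Tp is a mitochondrial tRNA gene with a transcript of 67 nt, and its TPM in the LPS columns ranged from 8.30 to 20.8. Compared with DMSO, LPS raised 1630 genes and lowered 2559, and LPS + Ska raised 1457 and lowered 3243.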

We conducted differential expression analysis between the last 2 groups, identifying 505 up-regulated genes and 470 down-regulated genes after skatole treatment (Fig. S4A and B). Principal components analysis (PCA) demonstrated that DMSO-treated cells were transcriptionally similar to LPS + Ska-treated cells than to LPS-treated cells (Fig. S4C). 

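The distance between group means of log2(TPM + 1) over the 12819 genes was 81.7 between DMSO and LPS, 83.7 between DMSO and LPS + Ska, and 46.6 between LPS and LPS + Ska. The ratio of the distance from DMSO to LPS + Ska over that from DMSO to LPS was 1.02. A two-sided permutation test of the LPS and LPS + Ska labels gave p = 0.4, with 0.1 the smallest p that 3 columns against 3 allow. As the 3 columns of each group are tied, this p counts columns and is not exact for samples. With the 500 most variable genes alone the ratio was 0.94, and with each gene scaled to unit variance it was 1.06. PC1 held 62.6% of the variance and placed DMSO at a mean score of -52.9, LPS at 25.1 and LPS + Ska at 27.8. PC2 held 16.5% and separated LPS, at a mean of -23.3, from LPS + Ska, at 22.8, with DMSO at 0.566. Of the 1630 genes raised by LPS, 288 (17.7%) were lower again with LPS + Ska, 84 (5.15%) rose further, and 1005 (61.7%) were still called higher than in DMSO. Of the 2559 genes lowered by LPS, 181 (7.07%) were raised by skatole, 70 (2.74%) fell further, and 2045 (79.9%) were still called lower than in DMSO. Across the 4189 genes changed by LPS, the slope of the skatole change on the LPS change was -0.16, where -1 would be a full return to DMSO levels. Both changes use the LPS columns, and 50 simulated data sets in which skatole changed nothing gave a mean slope of -0.019, from -0.026 to -0.014. The skatole change had the opposite sign to the LPS change in 57.7% of these genes, and in 53.3% to 56.9% in the simulated data sets. The simulations drew noise for each gene alone, without trends or scale differences shared across a column, so their ranges may be too narrow.

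**Figure D1:**
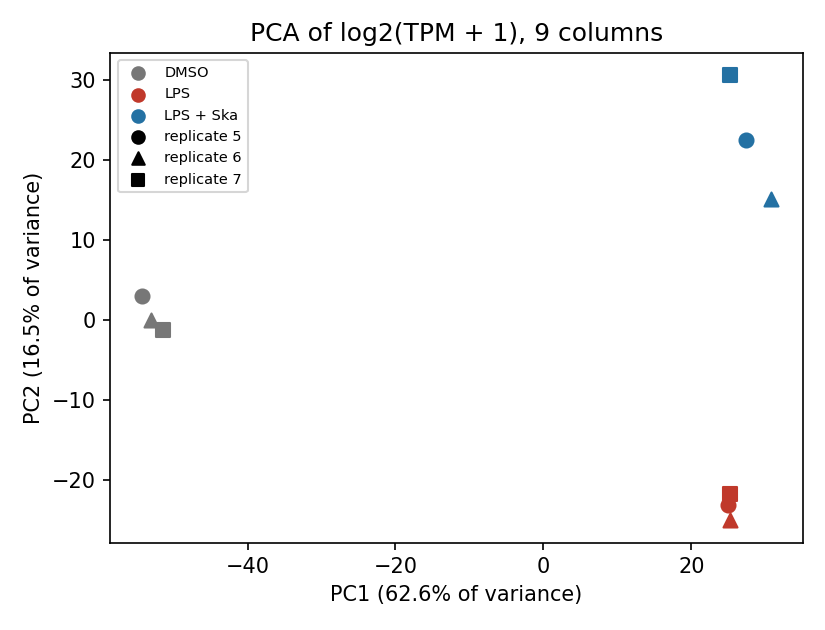
Scores of the 9 columns on PC1 (62.6% of variance) and PC2 (16.5%) of log2(TPM + 1), with colours for DMSO, LPS and LPS + Ska and symbols for replicates 5, 6 and 7. LPS and LPS + Ska lie at mean PC1 scores of 25.1 and 27.8 and part along PC2, and DMSO lies at -52.9.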

Next, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed down-regulated genes associated with c-type lectin receptor signaling pathway, rheumatoid arthritis, TNF signaling pathway, Toll-like receptor signaling pathway, and cytokine–cytokine receptor interaction (Fig. S4D). These down-regulated genes included inflammatory factors such as *Il6*, *Il1a*, *Il1b*, and *Ccl5*, enzyme coding genes such as *Mmp9*, *Mapk11*, and *Mapk12*, and transcription factors such as *Stat1*, *Stat2*, *Nfatc1*, and *Nfatc2* (Fig. S4E). 

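Gene families named in these terms were tested by symbol, without the KEGG memberships, with limma's camera at a preset inter-gene correlation of 0.01 and adjustment over 15 gene sets. The 9 interleukin genes had a median log2 fold change of -0.65 in LPS + Ska compared with LPS (adjusted p = 5.1e-04), with 6 lower and 5 of these past the threshold. With no TPM filter the interleukin median was -0.07 (adjusted p = 0.17), the highest adjusted p of its alternatives, which started at 1.7e-05. The 17 genes for TNF ligands and receptors had a median of -0.04 (adjusted p = 0.52), with 12 lower, 4 called lower and 1 called higher, and the median turned to 0.02 after median-ratio scaling. The 8 Toll-like receptor genes had a median of 0.05 (adjusted p = 0.48), with 1 called higher and 1 called lower, and leaving out LPS + Ska replicate 6 moved the median to -0.02. The 12 chemokine genes had a median of 0.08 (adjusted p = 0.50), with 2 called lower and none higher. The 12 C-type lectin genes had a median of 0.48 (adjusted p = 1.3e-06), with 9 higher, 5 called higher and 1 called lower. Camera tests a set against the other genes, and the median log2 fold change of all genes tested was -0.096. Fry, a rotation test that estimates the correlation, tests instead whether the genes of a set changed. Camera and fry can therefore differ for sets with medians near 0. Under fry, the adjusted p was 1.1e-04 for the interleukins, 0.0017 for the C-type lectins and 0.020 for the TNF family (0.13 with recovered values). It was 0.062 for the chemokines and 0.82 for the Toll-like receptors. Across all 15 sets, the camera calls that did not hold under fry were those of the OXPHOS, mitochondrial protein and cytosolic ribosome genes.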

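All 11 of these genes were lower in LPS + Ska than in LPS, with log2 fold changes from -2.86 to -0.63, and 10 were past the threshold. Adjusted over the list alone, all 11 were past the threshold, but the study chose the list on these samples, so this is not independent evidence. Il6 (ENSMUSG00000025746) was listed at 0 in every DMSO column and fell from 4.35 ± 0.663 TPM with LPS to 0.259 ± 0.120 with LPS + Ska (SD, n = 3 columns), a log2 fold change of -2.08 (standard error 0.16, adjusted p = 5.9e-05). The change of Il1a (ENSMUSG00000027399) was -1.95 (adjusted p = 1.3e-04), from 18.1 ± 2.85 to 3.94 ± 0.840 TPM (SD, n = 3 columns). Il1b (ENSMUSG00000027398) fell from 28.1 ± 4.18 to 10.2 ± 3.51 TPM (SD, n = 3 columns), a change of -1.41 (adjusted p = 0.0023). For Ccl5 (ENSMUSG00000035042) the TPM were 15.3 ± 3.25 and 1.23 ± 0.265 (SD, n = 3 columns), a log2 fold change of -2.86 (standard error 0.19, adjusted p = 2.8e-05). Mmp9 (ENSMUSG00000017737) changed by -0.84 (adjusted p = 0.001) and Mapk11 (ENSMUSG00000053137) by -0.71 (adjusted p = 0.0099). A pseudocount of 0.1 raised the adjusted p of Mmp9 to 0.074, in a range over its alternatives that started at 6.8e-04, and recovered values with the length trend removed raised that of Mapk11 to 0.062, in a range that started at 0.0061. Mapk12 (ENSMUSG00000022610) had a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.052), and was called when the fit held the compared groups alone (adjusted p = 0.0049), the lowest of its alternatives, whose adjusted p reached 0.21. Stat2 (ENSMUSG00000040033) changed by -0.85 (adjusted p = 0.0063) and Nfatc1 (ENSMUSG00000033016) by -1.45 (adjusted p = 2.4e-05). Nfatc2 (ENSMUSG00000027544) fell by 0.63 on the log2 scale, and median-ratio scaling put it inside the fold change limit, at -0.54.

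**Figure D2:**
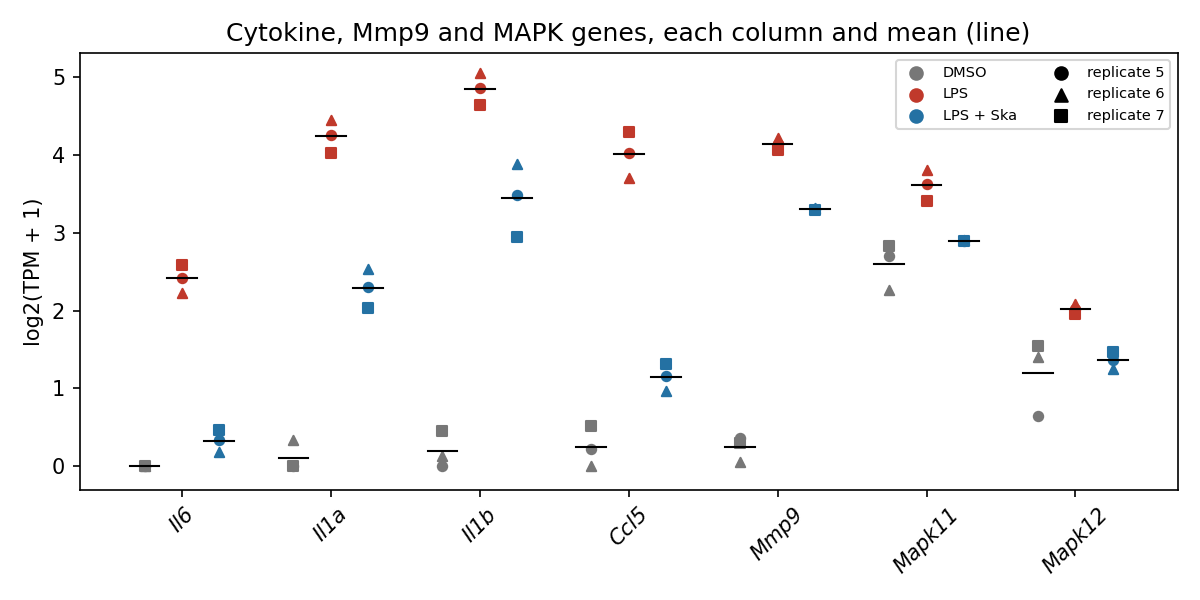
log2(TPM + 1) of Il1a, Il1b, Il6, Ccl5, Mmp9, Mapk11 and Mapk12 in each column of DMSO, LPS and LPS + Ska, with the mean of each group as a line and symbols for replicates 5, 6 and 7. The LPS + Ska columns lie under the LPS columns in each of these genes.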

Gene Ontology (GO) analysis indicated down-regulated terms related to immune responds, including positive regulation of cytokine production, immune system development, response to virus, and response to cytokine (Fig. S4F).

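Of 31 interferon response genes from a list written before the data were examined, 30 were lower in LPS + Ska than in LPS and 26 were past the threshold, with a median log2 fold change of -1.15 (camera, adjusted p = 2.9e-29). LPS compared with DMSO had raised 29 of the 31 past the threshold, with a median of 2.76, and 25 were still called higher than in DMSO with LPS + Ska. Ifit1 (ENSMUSG00000034459) fell from 9.29 ± 0.480 to 1.15 ± 0.0230 TPM (SD, n = 3 columns), a log2 fold change of -2.26 (standard error 0.15, adjusted p = 2.1e-05). Irf7 (ENSMUSG00000025498) fell from 96.1 ± 8.73 to 38.0 ± 8.27 TPM (SD, n = 3 columns), a log2 fold change of -1.33 (standard error 0.24, adjusted p = 0.0037). The exception was Ifitm3 (ENSMUSG00000025492), at 959.9 ± 0.97 TPM with LPS and 1188 ± 51.9 with LPS + Ska (SD, n = 3 columns), a log2 fold change of 0.31 (standard error 0.05, adjusted p = 0.0027). In 10000 lists matched on length and mean TPM, no list reached the median of the interferon response genes, at percentile 0. GO memberships were not used here.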

### Skatole enhances glutathione metabolism and suppresses ROS production

M1 macrophage activation is usually accompanied by the production of ROS. LPS and other pro-inflammatory factors can activate macrophages and promote ROS production. ROS can further enhance the expression of pro-inflammatory cytokines such as TNFα, IL1β, and IL6, which in turn exacerbates the inflammatory response [36,37]. Moreover, ROS production promotes cartilage matrix degradation and inhibits cartilage matrix synthesis, aggravating OA progression [38,39]. Scavenging synovial ROS and reactive nitrogen species (RNS) can promote macrophage M2 repolarization and modulate joint inflammation, thereby treating OA [40,41]. Glutathione (GSH) is a crucial substrate for antioxidant enzymes and an important anti-inflammatory agent. GSH and glutamate cysteine ligase (Gcl) are down-regulated in LPS-induced macrophage M1 polarization [42,43]. Our analysis revealed up-regulated genes associated with glutathione metabolism and chemical carcinogenesis_reactive oxygen species after skatole treatment. 

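Among 16 glutathione transferase, peroxidase and synthesis genes chosen by symbol, 14 were higher in LPS + Ska than in LPS and 5 were past the threshold, with a median log2 fold change of 0.48 (camera, adjusted p = 2.0e-11; fry, adjusted p = 1.2e-07). The median stayed between 0.46 and 0.50 when each column was left out in turn, and lay at percentile 100 among 10000 lists matched on length and mean TPM. Of the 12 genes of the glutathione heatmap in Fig. 3B, all were higher, 11 had an adjusted p below the limit and 7 also passed the fold change limit. Of the 17 genes of the reactive oxygen species heatmap, all were higher, 16 passed on the adjusted p and 12 on both limits.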

Notably, genes coding the catalytic (*Gclc*) and modifier (*gclm*) subunit of Gcl, as well as glutathione *S*-transferase family genes (*Gstp1*, *Gstm1*, *Gsto1*, *Gstt2*, and *Gstt3*), were up-regulated (Fig. 3A and B). 

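Gclm (ENSMUSG00000028124) had 71.3 ± 2.94 TPM with LPS and 198 ± 24.1 TPM with LPS + Ska (SD, n = 3 columns), a log2 fold change of 1.46 (standard error 0.09, adjusted p = 1.6e-05). Gclc (ENSMUSG00000032350) rose from 68.5 ± 0.853 to 101 ± 10.4 TPM (SD, n = 3 columns), a log2 fold change of 0.54 (standard error 0.07, adjusted p = 9.1e-04) that lay inside the fold change limit, whereas median-ratio scaling put it past the limit, at 0.64. The transferase genes Gstm1 (ENSMUSG00000058135) and Gstp1 (ENSMUSG00000060803) were called higher, with log2 fold changes of 1.51 (standard error 0.11, adjusted p = 3.9e-05) and 0.90 (standard error 0.22, adjusted p = 0.017). Gstp1 had 9.74 ± 1.14 TPM with LPS and 19.6 ± 6.68 with LPS + Ska (SD, n = 3 columns). Its adjusted p rose to 0.054 without LPS replicate 5, 0.059 without LPS replicate 7 and 0.059 without LPS + Ska replicate 5. The range over its alternatives started at 0.0019. These columns are tied, so leaving out 1 does not leave out an independent sample, and recovered values gave an adjusted p of 0.017 from limma. Gsto1 (ENSMUSG00000025068) and Gstt3 (ENSMUSG00000001665) changed by 0.51 (adjusted p = 0.0019) and 0.50 (adjusted p = 0.0059), inside the fold change limit. Gstt2 (ENSMUSG00000033318) went from 3.89 ± 1.02 to 5.46 ± 0.611 TPM (SD, n = 3 columns), a log2 fold change of 0.42 (standard error 0.26, adjusted p = 0.26), with overlapping columns. These transferases are members of a family of similar genes between which the authors' counting could have split reads.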

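LPS compared with DMSO had lowered the 16 glutathione genes by a median log2 fold change of -0.73, with 10 past the threshold, and LPS + Ska compared with DMSO had 3 called lower and 1 called higher. Gclm was at 101 ± 6.68 TPM in DMSO (SD, n = 3), under its level with LPS + Ska, and Gclc was at 144 ± 3.45 TPM in DMSO (SD, n = 3), above it. The log2 fold change of LPS + Ska compared with DMSO was 0.96 for Gclm (adjusted p = 1.5e-05), -0.52 for Gclc (adjusted p = 2.0e-04) and -0.99 for Gstm1 (adjusted p = 4.6e-05).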

The above results suggested that skatole may regulate cellular redox homeostasis by modulating glutathione metabolism. In addition, antioxidant coding genes *Nqo1* and *Cat* were up-regulated (Fig. 3B). 

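Nqo1 (ENSMUSG00000003849) was low in every group, at 2.80 ± 0.539 TPM in DMSO (SD, n = 3), 0.200 ± 0.207 with LPS and 3.00 ± 1.01 with LPS + Ska (SD, n = 3 columns), and its log2 fold change from LPS to LPS + Ska was 1.72 (standard error 0.22, adjusted p = 8.6e-04). Cat (ENSMUSG00000027187), which encodes catalase, went from 62.3 ± 2.99 TPM with LPS to 190.0 ± 8.70 with LPS + Ska (SD, n = 3 columns), a log2 fold change of 1.59 (standard error 0.07, adjusted p = 2.5e-06), and was at 143 ± 10.2 TPM in DMSO (SD, n = 3). Hmox1 (ENSMUSG00000005413), in the same heatmap, rose from 118 ± 7.96 to 245 ± 33.9 TPM (SD, n = 3 columns), a log2 fold change of 1.05 (standard error 0.10, adjusted p = 1.4e-04). With the recovered values the adjusted p was 0.0034 for Nqo1, 1.1e-04 for Cat and 4.7e-04 for Hmox1.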

Then, we detected the production of ROS after skatole treatment in M1 macrophages. As expected, skatole reduced the ROS level increased by LPS (Fig. 3C).

**Fig. 3.**
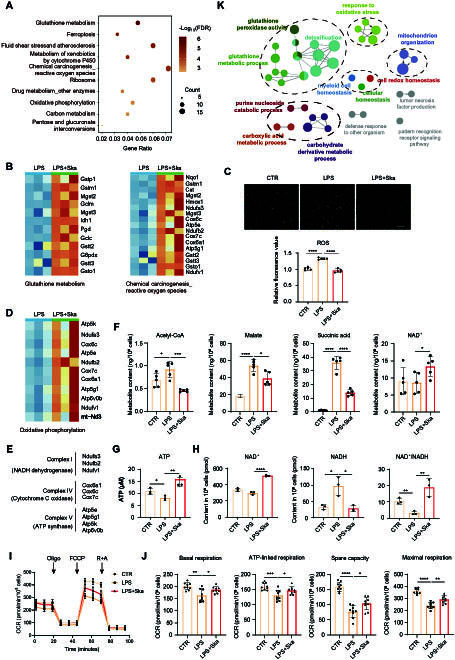
Skatole alters macrophage metabolism and regulates ROS production. (A) KEGG pathway enrichment of up-regulated genes in cells treated with LPS + skatole versus LPS. (B) Up-regulated genes involved in the terms of Glutathione metabolism and Chemical carcinogenesis_ reactive oxygen species in LPS + skatole-treated macrophages versus LPS-treated macrophages. (C) Fluorescence staining and quantification of ROS in cells treated with DMSO, LPS, and LPS + skatole for 24 h. Scale bar, 100 μm. *n* = 5. (D) Up-regulated genes involved in OXPHOS in LPS + skatole-treated macrophages versus LPS-treated macrophages. (E) Up-regulated genes involved in OXPHOS belong to respiratory chain complex I, IV, and V. (F) Metabolite content of acetyl-CoA, malate, succinic acid, and NAD^+^ in macrophages treated with DMSO, LPS, and LPS + Ska. *n* = 5. (G and H) Levels of ATP, NAD^+^, and NADH, as well as the ratio of NAD^+^/NADH in samples treated with DMSO, LPS, and LPS + Ska. *n* = 3. (I) Quantification of OCR of macrophages treated with DMSO, LPS, and LPS + Ska. (J) Indicated OCR parameters. *n* = 9. (K) Functional enrichment analysis of up-regulated genes in cells treated with LPS + skatole versus LPS. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Skatole promotes OXPHOS and increased ATP generation

Furthermore, skatole up-regulated the expression of OXPHOS-related genes, including NADH [reduced form of nicotinamide adenine dinucleotide (oxidized form) (NAD^+^)] dehydrogenase (mitochondrial complex I) coding genes *Ndufa3*, *Ndufb2*, and *Ndufv1*, cytochrome C oxidase (mitochondrial complex IV) coding genes *Cox6c*, *Cox7c*, and *Cox6a1*, and adenosine triphosphate (ATP) synthase (mitochondrial complex V) coding genes *Atp5k*, *Atp5e*, and *Atp5g1* (Fig. 3D and E). 

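All 11 genes of the OXPHOS heatmap in Fig. 3D were higher in LPS + Ska than in LPS, with log2 fold changes from 0.39 to 1.73. All 11 had an adjusted p below the limit and 8 also passed the fold change limit; Cox6a1, Ndufv1 and Atp6v0b did not. mt-Nd3 (ENSMUSG00000064360), a gene of the mitochondrial genome, had 286 ± 79.4 TPM with LPS and 927 ± 6.14 with LPS + Ska (SD, n = 3 columns), a log2 fold change of 1.73 (standard error 0.19, adjusted p = 3.2e-04). Ndufa3 (ENSMUSG00000035674) rose from 15.9 ± 2.36 to 35.2 ± 9.02 TPM (SD, n = 3 columns), a change of 1.08 (adjusted p = 0.0029). Ndufb2 (ENSMUSG00000002416) rose from 25.9 ± 0.144 to 44.3 ± 0.879 TPM (SD, n = 3 columns), a log2 fold change of 0.75 (adjusted p = 4.6e-04). The changes of Cox6c (ENSMUSG00000014313) and Cox7c (ENSMUSG00000017778) were 1.11 (adjusted p = 0.0088) and 0.70 (adjusted p = 0.0012), and those of Cox6a1 (ENSMUSG00000041697) and Ndufv1 (ENSMUSG00000037916) were 0.58 and 0.55. Atp5k (ENSMUSG00000050856), Atp5e (ENSMUSG00000016252) and Atp5g1 (ENSMUSG00000006057) changed by 1.30, 0.76 and 0.77, with adjusted p of 0.034, 0.027 and 0.015. Atp5k and Atp5e each lost their call in 4 of the 6 fits that left out 1 LPS or LPS + Ska column. Their adjusted p were 0.092 and 0.059 without LPS + Ska replicate 7. They were highest over the alternatives without LPS replicate 6, at 0.11 and 0.094, in ranges that started at 0.0059 and 0.0020. Atp5g1 had adjusted p of 0.054 without LPS replicate 6 and 0.052 without LPS + Ska replicate 5, in a range that started at 0.0027. As the 3 columns of each of these groups are tied, leaving out 1 column does not leave out an independent sample. With recovered values, Atp5k, Atp5e and Atp5g1 kept their calls, at adjusted p of 0.032, 0.011 and 0.0094 from limma. Among 79 nuclear genes for subunits of complexes I to V, 49 were higher and 30 lower, 9 were called higher and 1 lower, and the median log2 fold change was 0.088 (camera, adjusted p = 9.8e-06; fry, adjusted p = 0.14). The median over the 79 genes was -0.0033 without LPS + Ska replicate 7 and 0.19 without LPS + Ska replicate 6. From the recovered values, the median of the 79 genes against LPS was 0.011 for the value of LPS + Ska nearer to replicate 6 and 0.19 for the one nearer to replicate 7, and for the 11 heatmap genes it was 0.60 and 0.96.

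**Figure D3:**
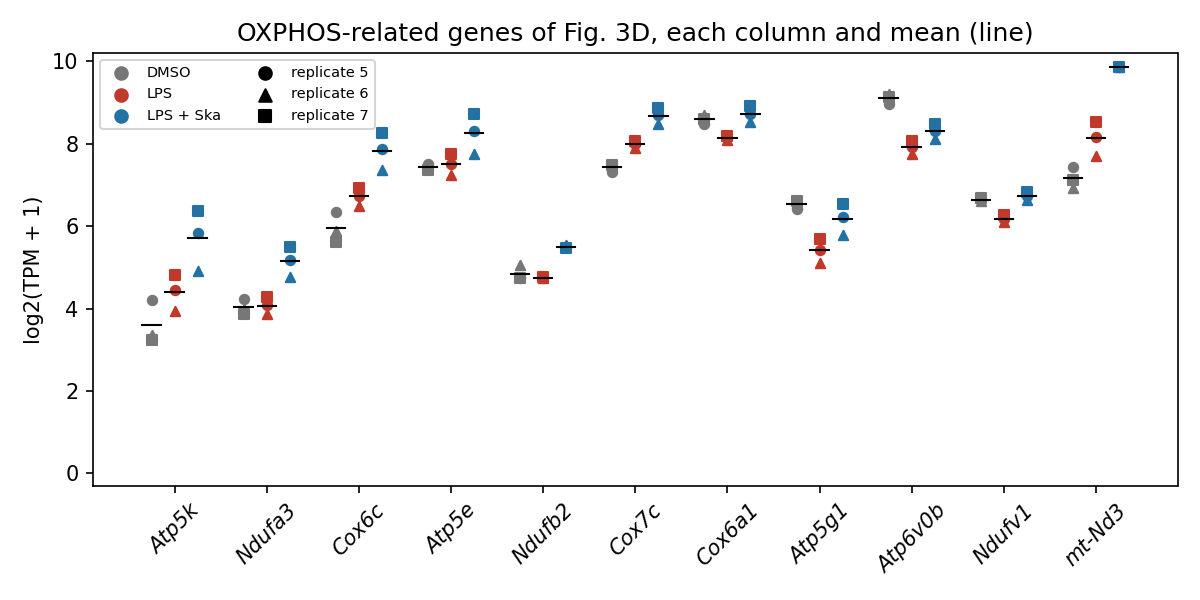
log2(TPM + 1) of the 11 genes of the OXPHOS heatmap in each column of DMSO, LPS and LPS + Ska, with the mean of each group as a line and symbols for replicates 5, 6 and 7. The LPS + Ska mean lies above the LPS mean in all 11 genes.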

To further verify the enhancement of OXPHOS by skatole, we conducted targeted metabolomics to measure the levels of metabolites related to central carbon metabolism. The results showed that after skatole treatment, the levels of NAD^+^, a product of the electron transport chain, increased, while the levels of succinate, a substrate of the electron transport chain, as well as acetyl-CoA (coenzyme A) and malate, which are intermediate metabolites of the tricarboxylic acid (TCA) cycle, decreased (Fig. 3F and Fig. S5A and B). In addition, we used assay kits to measure intracellular ATP, NAD^+^, and NADH levels. After skatole treatment, intracellular ATP levels and NAD^+^ content significantly increased, while NADH, a substrate of the electron transport chain, decreased, leading to an elevated NAD^+^/NADH ratio (Fig. 3G and H). The oxygen consumption rate (OCR) results similarly showed that skatole treatment partially restored the basal respiration, maximal respiration, ATP-linked respiration, and spare capacity that were reduced by LPS (Fig. 3I and J and Fig. S5C and D). In summary, skatole promotes macrophage M1-to-M2 polarization by enhancing OXPHOS and ATP production.

GO analysis showed up-regulated terms related to glutathione metabolic process, response to oxidative stress, mitochondrion organization, carbohydrate derivative metabolic, and detoxification (Fig. 3K).

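The 13 protein genes of the mitochondrial genome had a median log2 fold change of 0.034 in LPS + Ska compared with LPS (camera, adjusted p = 0.023; fry, adjusted p = 0.20), with 7 higher, 6 lower and 2 called higher. Their median was -0.024 without LPS + Ska replicate 6 and 0.094 without LPS + Ska replicate 7, and turned to -0.055 with the GC trend removed and the column levels kept. The 84 cytosolic ribosome genes, of similar transcript length to the OXPHOS genes, had a median of -0.0095, with 10 called higher and 1 lower. Camera gave an adjusted p of 0.0014 and fry an adjusted p of 0.51. Camera tests the set against the other genes, and all genes tested had a median of -0.096. Its p therefore does not show that the ribosome genes fell. Their median was 0.090 after median-ratio scaling. Among the 428 genes with transcripts of 300 nt or less, 11.2% were called higher and 10.7% lower, and among the 1741 genes in the longest class of transcripts, 0.862% were called higher and 8.50% lower.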

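The 3 heatmaps of Fig. 3 hold 26 different genes, all of which were higher in LPS + Ska than in LPS. The adjusted p was below the limit in 25 of the 26, and 18 passed the fold change limit as well; adjusted over the list alone the counts were also 25 and 18, on a list that the study chose on these samples. From the up-regulated glutathione, antioxidant and OXPHOS genes, together with its measurements of metabolites, ATP and oxygen consumption, the paper proposes that skatole changes macrophage metabolism.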

Overall, these findings suggested that skatole modulated the metabolic profile of macrophages.

### Skatole can transcriptionally regulate genes involved in inflammatory response, glutathione metabolism, and OXPHOS through p65 protein

The p65 protein, downstream of the NFκB signaling pathway, is an important transcription factor that regulates the secretion of inflammatory factors and macrophage polarization. We previously found that skatole can inhibit the activation of the NFκB signaling pathway (Fig. 2E). Immunofluorescence staining showed that skatole can inhibit the nuclear translocation of p65 (Fig. 4A and B). Therefore, we speculate whether skatole transcriptionally regulates the expression of inflammation-related genes and cellular metabolism-related genes through p65.

**Fig. 4.**
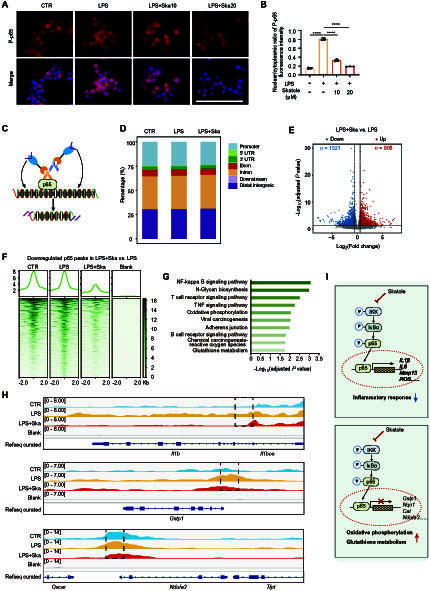
Skatole inhibits p65 nuclear localization and transcriptionally regulates genes involved in inflammatory response, OXPHOS, and glutathione metabolism. (A and B) Immunofluorescence of p-p65 in DMSO-, LPS-, and LPS + skatole-treated cells at 12 h and statistics on the rate of p65 nuclear translocation. Scale bar, 100 μm. *n* = 3. (C) Schematic of CUT&Tag experiments to map the genomic occupancy of p65. (D) Distribution of p65 peaks in the genome of macrophages treated with DMSO, LPS, and LPS + skatole for 12 h. (E) Volcano plot of differential p65 peaks in cells treated with LPS and LPS + skatole. Red dots represent up-regulated peaks, and blue dots represent down-regulated peaks in LPS + skatole-treated cells. Dashed lines represent 1.5-fold change, adjusted *P* value < 0.05. (F) Down-regulated p65 peaks in LPS + skatole sample versus LPS sample. (G) KEGG analysis of down-regulated p65 peak-related genes in LPS + skatole sample versus LPS sample. (H) p65 occupancy at *Il1b*, *Gstp1*, and *Ndufa3* gene loci in cells treated with DMSO, LPS, LPS + skatole, and no-antibody control. (I) Schematic diagram showing that skatole inhibits p65 nuclear import, and p65 positively regulates inflammation-related genes and negatively regulates genes involved in OXPHOS and glutathione metabolism.

To verify this hypothesis, we conducted CUT&Tag (cleavage under targets and tagmentation) assay, a novel method used to study protein–DNA interactions [44] (Fig. 4C). High-throughput sequencing analysis showed no significant difference in the genomic distribution of p65 peaks among the 3 groups of samples (Fig. 4D). Compared to the LPS group, skatole resulted in 908 up-regulated p65 peaks and 1,521 down-regulated p65 peaks (Fig. 4E). Given the reduced nuclear translocation of p65 associated with skatole treatment, we conducted KEGG analysis on the genes corresponding to the down-regulated peak sites. The results indicated that these genes are involved in various signaling pathways, including inflammation-related signaling pathways, OXPHOS, and glutathione metabolism (Fig. 4F and G). Notable genes identified include Il1b, Gstp1, and Ndufa3, among others (Fig. 4H). Based on the previous experimental results, we concluded that P65 can directly bind and transcriptionally promote inflammation-related genes while transcriptionally suppressing the expression of OXPHOS and glutathione metabolism-related genes. This regulatory effect was inhibited by skatole, thereby suppressing macrophage M1 polarization (Fig. 4I).

### Skatole inhibits macrophage conditional culture medium-induced chondrocyte damage

In OA joint, activated macrophages release inflammatory factors such as cytokines, ROS, and MMPs, leading to chondrocyte apoptosis and disrupting the balance between anabolism and catabolism by degrading native collagen and aggrecan [45]. To investigate the protective effects of skatole, we harvested conditional culture medium (CM) of macrophages treated with LPS and LPS + skatole, and detected the secretion of inflammation factors using an enzyme-linked immunosorbent assay (ELISA). The result revealed that LPS stimulation induced high expression of IL6, IL1β, and Mmp13, while skatole treatment significantly down-regulated the secretion of these factors (Fig. 5A). Next, we treated mouse chondrocytes with the macrophage CM. Primary chondrocytes were identified by immunofluorescence for Col2a1, and skatole treatment did not affect chondrocyte viability (Fig. 5B and C). After 48 h of treatment, LPS-CM reduced the number of chondrocytes, which was partially restored by LPS + skatole-CM in a dose-dependent manner (Fig. 5D). TUNEL (terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling) staining showed that LPS-CM induced cell apoptosis, which was inhibited by LPS + skatole-CM (Fig. 5E). Moreover, the anti-apoptosis-related marker Bcl2 was up-regulated (Fig. 5F and G). The above results indicated that LPS + skatole-CM inhibited chondrocyte apoptosis.

**Fig. 5.**
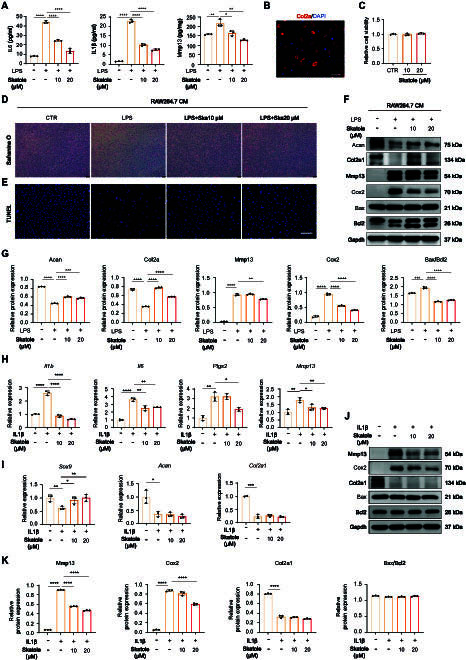
Skatole-treated macrophage CM and skatole small-molecule inhibits chondrocyte apoptosis, inflammation, and catabolism and promotes chondrocyte anabolism. (A) ELISA to detect the secretion of IL6, IL1β, and Mmp13 in LPS- and LPS + skatole-treated macrophage CM. *n* = 3. (B) Immunofluorescence staining of Col2a1 in primary chondrocytes. Scale bar,100 μm. (C) Cell viability of chondrocytes treated with or without skatole. *n* = 3. (D and E) Safranin O staining (D) and TUNEL staining (E) of chondrocytes treated with macrophage CM for 48 h. Scale bar, 100 μm. (F and G) Western blotting analysis of Acan, Col2a1, Mmp13, Cox2, Bax, and Bcl2 protein levels in chondrocytes treated with macrophage CM for 48 h. *n* = 3. (H and I) RT-qPCR analysis of *Il1b*, *Il6*, *Ptgs2*, *Mmp13* (H), *Sox9*, *Acan*, and *Col2a1* (I) gene expression in chondrocytes treated with DMSO, IL1β, and IL1β + skatole for 24 h. *n* = 3. (J and K) Western blotting analysis of Mmp13, Cox2, Col2a1, Bax, and Bcl2 protein levels in chondrocytes treated with DMSO, IL1β, and IL1β + skatole for 24 h. *n* = 3. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Furthermore, coculture with LPS-CM increased cartilage matrix degrading protein Mmp13 expression and reduced the expression of Acan and Col2a1, main components of extracellular matrix of chondrocytes. High expression of Mmp13 further promoted extracellular matrix degradation. LPS + skatole-CM reduced the level of Mmp13 and improved the expression of Acan and Col2a1. Additionally, the expression of cyclooxygenase 2 (Cox2), which has a pro-inflammatory effect, significantly decreased with LPS + skatole-CM (Fig. 5F and G). Similar results were observed at the transcriptional level in the ATDC5 cell line, where LPS + skatole-CM treatment resulted in decreased expression of *Mmp13* and *Ptgs2* (Cox2), and increased expression of *Col2a1* and *Sox9* (Fig. S6).

Overall, LPS + skatole-CM inhibited the expression of inflammation factors, MMPs, and the ratio of Bax/Bcl2 in chondrocytes, thereby protecting chondrocytes from apoptosis and extracellular matrix degradation. The CM increased the intrinsic expression of Acan and Col2a1, maintaining a balance between catabolism and anabolism of chondrocytes.

### Skatole inhibits IL1β-induced inflammation and extracellular matrix degradation in chondrocytes

IL1β plays a pivotal role in the pathophysiology of OA, as chondrocytes treated with IL1β release inflammatory mediators and MMPs, leading to altered chondrocyte function and further degradation of the cartilage matrix [46,47]. To further investigate the direct effect of skatole on chondrocytes, we treated mouse chondrocytes with IL1β in the presence or absence of skatole. Skatole inhibited the expression of inflammation-related genes induced by IL1β, including *Il1b*, *Il6*, and *Ptgs2*, and *Mmp13* expression was also repressed by skatole (Fig. 5H). Interestingly, skatole promoted the expression of *Sox9*, a gene related to chondrocyte differentiation and matrix synthesis, but had no effect on the expression of *Acan* and *Col2a1* (Fig. 5I). These results were consistent at the protein level, with Mmp13 and Cox2 notably down-regulated by skatole compared to IL1β-treated cells, while the protein level of Col2a1 was not restored (Fig. 5J and K). Moreover, IL1β and skatole had no effect on the expression of Bax and Bcl (Fig. 5J and K). Therefore, these experiments indicate that skatole can inhibit IL1β-induced inflammation and extracellular matrix degradation in chondrocytes, but had no effect on apoptosis and anabolism of chondrocytes.

### Intra-articular injection of skatole reduces DMM-induced synovitis

Next, we assessed the role of skatole in macrophage polarization and synovitis in vivo. Destabilization of medial meniscus (DMM)-induced OA mice were treated with intra-articular injection of skatole at doses of 10 and 30 μM from week 2 after operation. After 6 treatments, the mice were sacrificed (Fig. 6A). Examination of the heart, liver, spleen, lung, and kidney structure revealed that DMM and skatole treatment did not affect these organs (Fig. 6B). Macrophage infiltration in the synovium plays an essential role in triggering inflammation in OA. We evaluated the infiltration and phenotypic characterization of macrophages in the synovium. Hematoxylin and eosin (H&E) staining demonstrated that, in the control group, cell infiltration led to a marked increase in synovial thickness, whereas both low and high doses of skatole ameliorated macrophage infiltration and synovial thickness (Fig. 6C). Synovitis scores corroborated these findings (Fig. 6D). Cd80 is a surface marker for M1 macrophages [48,49], and RT-qPCR result showed that Cd80 is highly expressed in M1 macrophages, with skatole treatment significantly reducing the expression (Fig. S7). Immunofluorescence staining revealed a significant increase in Cd80-positive cells and a decrease in Cd206-positive cells in the synovial tissue of the DMM group, indicating an elevated M1/M2 macrophage ratio, consistent with previous reports [9,10]. Skatole dose-dependently reduced the number of Cd80-positive cells and increased Cd206-positive cells (Fig. 6E to H). These results confirmed that skatole increased the ratio of M2/M1 macrophages and alleviated synovitis.

**Fig. 6.**
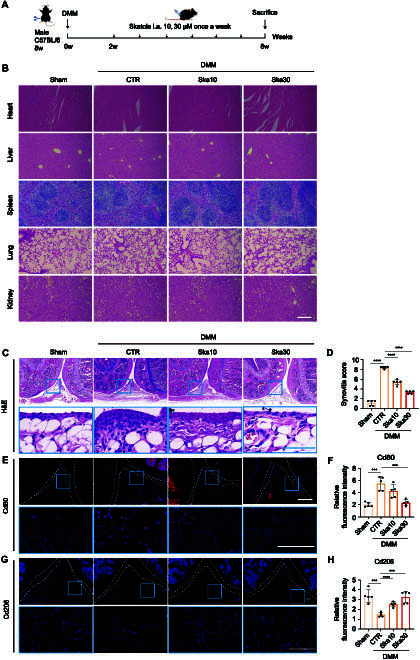
Skatole regulates the polarization of synovial macrophages and reduces synovitis in DMM-induced OA mice. (A) Schematic diagram of the experimental design for intra-articular injection of skatole in a DMM-induced OA mouse model. (B) H&E staining sections of major organs. Scale bar, 100 μm. (C) H&E staining of synovial tissue. The portion encircled in blue in the above image is magnified further below. Scale bar, 100 μm. (D) Histopathologic scoring of synovial tissue. *n* = 5. (E) Immunofluorescence staining of Cd80. The portion encircled in blue in the above image is magnified further below. Scale bar, 100 μm. (F) Quantitative analysis of Cd80 immunofluorescence intensity. *n* = 5. (G) Immunofluorescence staining of Cd206. The portion encircled in blue in the above image is magnified further below. Scale bar, 100 μm. (H) Quantitative analysis of Cd206 immunofluorescence intensity. *n* = 5. ***P < 0.001, ****P < 0.0001.

### Skatole alleviates structural degeneration and modulates the balance of catabolism and anabolism of articular cartilage in DMM-induced OA mice

To further confirm that skatole could reduce cartilage destruction, mouse joints were sectioned for histological analysis at week 8 after operation. H&E and Safranin O and fast green (S&F) staining demonstrated reduced proteoglycans and exacerbated cartilage surface erosion in the control group. In contrast, the degeneration of cartilage was markedly inhibited in skatole-treated DMM-induced OA mice (Fig. 7A to C). Similarly, TUNEL staining results showed that skatole treatment reduced the cell apoptosis rate induced by DMM (Fig. 7D and E). Additionally, compared to the control group, skatole treatment resulted in a reduction in cartilage degradation, as evidenced by immunofluorescence and immunohistochemical staining, indicating a decrease in the expression of the matrix proteinase Mmp13 (Fig. 7F and G), while the expression of Col2a1and Acan was restored (Fig. 7H to K).

**Fig. 7.**
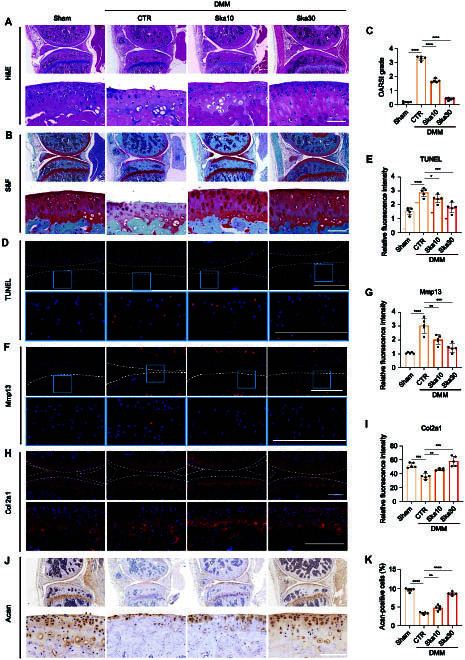
Skatole suppresses apoptosis of articular chondrocytes and maintains cartilage morphology in DMM-induced OA mice. (A) H&E staining of the joint tissue after 8 weeks of DMM surgery. The overall view and enlarged image. Scale bar, 100 μm. (B) Safranin O and Fast Green staining of the joint tissue after 8 weeks of DMM surgery. The overall view and enlarged image. Scale bar, 100 μm. (C) Quantitative analysis of OARSI scores. *n* = 5. (D) TUNEL staining of the joint tissue after 8 weeks of DMM surgery. The portion encircled in blue in the above image is magnified further below. Scale bar, 100 μm. (E) Quantitative analysis of TUNEL immunofluorescence intensity. *n* = 5. (F) Immunofluorescence staining of Mmp13 in the joint tissue after 8 weeks of DMM surgery. The portion encircled in blue in the above image is magnified further below. Scale bar, 100 μm. (G) Quantitative analysis of Mmp13 immunofluorescence intensity. *n* = 5. (H) Immunofluorescence staining of Col2a1 in the joint tissue after 8 weeks of DMM surgery. The overall view and enlarged image. Scale bar, 100 μm. (I) Quantitative analysis of Col2a1 immunofluorescence intensity. *n* = 5. (J) Immunohistochemistry of Acan in the joint tissue after 8 weeks of DMM surgery. The overall view and enlarged image. Scale bar, 100 μm. (K) Statistical results of Acan-positive cell rate. *n* = 5. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Skatole mitigates synovial inflammation and cartilage damage in MIA-induced OA rats

We also established a monosodium iodoacetate (MIA)-induced OA rat model to evaluate the therapeutic effects of skatole on synovial inflammation and articular cartilage damage. A single injection of 1 mg of MIA was administered into the joints of Sprague–Dawley (SD) rats, followed by a treatment injection of skatole (30 μM) the following day. The drug was administered every 2 d, and the joints were assessed 1 and 2 weeks after treatment (Fig. S8A). H&E staining showed remarkable synovial hyperplasia 1 week after MIA injection, and synovitis persisted 2 weeks later. Skatole treatment inhibited synovial inflammation (Fig. S8B and C). The results of H&E staining and S&F staining indicated that 1 week after modeling, there was mild damage to the articular cartilage, and the therapeutic effect of skatole was not significant. However, 2 weeks after modeling, the articular cartilage exhibited more severe degeneration, while treatment with skatole markedly inhibited this degeneration in the OA rats. (Fig. S8D and E).

## Discussion

In this study, through chemical screening and experimental verification, we identified skatole as a promising compound capable of modulating macrophage repolarization and attenuating the progression of OA, thus providing a potential candidate drug for DMOADs. The therapeutic effects of skatole in other inflammatory disease models beyond OA merit further investigation. We also conducted in vitro and in vivo experiments to validate other candidate compounds, among which there were also compounds with significant therapeutic effects (the results are not shown). In the future, we will combine these compounds to treat OA and search for the optimal treatment strategy.

After further mechanistic investigations, we have identified a previously undiscovered connection between skatole and NFκB/MAPK signaling pathway. Our experiments demonstrated that skatole can inhibit the phosphorylation of IKK, IκBα, and p65, which has not been reported in literature. Skatole can suppress the MAPK signaling pathway by inhibiting the phosphorylation of JNK, ERK, and p38, which contradicts previous reports indicating that skatole activates MAPK to regulate apoptosis [24,25]. These contradictory findings could be attributed to variations in experimental conditions, including skatole concentration and cell types used.

Skatole, a tryptophan microbial derivative, similar to other indole derivatives, can bind and activate AhR, thereby initiating downstream signaling pathways [50]. Consequently, it is plausible that skatole regulates the NFκB/MAPK signaling pathway through AhR, ultimately modulating gene transcription [51,52]. On the other hand, AhR serves as a transcription factor [53], and extensive data suggest that endogenous metabolites can reduce the expression of inflammatory factors by activating AhR [54–57]. We hypothesize that following activation by skatole, AhR may directly bind to the promoter region of the target gene, thereby initiating gene transcription. Further validation of these hypotheses is warranted in future studies.

Further analysis of differentially expressed genes showed that skatole not only inhibits the expression of inflammatory factors but also up-regulates genes involved in cellular metabolism, such as glutathione metabolism, ROS regulation, OXPHOS, and carbon metabolism. Multiple experimental approaches have validated that skatole reduces intracellular ROS levels and promotes the generation of more ATP through OXPHOS. This suggests that as a tryptophan metabolite, skatole also plays a role in cellular metabolism. ‌NFκB signaling is a classic signaling pathway involved in macrophage polarization. Skatole inhibits the activation of NFκB signaling and prevents the nuclear translocation of the downstream transcription factor p65. Is the reduction of inflammatory factor secretion and the increase in expression of glutathione metabolism-related genes and OXPHOS caused by skatole regulated through p65?‌ CUT&Tag assay indicated that p65 directly binds to the loci of the aforementioned genes, and skatole reduces the binding abundance of p65, confirming the above hypothesis. In summary, skatole inhibits inflammatory gene expression and promotes the expression of genes related to OXPHOS and glutathione metabolism by inhibiting the NFκB signaling pathway, thereby regulating macrophage M1–M2 polarization.‌

Additionally, we observed that the conditioned medium from skatole treatment inhibits chondrocyte apoptosis, suppresses extracellular matrix degradation, and promotes anabolism. Direct treatment of chondrocytes with skatole exhibits marked anti-inflammatory effects, which may share the same mechanism as its action in macrophages.

In DMM-induced OA mouse model and MIA-induced OA rat model, skatole treatment effectively reduces synovitis and protects cartilage, thus mitigating the progression of OA. However, in post-traumatic OA models, merely adjusting the immune microenvironment is insufficient to reverse cartilage degeneration. This necessitates a combination with other agents that promote cartilage regeneration, such as drugs, stem cells, or stem cell-derived exosomes. In the advanced stages of OA, where cartilage structure is further compromised, future strategies—beyond traditional joint replacement surgery—may include using biomaterials to support collapsed structures. These biomaterials could be designed to deliver growth factors and immunomodulatory drugs, simulating a regenerative microenvironment and correcting the pathological one, while stem cells could be employed to achieve in situ cartilage regeneration [58,59].

In summary, our research not only provides new strategies for treating OA but also unveils a novel mechanism by which skatole regulates macrophage polarization, offering fresh insights into the role of tryptophan metabolites in modulating inflammatory responses. Moreover, macrophage polarization is crucial in various inflammatory diseases and tumor environments, making it a notable therapeutic target. This suggests that skatole shows promise as a candidate drug for treating a broad spectrum of diseases (Fig. S9).

## Materials and Methods

### Reagents

Information of antibodies, chemical compounds, assay kits, cell and mouse lines, and other reagents is listed in Table S1.

### Mice

All C57BL/6J mice were purchased from SiPeiFu Laboratory Animals (Henan, China). Mice were fed under specific pathogen-free conditions. All animal-related procedures were performed under an approved protocol by Experimental Animal Ethics Committee of Xinxiang Medical University (XYLL-20220079).

### Cell culture

RAW264.7 macrophages and passaged generation of chondrocytes were cultured with high-glucose Dulbecco’s minimum essential medium (DMEM; WISENT, Canada) containing 10% fetal bovine serum (FBS; WISENT, Canada) at 37 °C with 5% CO_2_, and ATDC5 cell line was cultured with low-glucose DMEM (WISENT, Canada) containing 10% FBS. The eighth generation of RAW264.7 macrophages and ATDC5 cell line was used for subsequent progression of the experiment.

### Cell viability

The effect of skatole on cell viability was assessed by MTS kit (Promega, USA). RAW264.7 macrophages (3 × 10^3^ cells/well) and primary chondrocytes (2 × 10^3^ cells/well) were seeded onto 96-well plates and treated with skatole for 48 h. The 100-μl mix containing 90 μl of DMEM and 10 μl of 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) solution was added to wells. After incubation for 1 to 4 h, the absorbance was measured at 490 nm.

### RAW264.7 macrophage polarization

LPS (100 ng/ml) (Sigma-Aldrich, USA) was used to stimulate M1 polarization, and IL4 (20 ng/ml) (Peprotech, USA) was used to induce M2 polarization. RT-qPCR and immunofluorescence staining were performed to assess macrophage polarization.

### Differentiation and polarization of murine BMDMs

Bone marrow was obtained by flushing the femoral and tibial marrow cavities of C57BL/6J mice. Following centrifugation, the bone marrow cells were resuspended and cultured in RPMI 1640 medium (Gibco, USA) containing 12% FBS and 40 ng/ml of recombinant macrophage colony-stimulating factor (M-CSF) (Sino Biological, China) at 37 °C with 5% CO_2_ for 7 d. LPS (100 ng/ml) and interferon γ (IFNγ) (40 ng/ml) (Sino Biological, China) or IL4 (20 ng/ml) were used to stimulate M1 polarization or M2 polarization.

### Extraction and identification of mouse primary chondrocytes

Rib cartilage was isolated from C57BL/6J suckling mice of 5 to 7 d old and cut into pieces under aseptic conditions. The cartilage was digested with 0.2% collagenase II at 37 °C for 4 h. The digestive fluid was then filtered through a 100-μm cell filter and then centrifuged for 5 min to collect the isolated cells. Primary mouse chondrocytes were cultured in DMEM/F12 (WISENT, Canada) with 10% FBS, which was refreshed every 2 to 3 d. Primary chondrocytes were identified by Col2a1 immunofluorescence staining for subsequent experiments. The second generation of chondrocytes was used for subsequent progression of the experiment.

### Conditioned CM collection and coculture with mouse chondrocytes

LPS and various concentrations of skatole treated RAW264.7 macrophages for 24 h. CM supernatants were collected and filtered. The CM was diluted with DMEM at a 1:1 ratio and added to chondrocytes, which were harvested 48 h later for further analyses.

### RT-qPCR

Total RNAs of macrophages, primary chondrocytes, and ATDC5 cell line were isolated using RNA-Quick Purification Kit (ES Science, China) and reverse transcribed to cDNA by using Hiscript III 1st Strand cDNA Synthesis Kit (Vazyme, China). RT-qPCR was performed using Taq Pro Universal SYBR qPCR Master Mix (Vazyme, China). Data were normalized to glyceraldehyde-3-phosphate dehydrogenase (Gapdh) mRNA levels. The primers used in this study are listed in Table S2.

### Cell immunofluorescence staining

Cd86: Cells were fixed with methanol for 5 min on ice, washed with phosphate-buffered saline (PBS) for 3 times, and blocked with 3% bovine serum albumin (BSA; YEASEN, China) (blocking buffer) for 1 h. Primary antibody (1:200) was diluted in the blocking buffer.

Cd206 and p-p65 cells were fixed with 4% paraformaldehyde (PFA) for 10 min, washed for 3 times, permeated, and blocked with 0.1% Tween-blocking buffer for 30 min. Primary antibody (Cd206, 1:3,000; p-p65, 1:500) was diluted in the blocking buffer.

Col2a1: Cells were fixed with 4% PFA, washed for 3 times, permeated, and blocked with 0.1% Triton-1% BSA for 30 min. Primary antibody (1:100) was diluted in the blocking buffer.

Co-immunofluorescence staining of Cd206 and Cd86: Cells were fixed with methanol for 5 min on ice, washed for 3 times, and blocked with blocking buffer for 30 min. Primary antibody (Cd206, 1:200; Cd86, 1:200) was diluted in 0.1% Tween-blocking buffer.

Cells were incubated with primary antibodies overnight at 4 °C and then washed for 3 times. Cells were then incubated with secondary antibody (goat anti-rabbit, 1:1,000; donkey anti-goat, 1:50) for 1 h at 37 °C. Information of all the antibodies used is listed in Table S1.

### Flow cytometry

RAW264.7 cells (1 × 10^6^) were harvested for flow cytometry. Cd86 antibody (1:200) and Alexa Fluor 555-conjugated goat anti-rabbit immunoglobulin G (IgG) (H&L) were used to mark M1 macrophages, and Cd206 antibody (1:200) and CoraLite488-conjugated goat anti-mouse IgG (H+L) were used to mark M2 macrophages.

### Western blot assay

Cells were lysed on ice for 30 min using radioimmunoprecipitation assay (RIPA) buffer (Beyotime, China), and the total protein was isolated by centrifugation at 10,000*g* × 20 min. Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and then transferred to a polyvinylidene difluoride membrane (Millipore, USA). The membranes were further blocked with blocking buffer (5% skim milk) and incubated with primary antibodies (Gapdh, 1:5,000; Cd206, STAT6, p-STAT6, Cd86, IL6, IL1β, Mmp13, IκBα, IKK, p65, ERK, JNK, p38, p-IκBα, p-IKK, p-p65, p-ERK, p-JNK, p-p38, Acan, and Cox2, 1:1,000; Col2a1, 1:200; Bax and Bcl2, 1:2,000) overnight at 4 °C. Colors were developed with ECL Basic Plus Kit (Beyotime, China), and signals were measured using a chemiluminescent imaging system. Information of all the antibodies used is listed in Table S1.

### ELISA

RAW264.7 macrophage CM was collected, and the concentrations of IL1β, IL6, and Mmp13 were detected by ELISA kit (IL1β, R&D Systems, USA; IL6 and Mmp13, Proteintech, China) according to the manufacturer’s recommendation.

### ROS detection

The Reactive Oxygen Species Assay Kit (Beyotime, China) was used to measure the intracellular ROS generation. After treatment with LPS and skatole, RAW264.7 macrophages were washed with PBS for 3 times and incubated in DMEM with 10 μM 2',7'-dichlorodihydrofluorescein diacetate (DCFH-DA) for 30 min in the dark at 37 °C. After washing with PBS for 3 times, cells were observed and imaged immediately with inverted fluorescence microscopy (Zeiss). Fluorescence intensity was measured using a microplate reader of multi-wavelength measurement system (Thermo).

### RNA-seq analysis

The total RNA of RAW264.7 macrophages treated with DMSO, LPS, and LPS + Ska for 48 h was extracted. The construction of cDNA library of samples and high-throughput sequencing were completed by Novogene. Sequencing data were analyzed as described previously [27].

### OCR assay

Cells were plated at 8,000 cells per well in an XF24 Cell Culture Miniplate (Agilent Technologies, USA) and incubated overnight. After 24-h treatment, OCR assay was performed in a Seahorse XFe24 Flux Analyzer as previously described [27]. Before detection, CM was changed to XF DMEM supplemented with 2 mM l-glutamine, 1 mM sodium pyruvate, and 10 mM glucose (Sigma-Aldrich, USA). In the OCR assay, cells were stimulated with 1.5 μM oligomycin, 1.5 μM carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP), and 0.5 μM rotenone/antimycin A.

### Targeted metabolomics

About 1 × 10^7^ cells treated with DMSO, LPS, and LPS + Ska for 24 h were harvested and frozen by liquid nitrogen for 15 min. Targeted metabolomics analysis of central carbon metabolism was performed by Novogene based on liquid chromatography–tandem mass spectrometry.

### ATP detection

The intracellular ATP level was measured using Enhanced ATP Assay Kit (Beyotime, China) according to the manufacturer’s instructions. Chemiluminescence intensity was measured with a microplate reader of multi-wavelength measurement system (Thermo).

### NAD^+^/NADH detection

The intracellular NAD content and the total content of NAD and NADH were detected using Enhanced NAD+/NADH Assay Kit with WST-8 (Beyotime, China) according to the manufacturer’s instructions, and the NADH content and NAD/NADH ratio were calculated. Absorbance at 450 nm was measured with a microplate reader of multi-wavelength measurement system (Thermo).

### CUT&Tag assay

CUT&Tag assay was performed using NovoNGS CUT&Tag 4.0 High-Sensitivity Kit (Novoprotein, China) according to the manufacturer’s instructions. Briefly, after treatment with LPS and skatole for 12 h, 2 × 10^5^ cells were harvested and fixed on the surface of concanavalin A (ConA)-coated magnetic beads. Then, cells were incubated with p-p65 antibody (1:50) or without primary antibody (Blank) overnight at 4 °C. Goat anti-rabbit IgG antibody (1:100) was added into the sample and incubated with cells for 1.5 h at room temperature. After washing, ChiTag Transposome was added and incubated with cells for 1 h at room temperature, followed with tagmentation by Tagmentation Buffer. DNA was isolated by Tagment DNA Extract Beads, amplified with N5 and N7 primers, and purified with DNA Clean Beads for high-throughput sequencing. Paired-end sequencing was performed by Novogene.

### DMM-induced mouse model of OA

Surgical destabilization of the medial meniscus (DMM) was used to induce mouse model of OA referring to previous research [60]. Male C57BL/6J mice (8 weeks old, 22 to 24 g) were anesthetized with isoflurane, and the medial meniscus anterior tibial ligament of the right knee joints was incised with a scalpel. The sham operation only opens the joint capsule on the same knee without damaging the ligament or meniscus (*n* = 5). The incision was then closed using sutures. Two weeks after surgery, the DMM mice were randomly divided into 3 groups: DMM, DMM + Ska 10 μM, DMM + Ska 30 μM (*n* = 5 per group). Drugs (saline containing 0.1% DMSO for sham group and DMM group) were injected via intra-articular injection at a dose of 8 μl, once a week, for a total of 6 times. All mice were executed at 8 weeks postoperatively for further evaluation.

### MIA induced rat model of OA

The rat OA model was induced by intra-articular injection of sodium iodoacetate (MIA). Usually, after isoflurane anesthesia, the rat OA model was induced by intra-articular injection of 1 mg of MIA in 8-week-old male SD rats. The day after the OA model construction, rats were randomly divided into 3 groups (*n* = 6): Sham group, MIA group, and MIA + Ska group. Drugs (saline containing 0.1% DMSO for sham group and MIA group, saline containing 30 μM skatole for MIA + Ska group) were injected via intra-articular injection at a dose of 50 μl every 2 d for 1 and 2 weeks.

### Safranin O staining

Safranin O staining was performed using Modified Saffron-O and Fast Green Stain Kit (Solarbio, China) according to the manufacturer’s instruction. After staining, chondrocytes were observed and imaged using a fluorescence microscope.

### TUNEL staining

For CM-treated chondrocytes, TUNEL staining was performed using the In Situ Cell Death Detection Kit (Roche, Switzerland) according to the manufacturer’s instruction. For mouse tissue, cells were deparaffinized and treated with freshly configured TUNEL reaction mixture for 1 h in the dark at 37 °C, then sealed with 4′,6-diamidino-2-phenylindole (DAPI) containing an anti-fluorescence quencher, and observed under a fluorescence microscope (Zeiss). Cells were quantitatively analyzed using ImageJ software.

### Histological analysis

Mice were sacrificed at 8 weeks, and the right joints were fixed in 4% PFA, decalcified and dehydrated, and embedded in paraffin wax. The specimens were sectioned coronal to the specimen into sections of approximately 4-μm thickness for histological and immunohistochemical examination using a sectioning machine (LEIKA). Sections were stained with Cole’s Hematoxylin Solution (Solarbio, China) and Eosin Y Stain Solution (Solarbio, China) (H&E) and Modified Saffron-O and Fast Green Stain Kit (Solarbio, China) (S&F) for further histological analysis according to the manufacturer’s instruction. For H&E staining, the sections were stained in hematoxylin solution for 1 min and then returned to blue in tap water, and incubated in eosin solution for 1 min, rinsed in tap water, and dehydrated and sealed transparently. For S&F staining, the sections were stained with freshly prepared Weigert’s stain for 3 to 5 min, washed with water, immersed in solid green stain for 5 min and in Saffron’s stain for 30 s, and then dehydrated and sealed transparently. Cartilage degeneration was graded using the Osteoarthritis Research Society International (OARSI) score, and synovitis was graded using the synovitis score.

### Immunohistochemical staining

Sections were deparaffinized and antigenically repaired using 0.25% trypsin for 1 h at 37 °C. Endogenous peroxidase activity was stopped with 3% hydrogen peroxide solution, followed by blocking with 5% BSA for 30 min. Sections were incubated with primary antibody (Col2a1, 1:200; Acan, 1:200) overnight at 4 °C and then in secondary antibody (1:1,000) for 1 h at 37 °C. Immunohistochemical staining was performed using 3,3′-diaminobenzidine substrate. Subsequently, hematoxylin restaining was performed, and finally, the sections were dehydrated and transparently sealed.

### Tissue immunofluorescence

Sections were deparaffinized and antigenically repaired using 0.25% trypsin for 1 h at 37 °C and blocked with 5% BSA for 30 min. Cells were incubated with primary antibodies (Mmp13, 1:500; Cd80, 1:500; Cd206, 1:200) overnight at 4 °C, followed by an immunofluorescent secondary antibody (1:250) for 1.5 h at 37 °C. Finally, the sections were sealed with anti-fluorescence quencher containing DAPI. Sections of knee tissues were quantitatively analyzed using ImageJ.

### Statistical analysis

Statistical analysis was performed with GraphPad Prism version 9. All data are presented as the mean ± SD. Statistical significance was assessed by the 2-tailed Student’s *t* test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Data Availability

The raw data of RNA-seq and CUT&Tag-seq generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE261400 (RNA-seq) and GSE283748 (CUT&Tag-seq). Data are available from the corresponding author upon request. The original full-length Western blot images are shown in Figs. S10 to S13.

# Supplementary material for: Skatole Alleviates Osteoarthritis by Reprogramming Macrophage Polarization and Protecting Chondrocytes
**Source:** Research (Wash D C). 2025 Feb 3;8:0604. doi: 10.34133/research.0604
**Supplement:** Supplementary 1 — Figs. S1 to S13 Tables S1 and S2

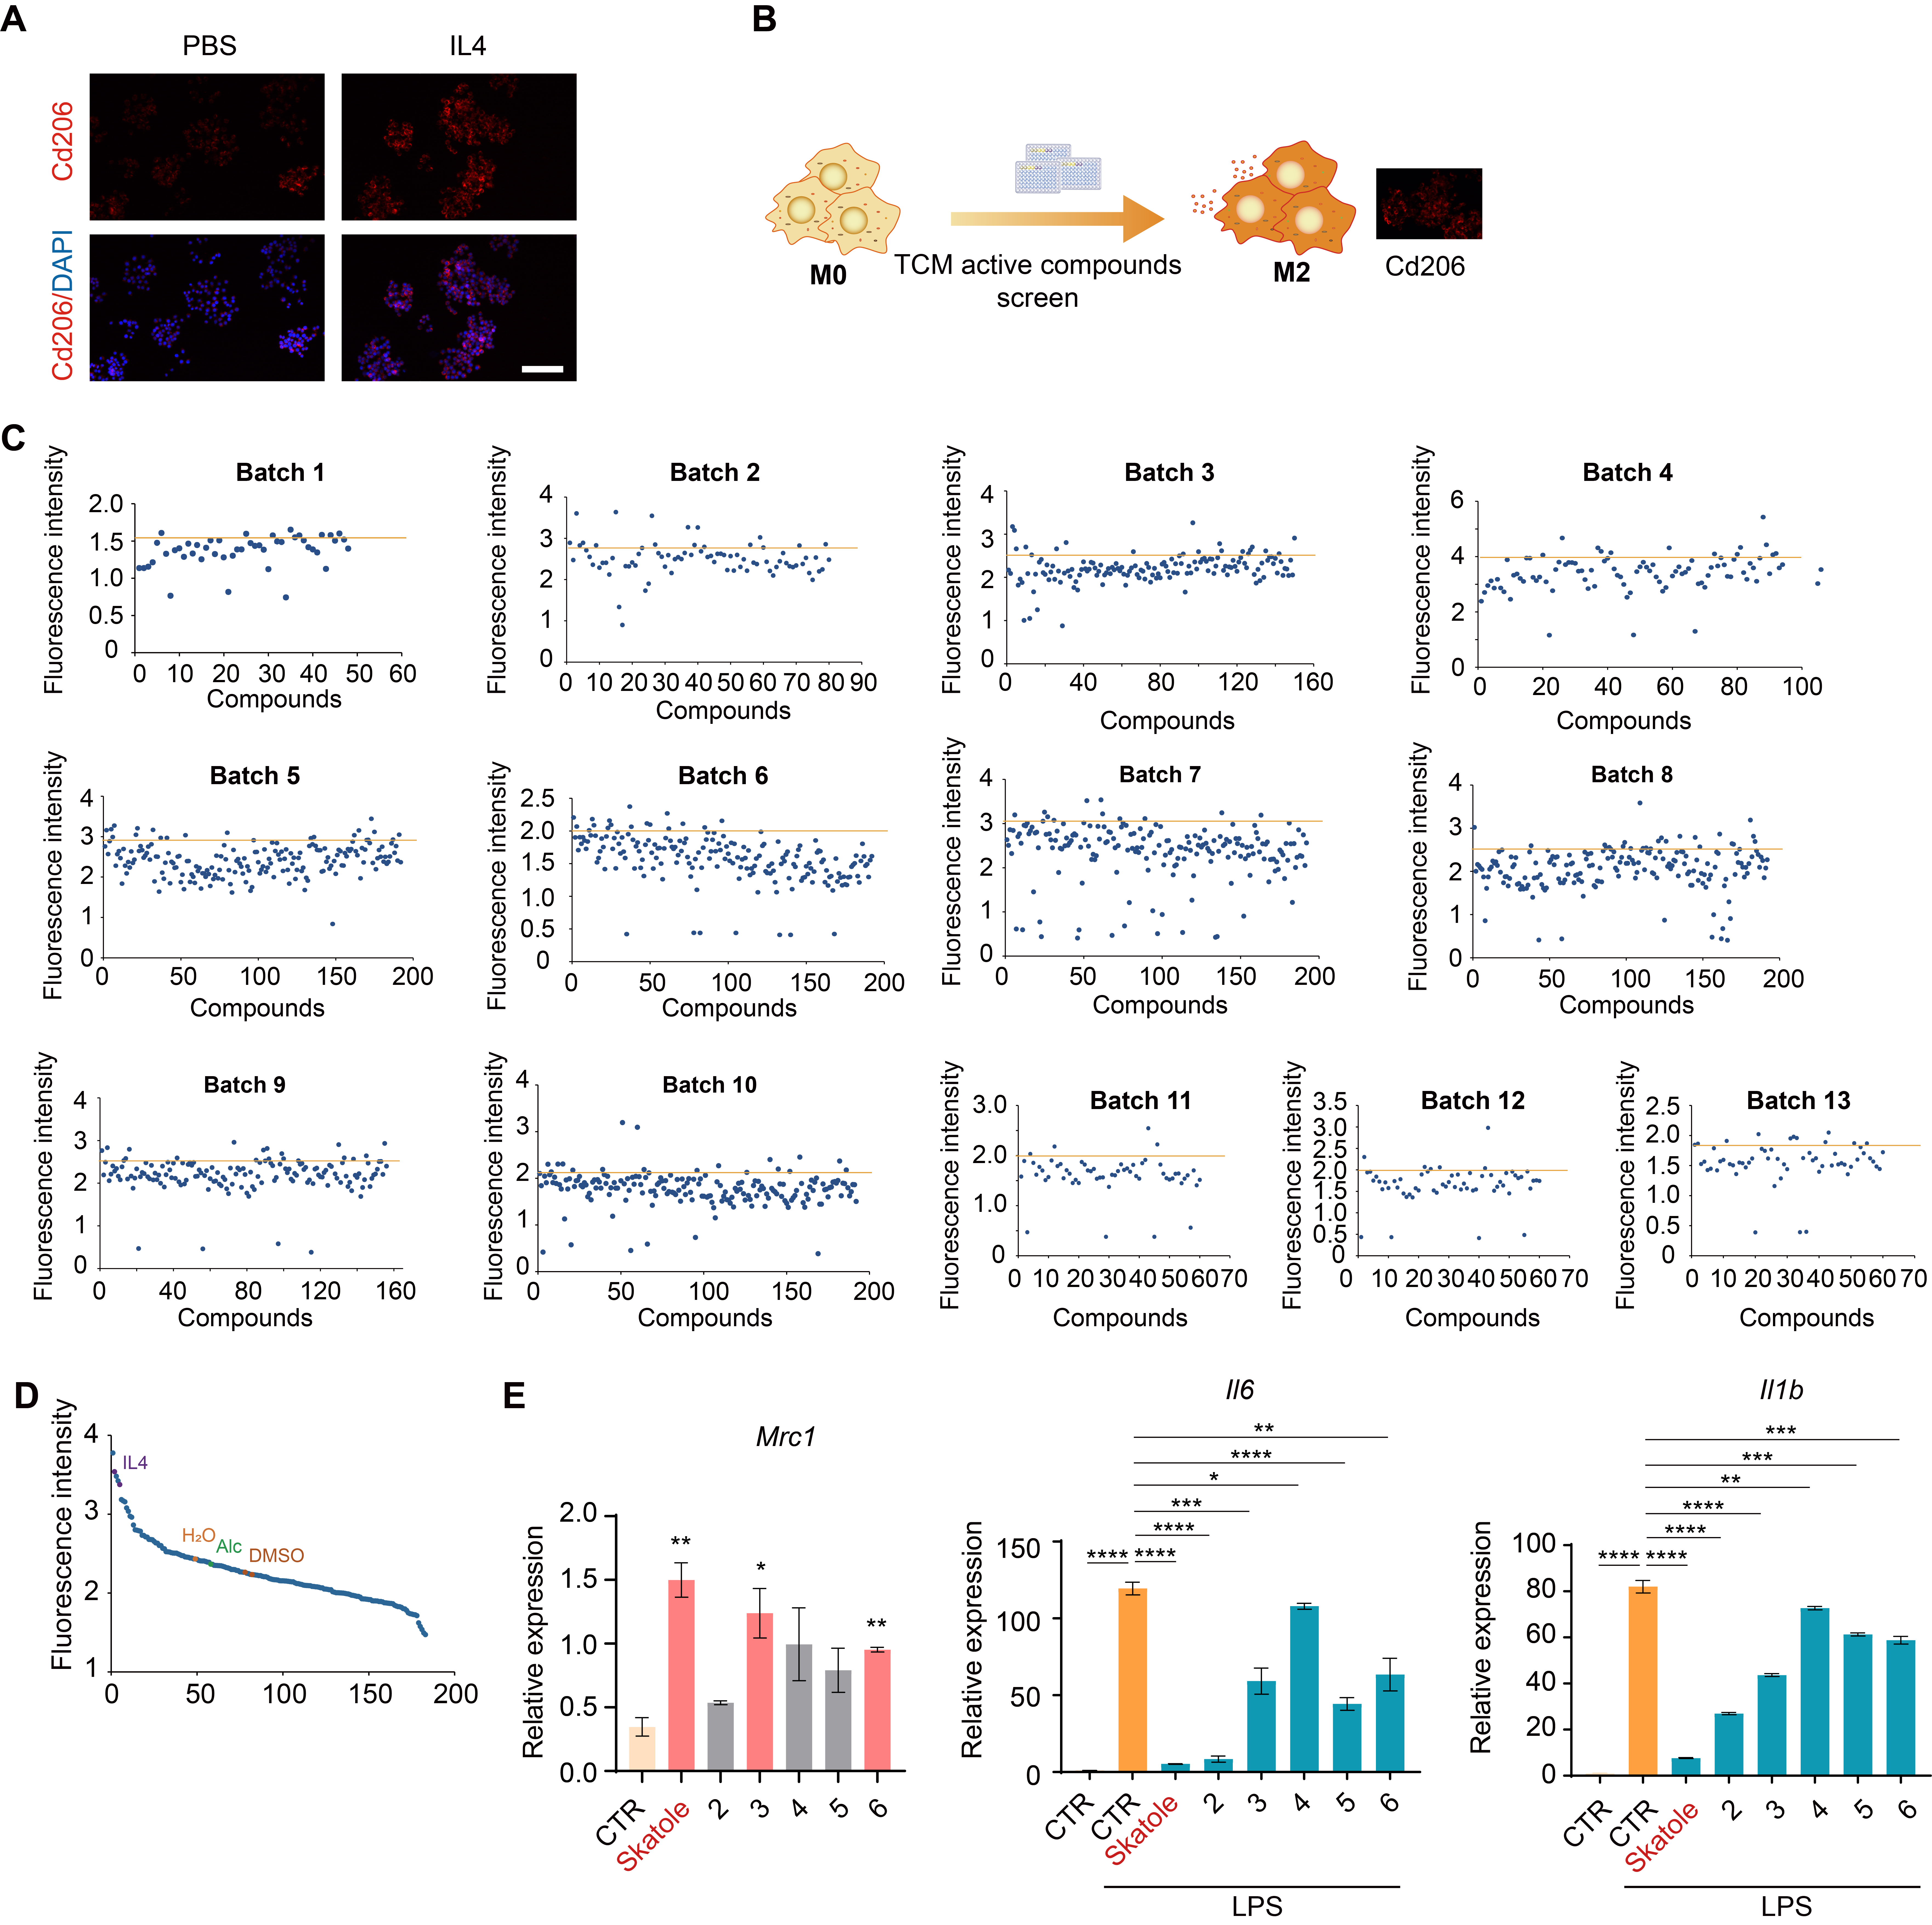

Fig. S1. Traditional Chinese medicine active compounds screen. (A) Immunofluorescence staining of Cd206 in macrophages treated with PBS or IL4. Scale bar, 100 μm. (B) Schematic diagram of compound screen. (C) The compounds were divided into 13 batches for screen. After 48 h, Cd206 immunofluorescence staining was performed, and quantify the fluorescence intensity by ImageJ. The orange line represents a fluorescence intensity 1.5 times higher than that of the control group. The compounds above the orange line were candidates for the second round of screen. (D) Secondary screening of candidate compounds evaluated by Cd206 immunofluorescence at 48 h. (E) RT-qPCR evaluation of Top 6 candidates on the expression of *Cd206* as well as inflammatory factors induced by LPS. Skatole most stably and significantly enhances *Cd206* and inhibits the expression of *Il6* and *Il1b*. n = 3.

*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.
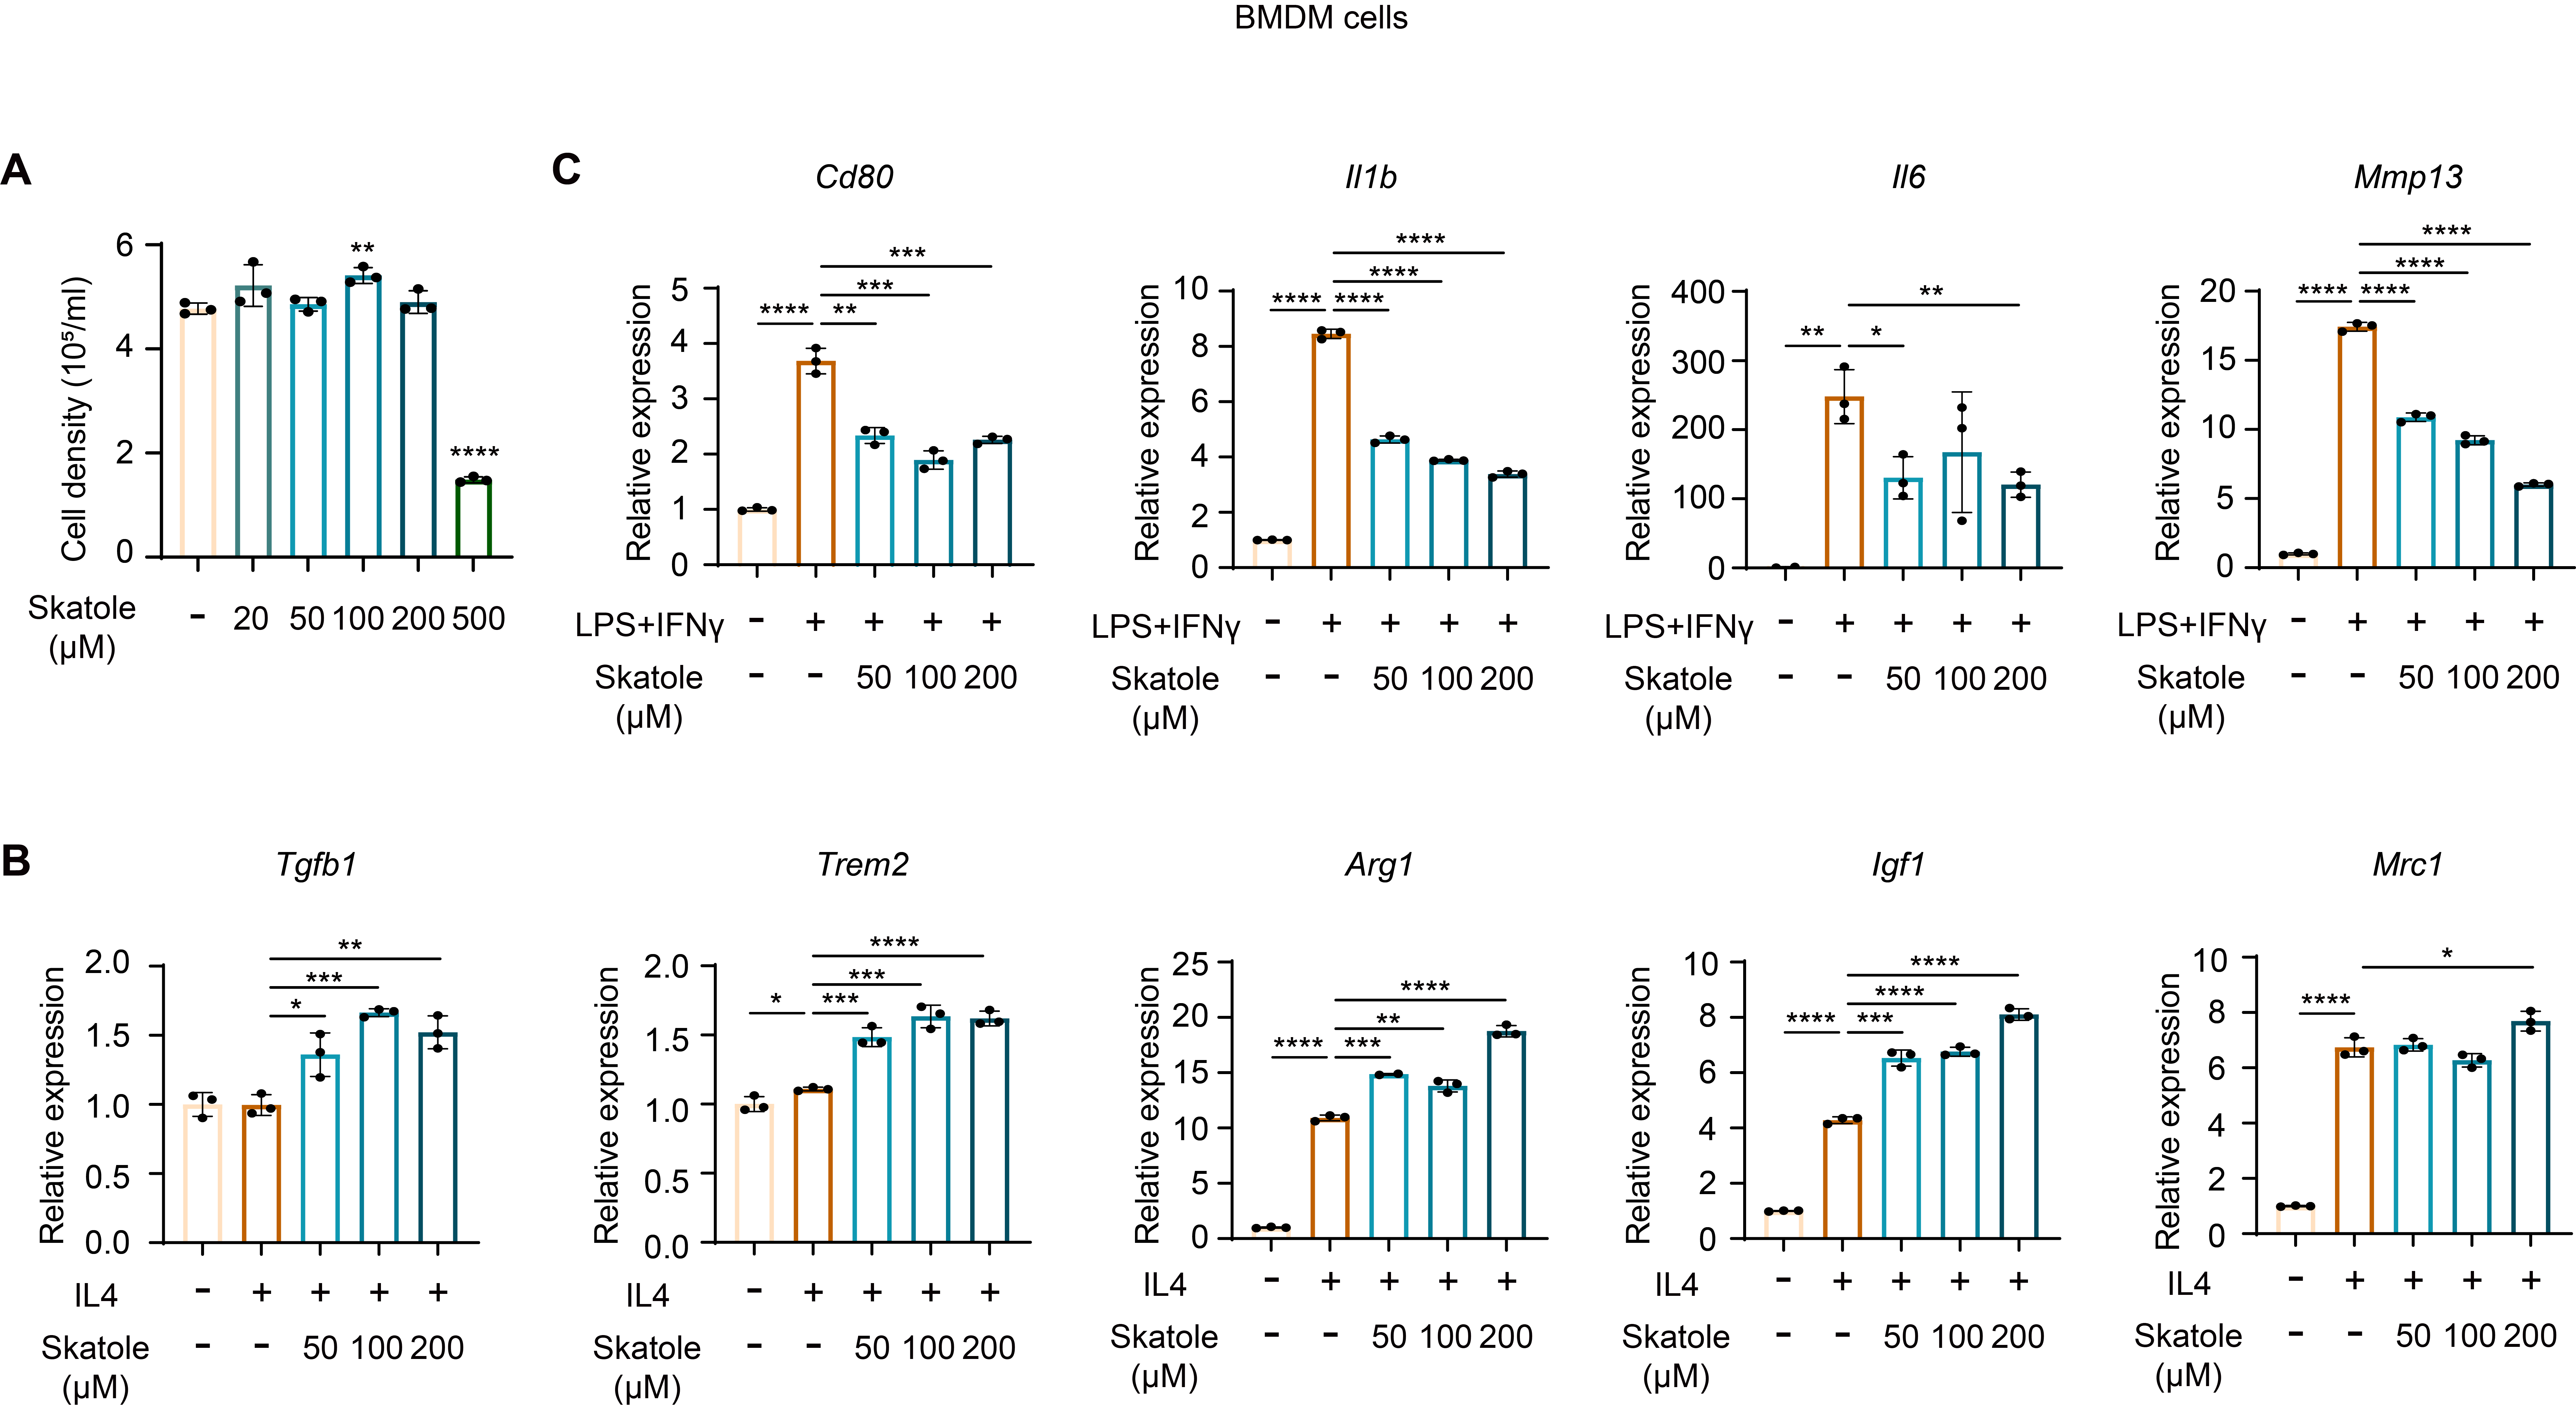

Fig. S2. Skatole promotes M2 polarization and inhibits M1 polarization of bone marrow derived macrophages (BMDMs). (A) The effect of different concentrations of skatole on the density of BMDM cells. n=3. (B) RT–qPCR analysis of *Tgfb1*, *Trem2*, *Arg1*, *Igf1* and *Mrc1* gene expression in BMDM cells treated with IL4 and Skatole. n=3. (C) RT–qPCR analysis of Cd80, Il1b, Il6, and Mmp13 in BMDM cells treated with LPS, IFNγ, and Skatole. n=3.

*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.
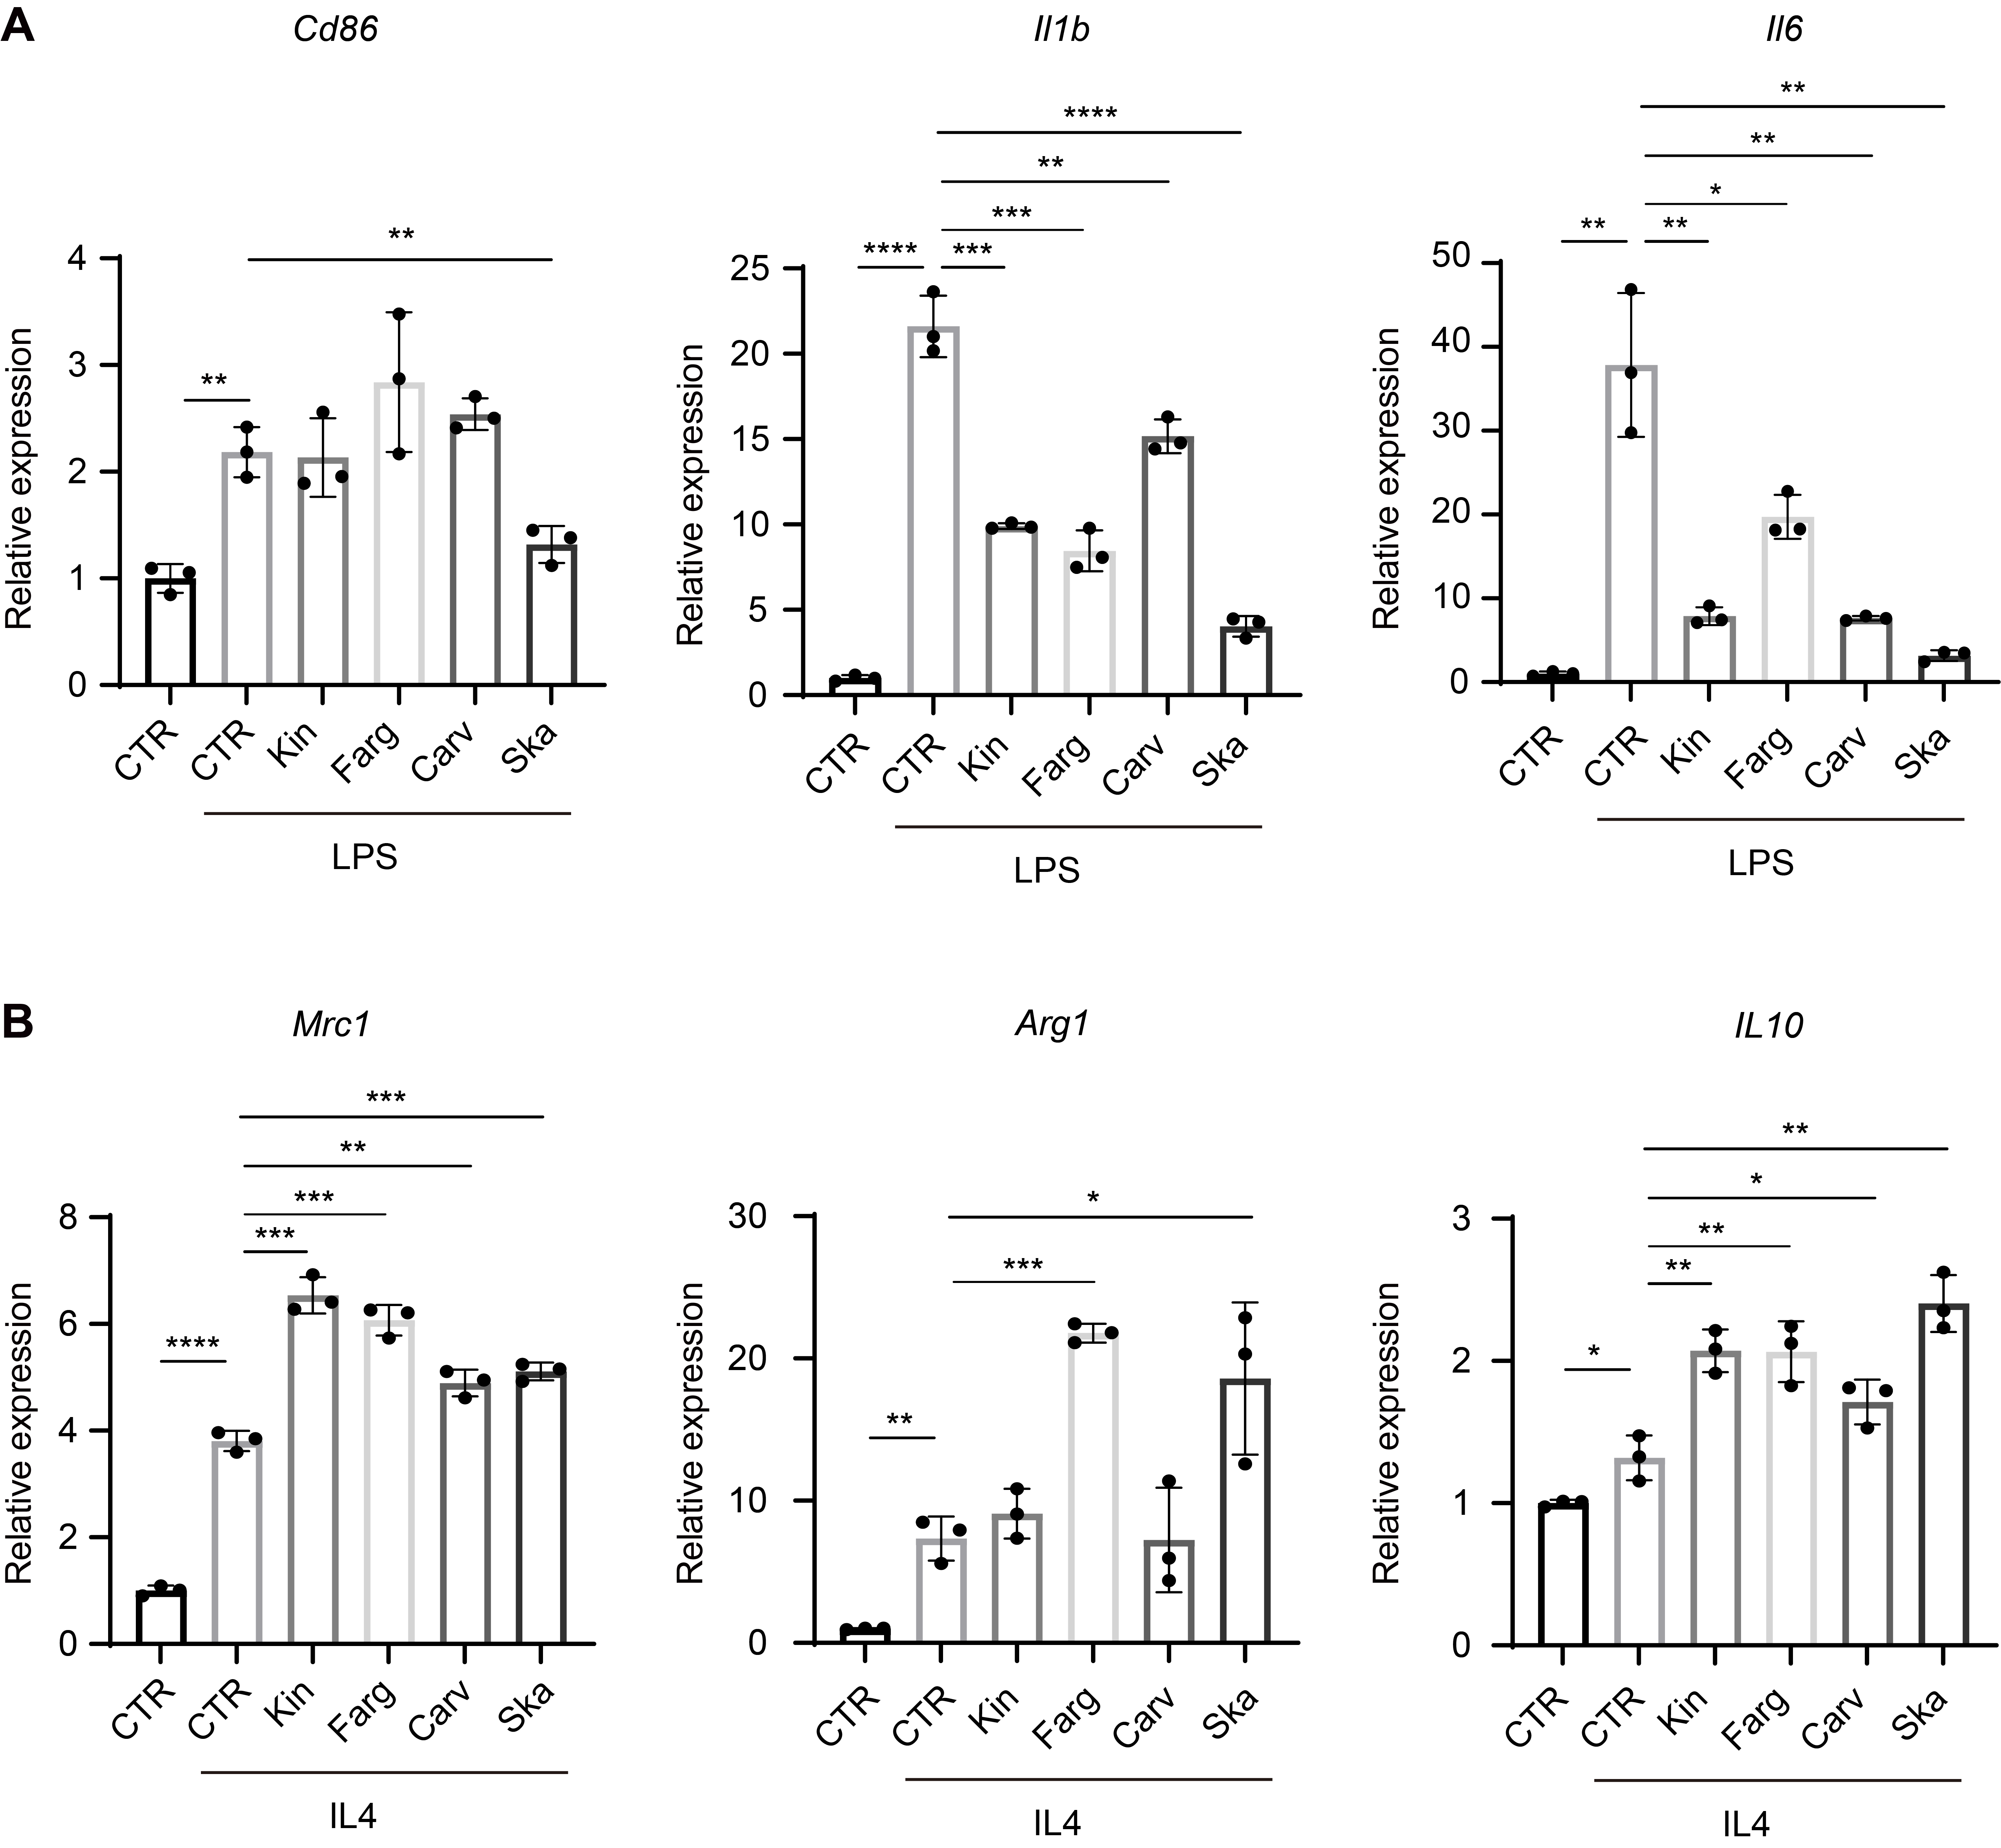

Fig. S3. A comparison of the effects of Skatole and 3 recently reported NFκB/MAPK signaling pathway targeting new drugs on macrophage polarization regulation. RT-qPCR evaluation of 4 drugs on the expression of M1 macrophage markers induced by LPS (A) and the expression of M2 macrophage markers induced by IL4 (B). n=3. Kin: Kinsenoside, 25μg/mL; Farg: Fargesin, 20 μM; Carv: Carveol, 50μg/mL; Ska: Skatole, 20 μM.

*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

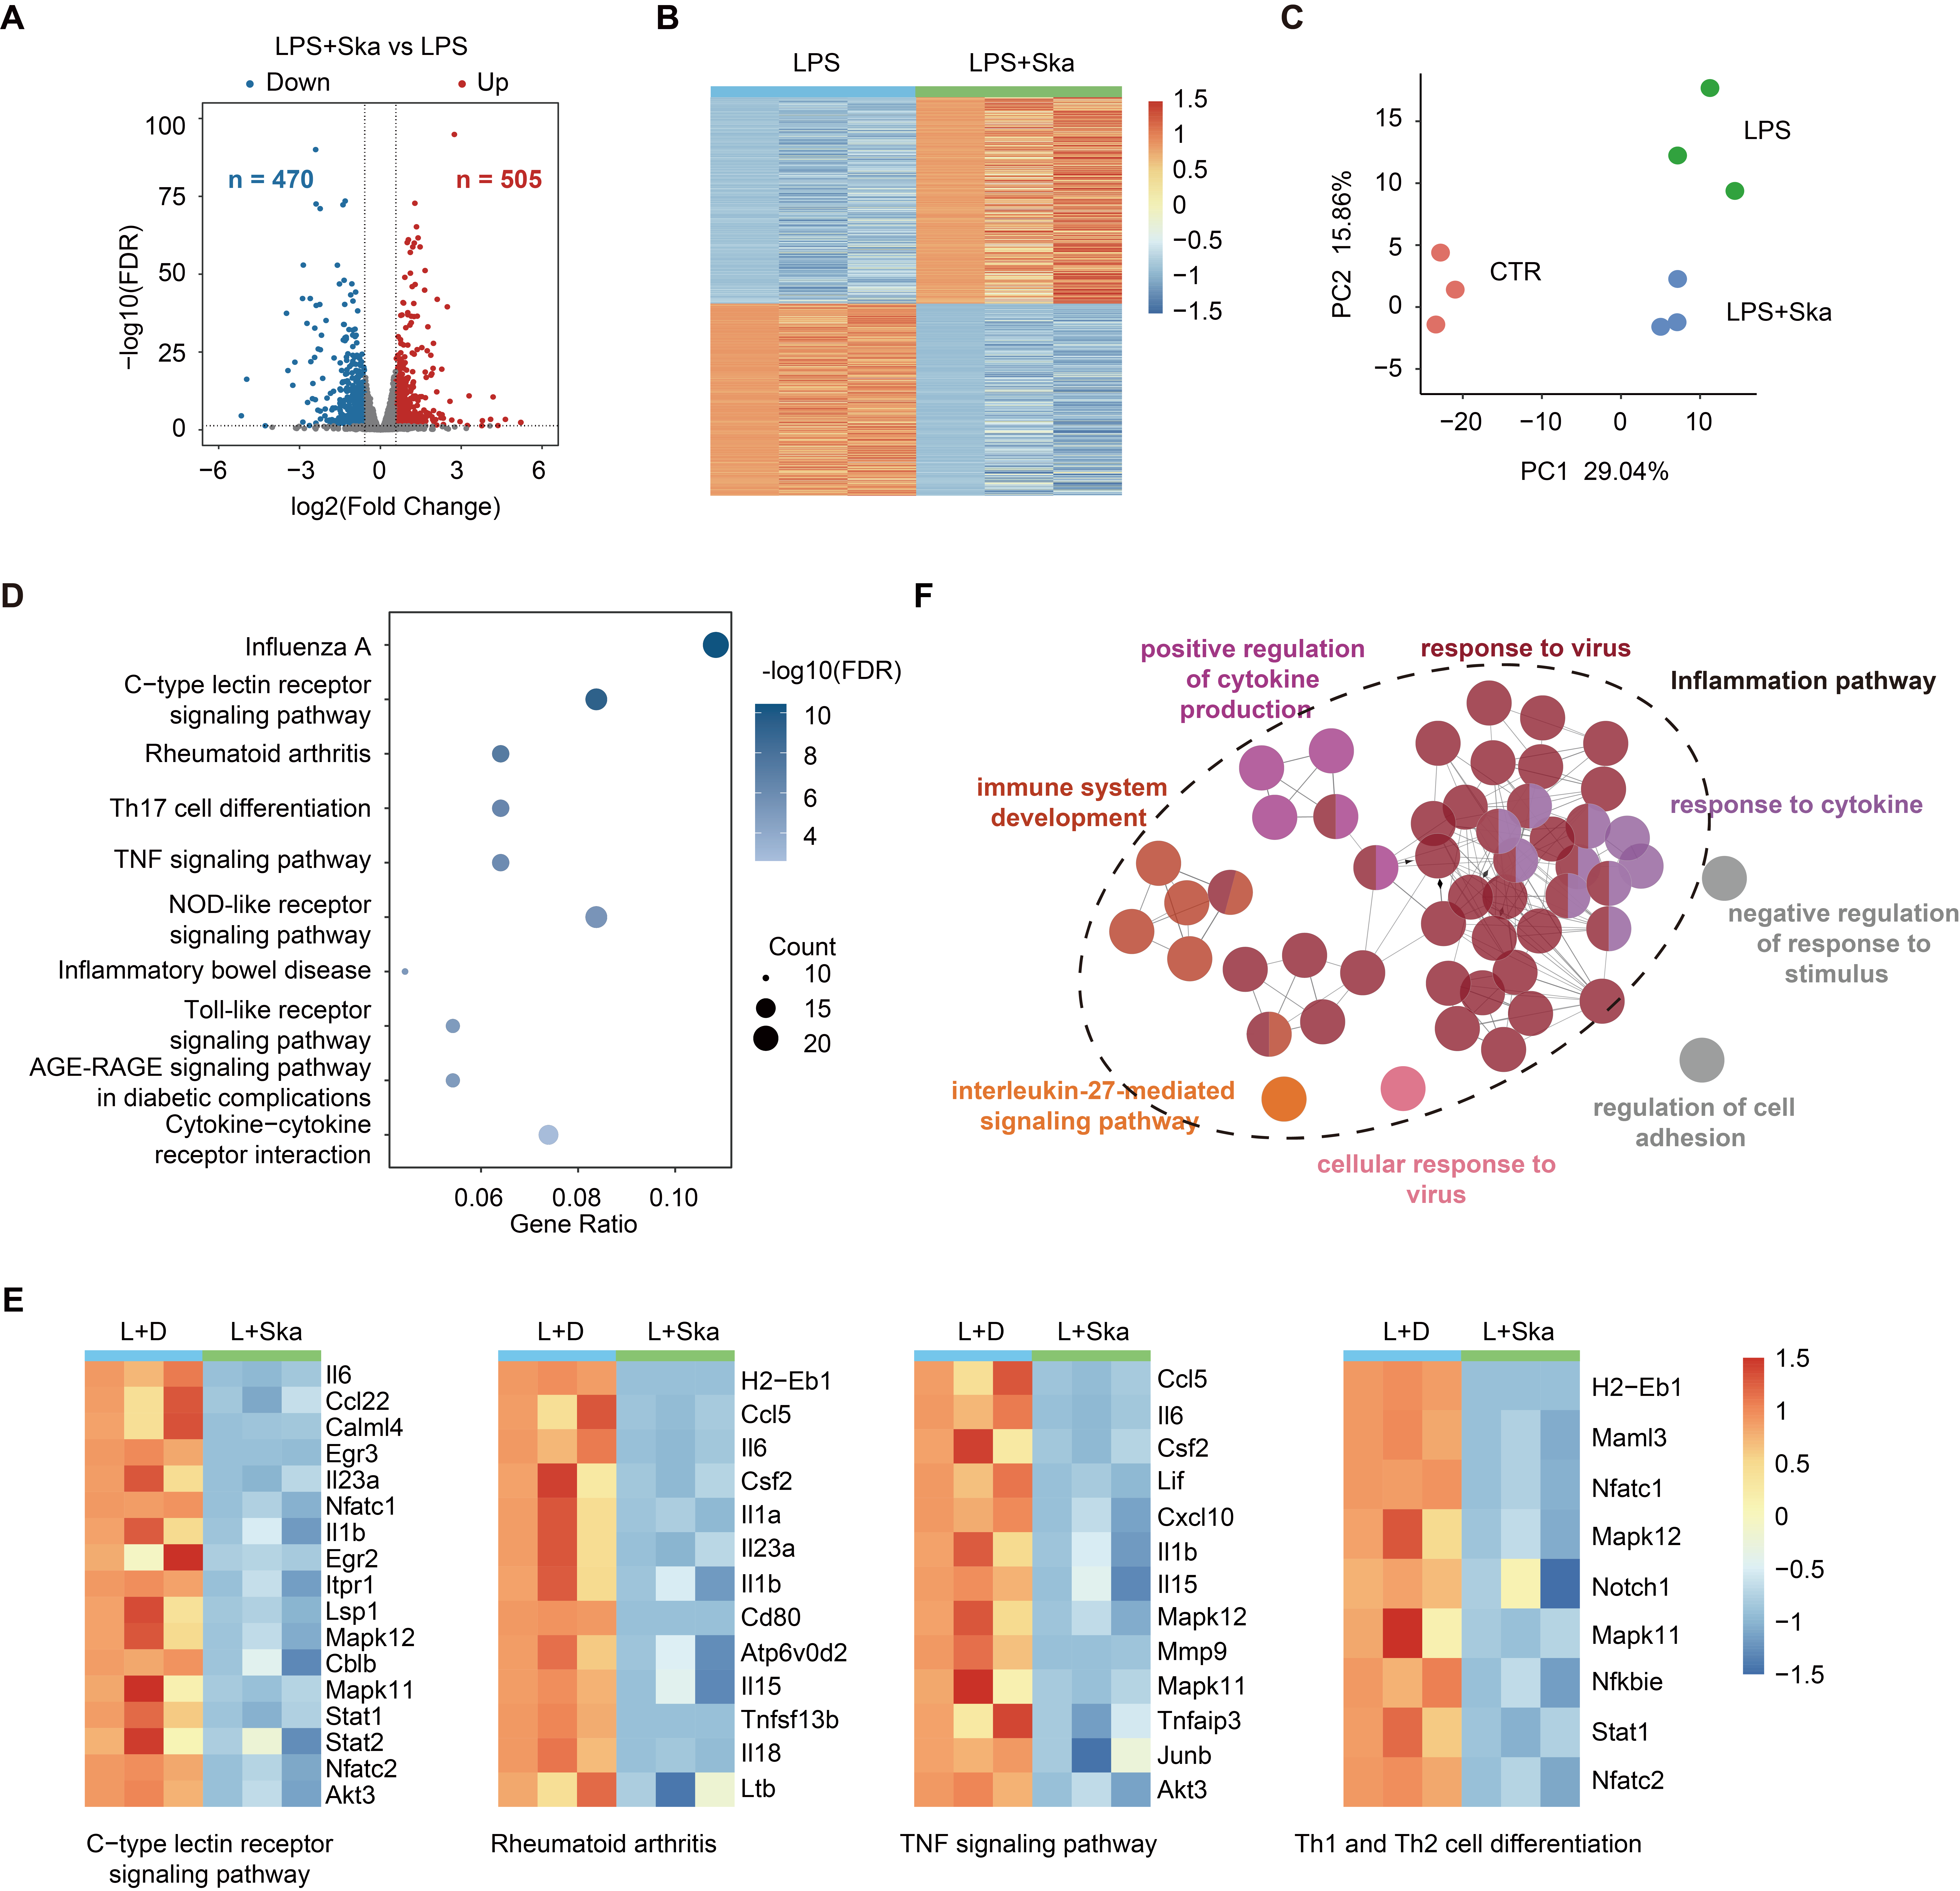

Fig. S4. Skatole regulates the transcriptomic changes in macrophages induced by LPS. (A) Volcano plot of differentially expressed genes (DEGs) in RAW264.7 cells treated with LPS vs. LPS + Skatole for 24 hours. Red dots and blue dots represent upregulated (Fold change > 1.5) and downregulated (Fold change < 0.67) genes. (B) Heatmap of DEGs in RAW264.7 cells treated with LPS vs. LPS + Skatole. (C) Principal component analysis (PCA) of gene expression from DMSO-, LPS- and LPS + Skatole-treated cells. (D) KEGG pathways enriched in down-regulated genes in LPS + Skatole-treated cells vs. LPS-treated cells. (E) Heatmap of downregulated genes involved in the terms of C-type lectin receptor signaling pathway, TNF signaling pathway, Rheumatoid arthritis, and Th1 and Th2 cell differentiation in LPS + Skatole-treated macrophages vs. LPS-treated macrophages. (F) Functional enrichment analysis of down-regulated genes in LPS + Skatole-treated cells vs. LPS-treated cells.

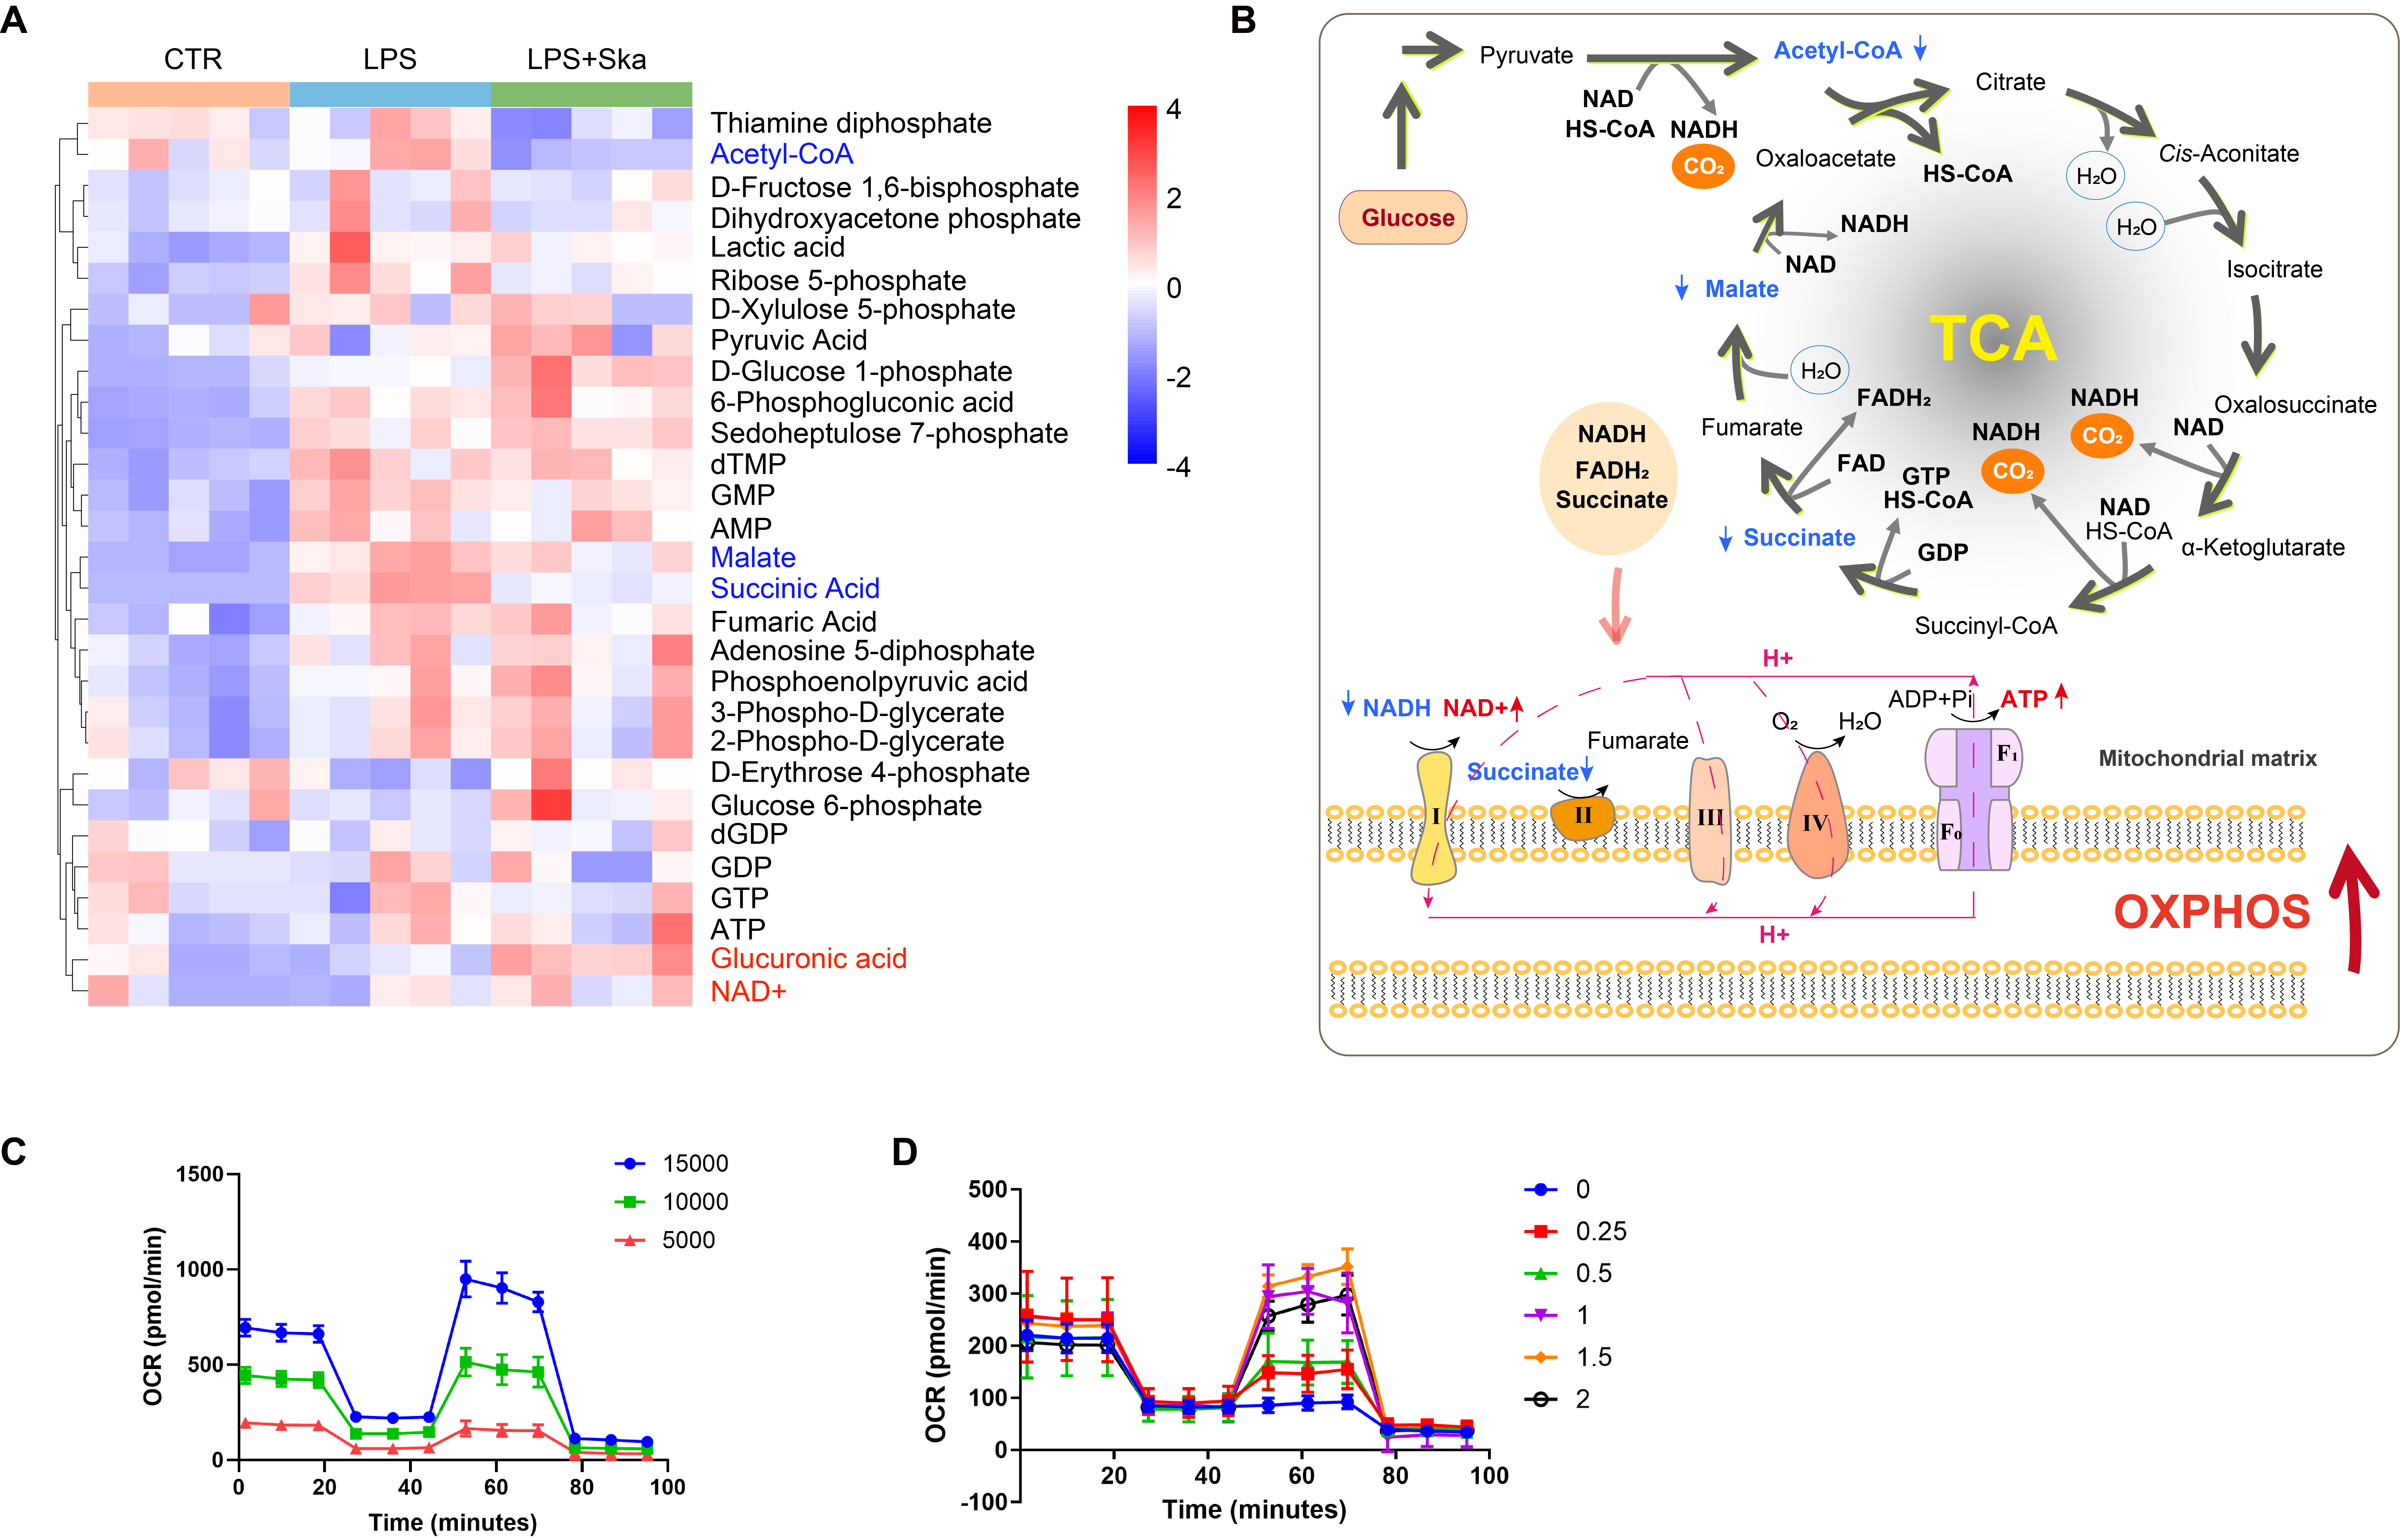
Fig. S5. Skatole modulates cellular metabolism and enhanced cellular oxidative phosphorylation. (A) Heatmap showing the normalized abundance of central carbon metabolites in RAW264.7 cells treated with DMSO, LPS and LPS + Skatole for 24 h. Red indicates upregulated metabolites, whereas blue indicates downregulated metabolites. (B) Schematic diagram showing TCA cycle and OXPHOS in cells treated with Skatole. (C) Optimal cell seeding density test for OCR assay. n=3. (D) Optimal FCCP concentration test for OCR assay. n=3.

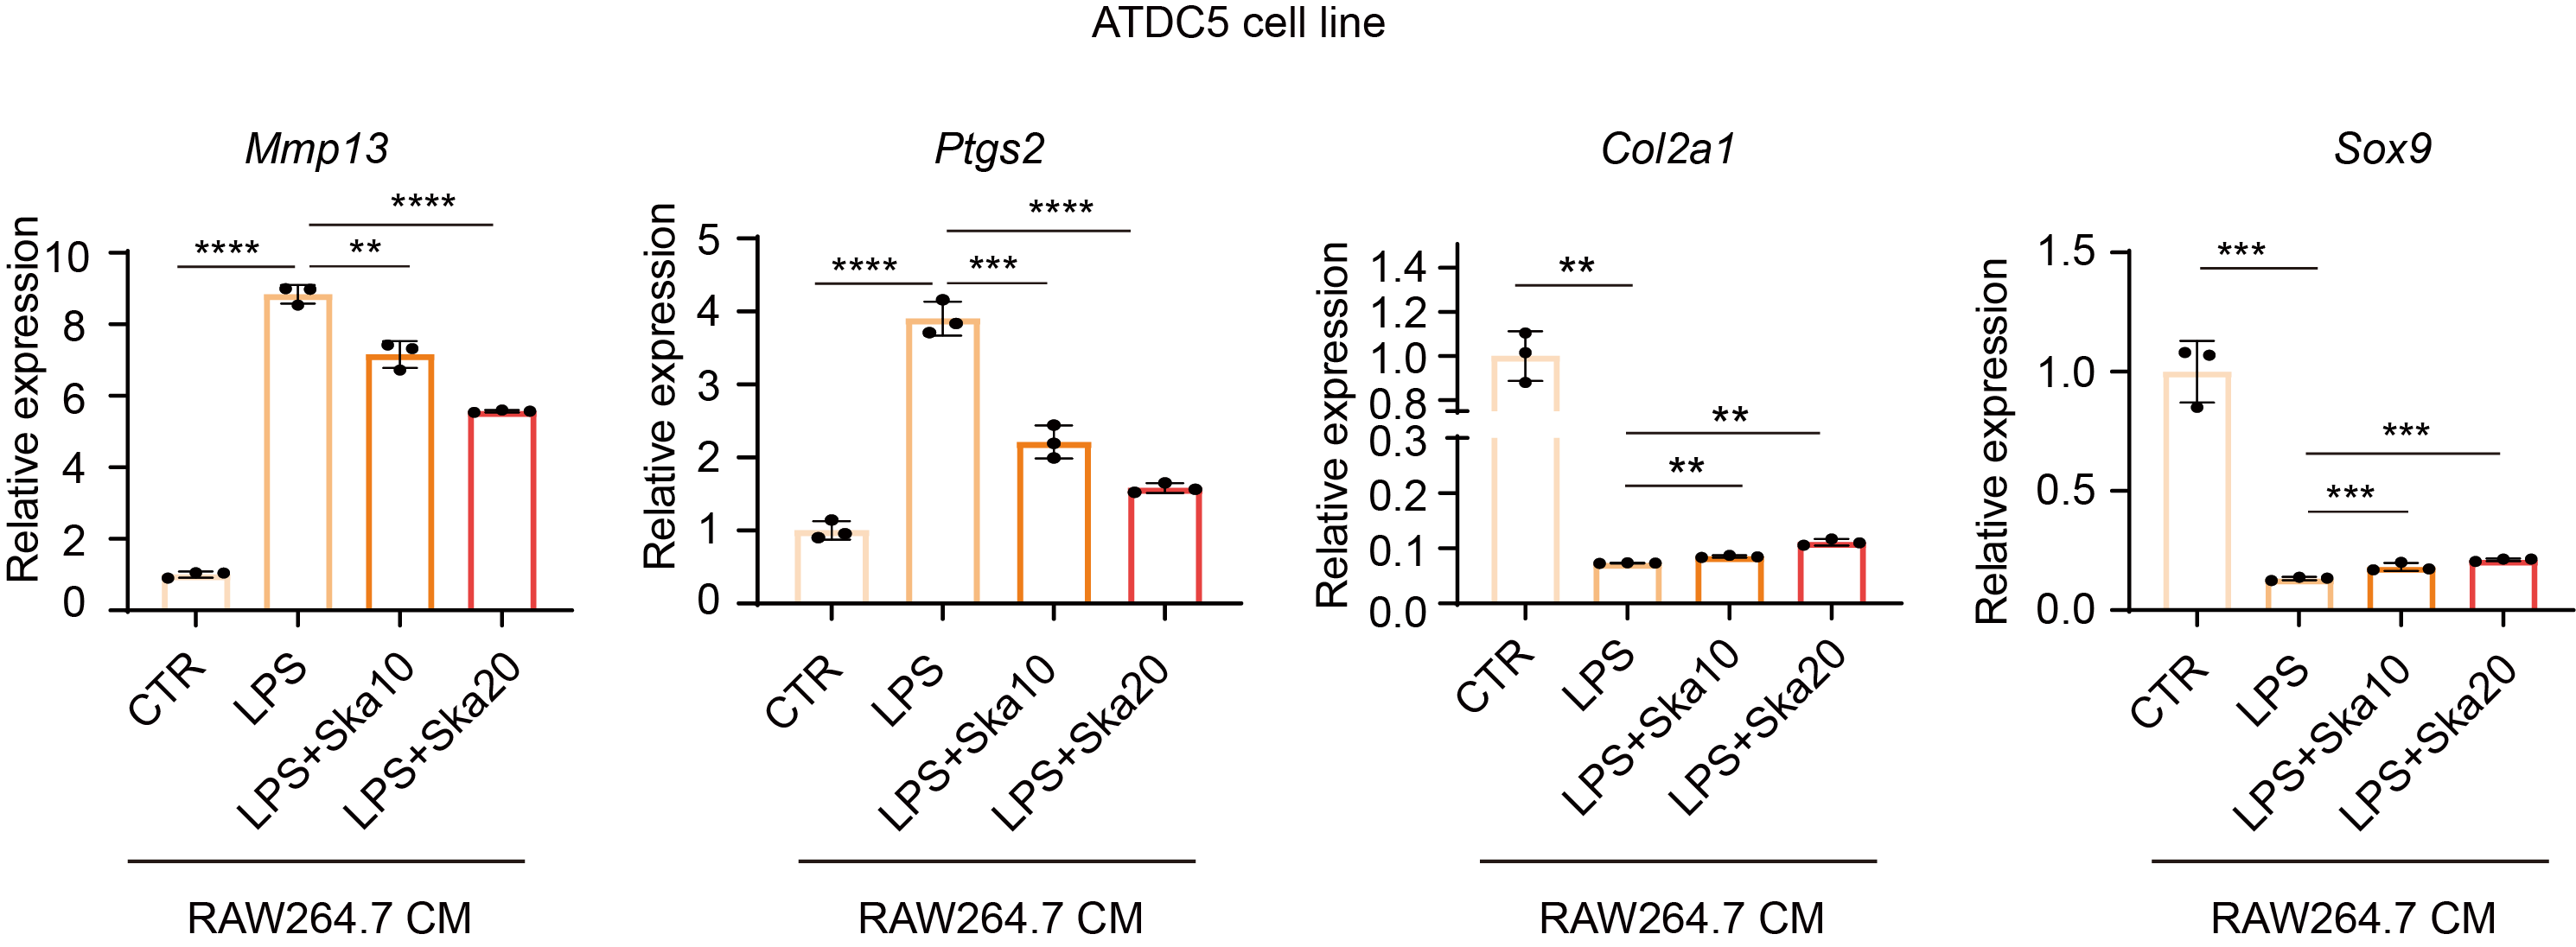

Fig. S6. Skatole treated-macrophage CM inhibits inflammation and catabolism and promotes anabolism in ATDC5 cell line. RT–qPCR analysis of *Mmp13*, *Ptgs2*, *Col2a1*, and *Sox9* gene expression in ATDC5 cells treated with macrophage CM for 48 h. n = 3.

**P < 0.01, ***P < 0.001, ****P < 0.0001.

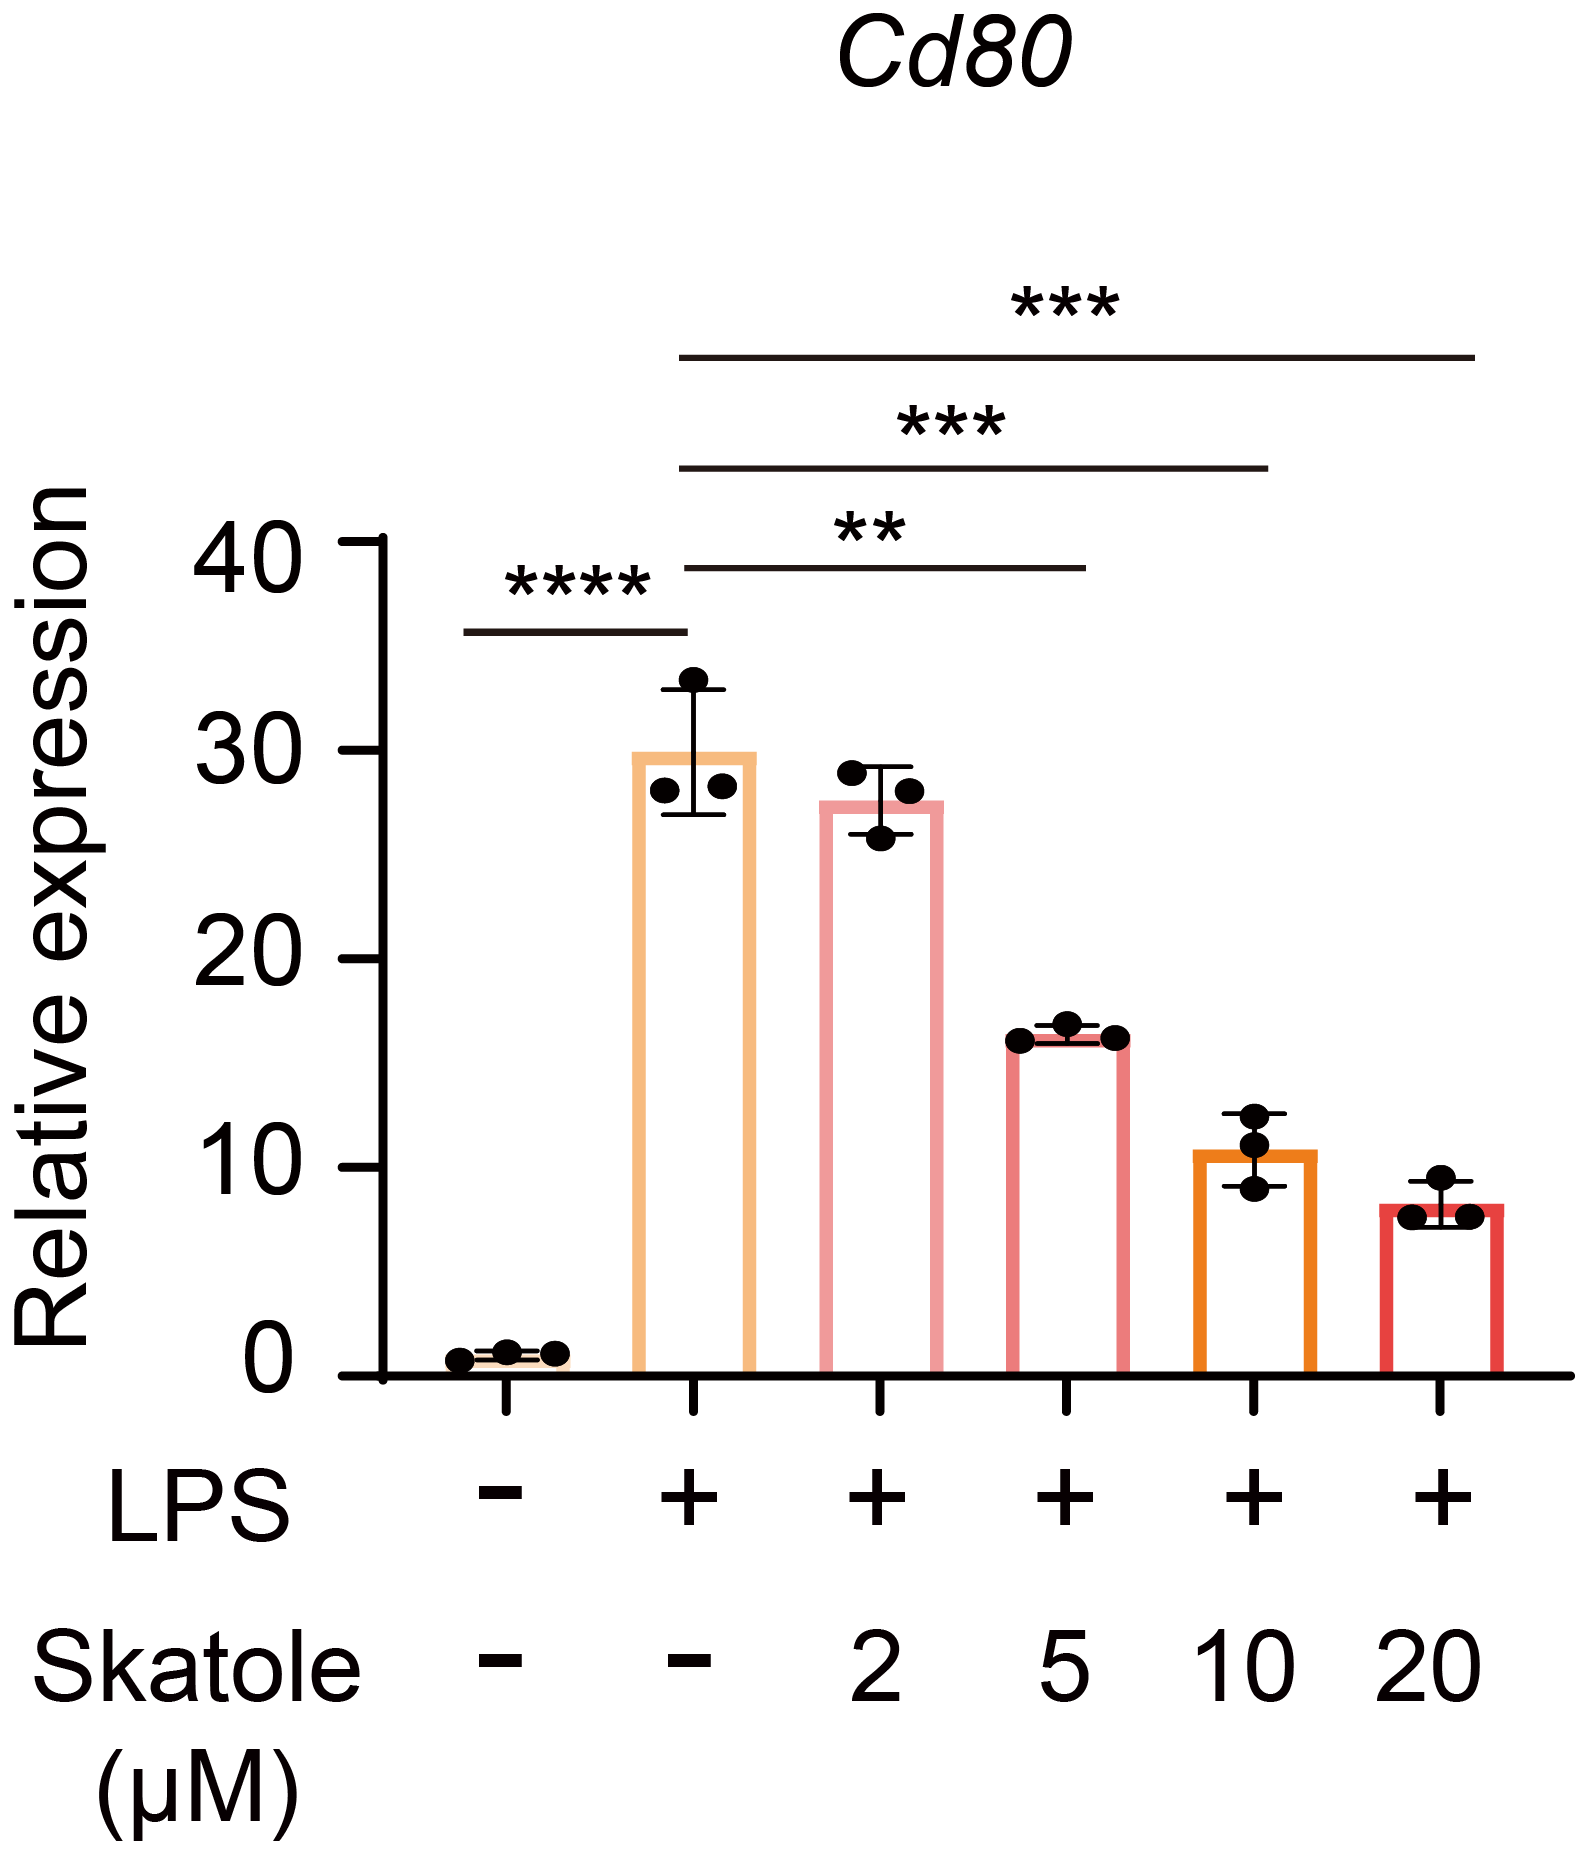

Fig. S7. *Cd80* is highly expressed in M1 macrophages and is inhibited by Skatole.

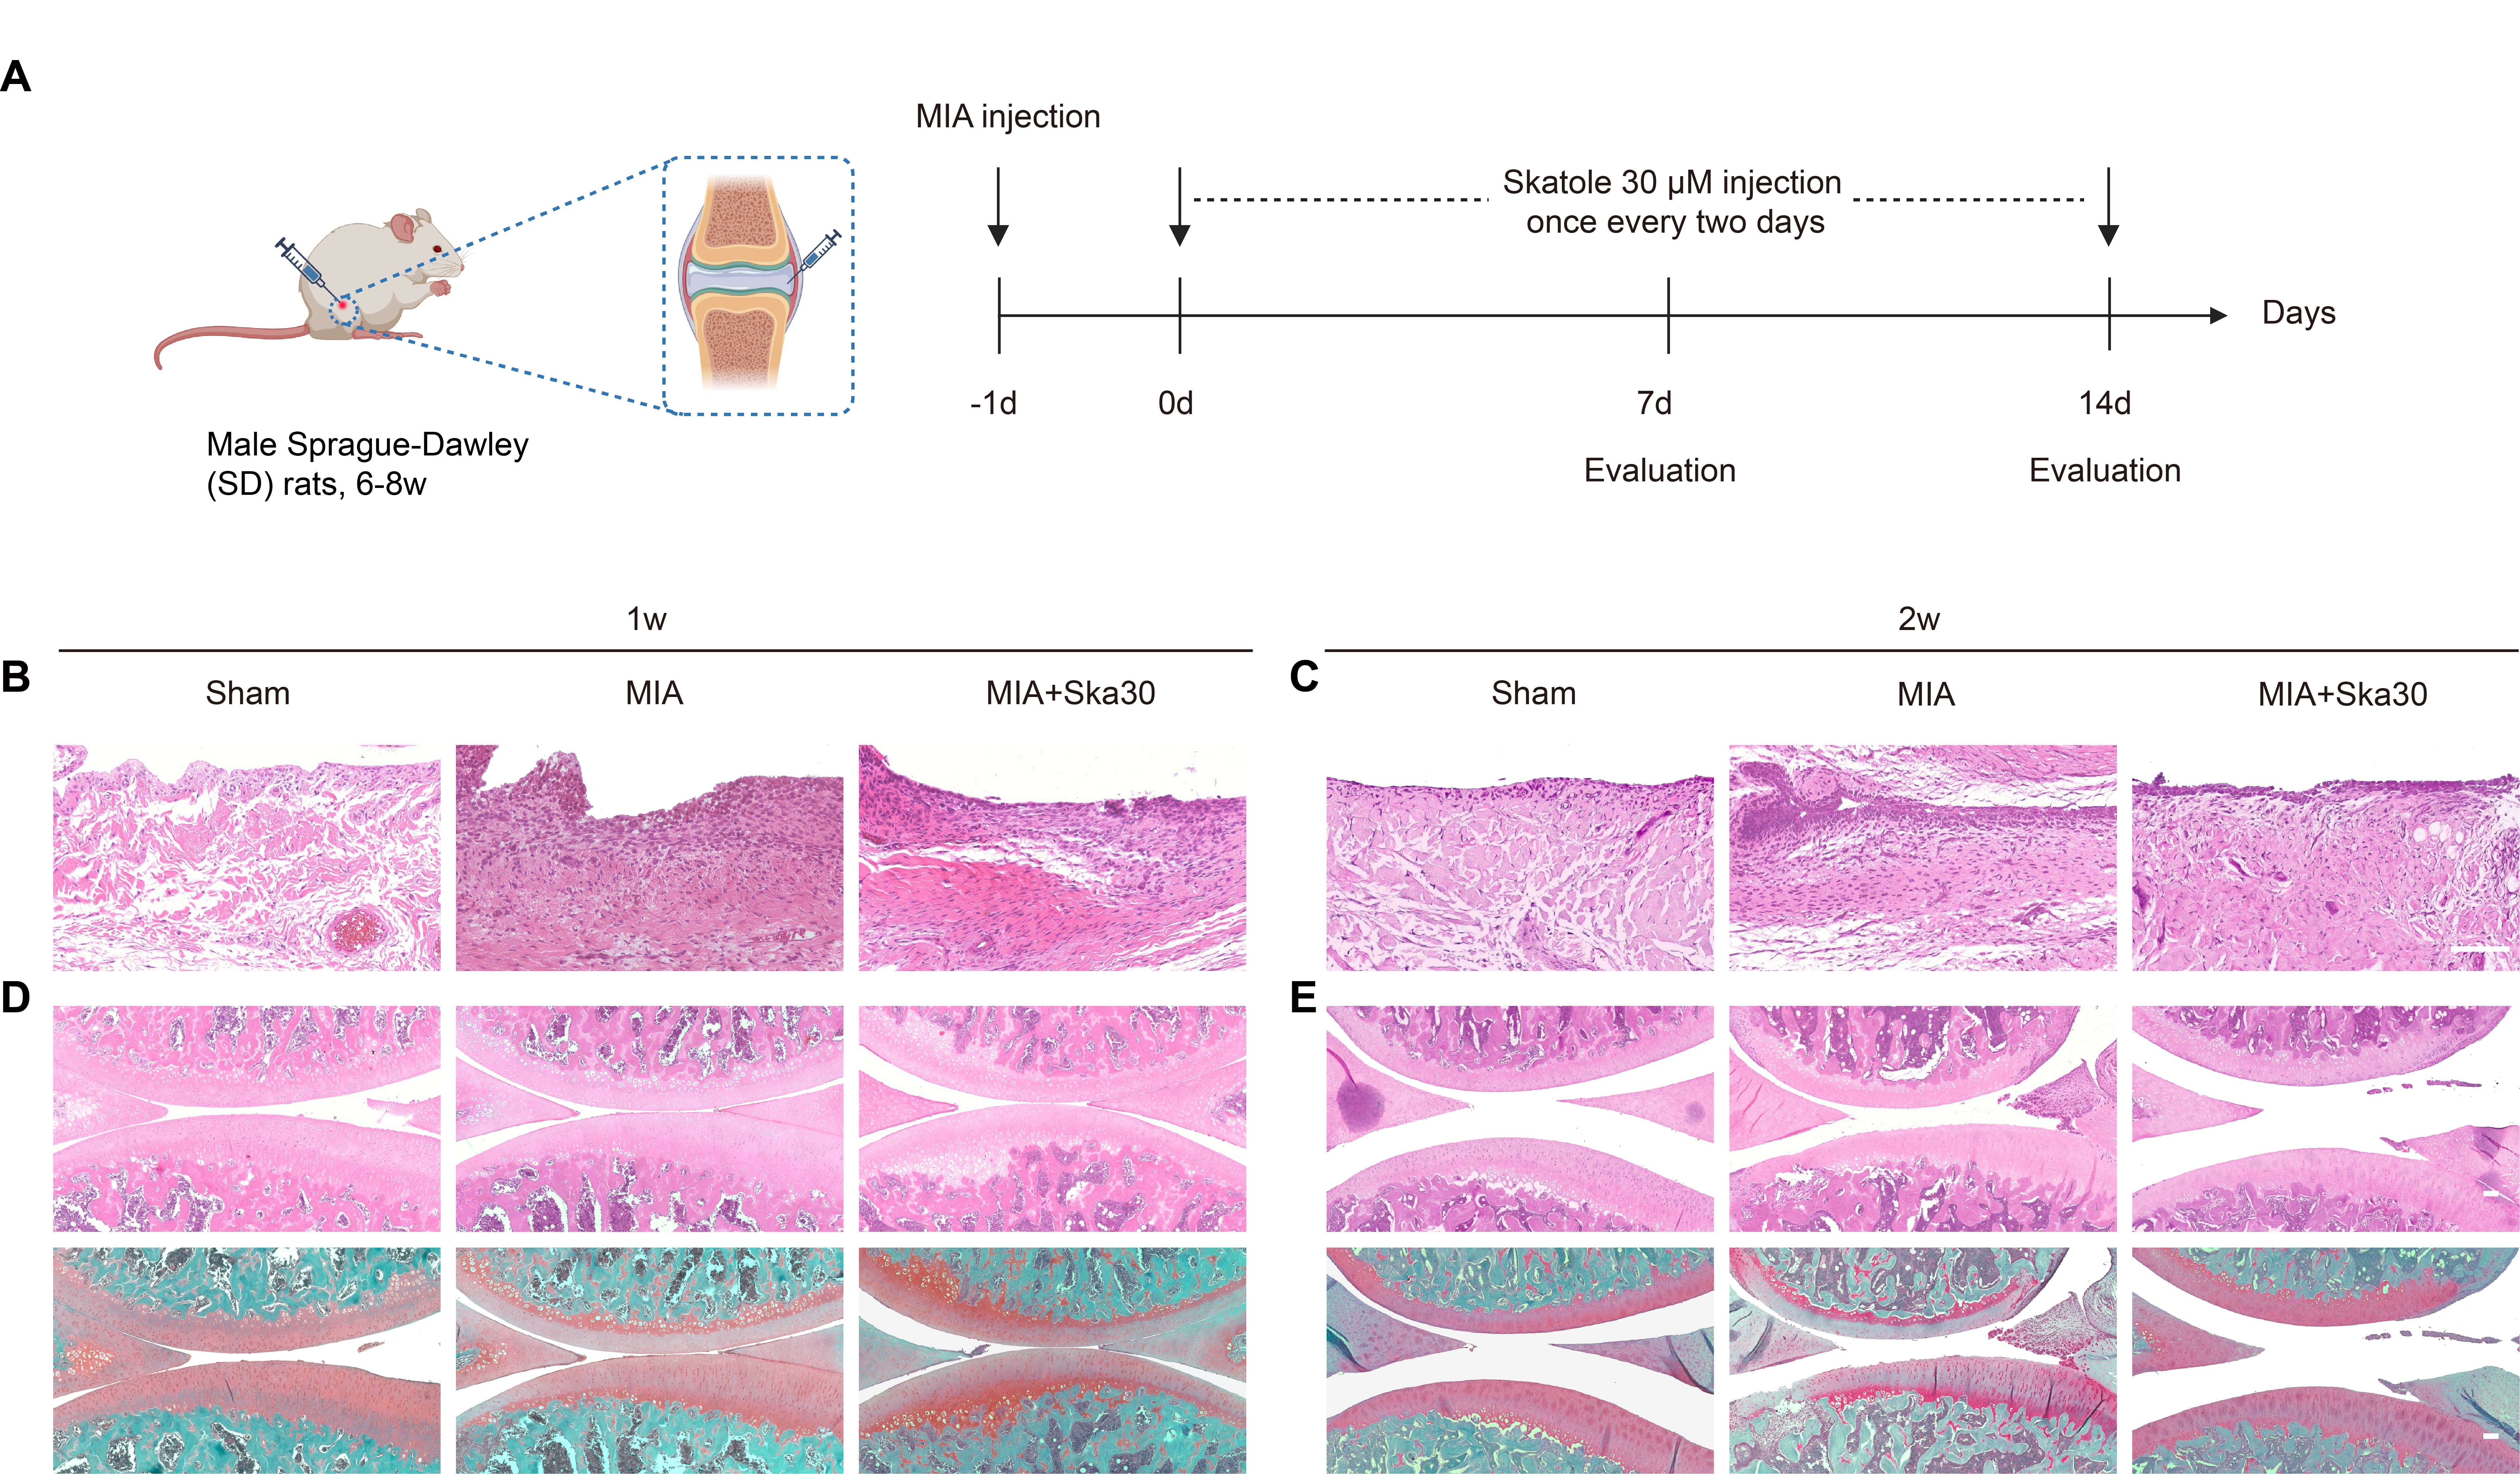

Fig. S8. Skatole inhibits MIA-induced synovial inflammation and further alleviates cartilage damage. (A) Schematic diagram of the experimental design for intra-articular injection of Skatole in a MIA-induced OA rat model. H&E staining of synovial tissue at 1 week (B) and 2 weeks (C). Scale bar, 100 μm. H&E staining and S&F staining of the joints at 1 week (D) and 2 weeks (E) after treatment.

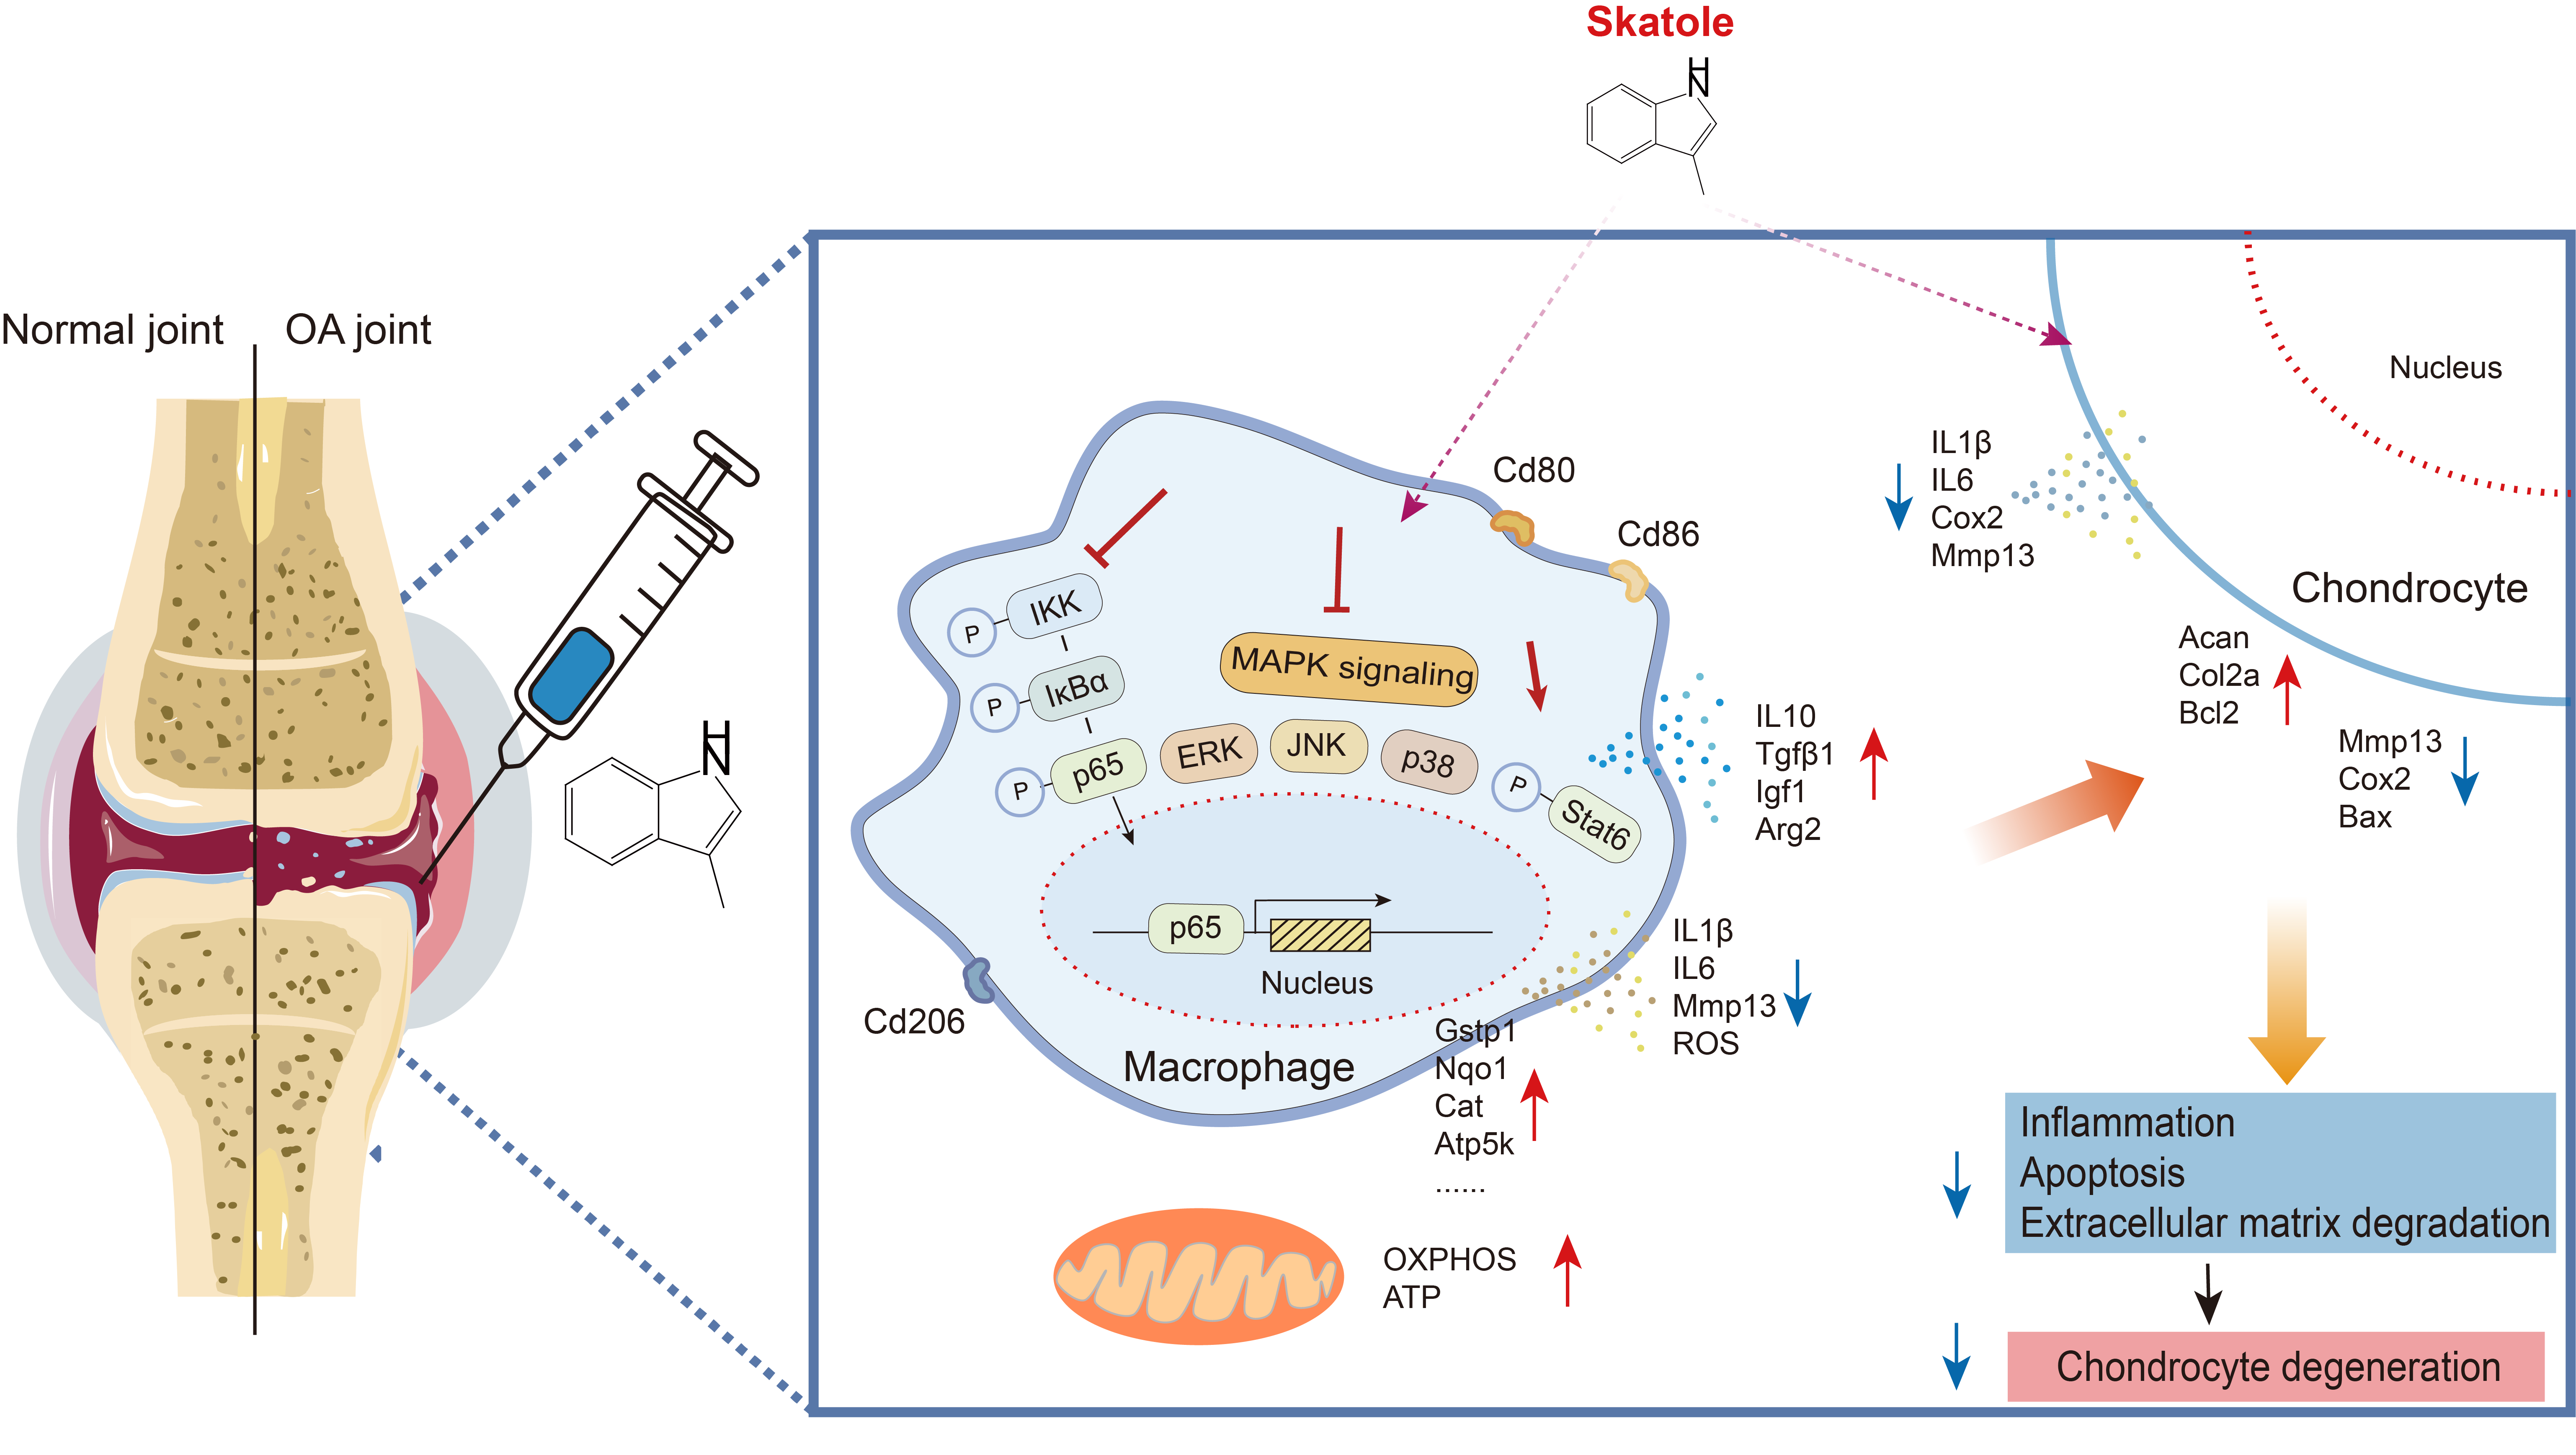
 Fig. S9. Pattern diagram of Skatole treating osteoarthritis by regulating macrophage polarization, maintaining joint immune microenvironment homeostasis, and protecting chondrocytes.

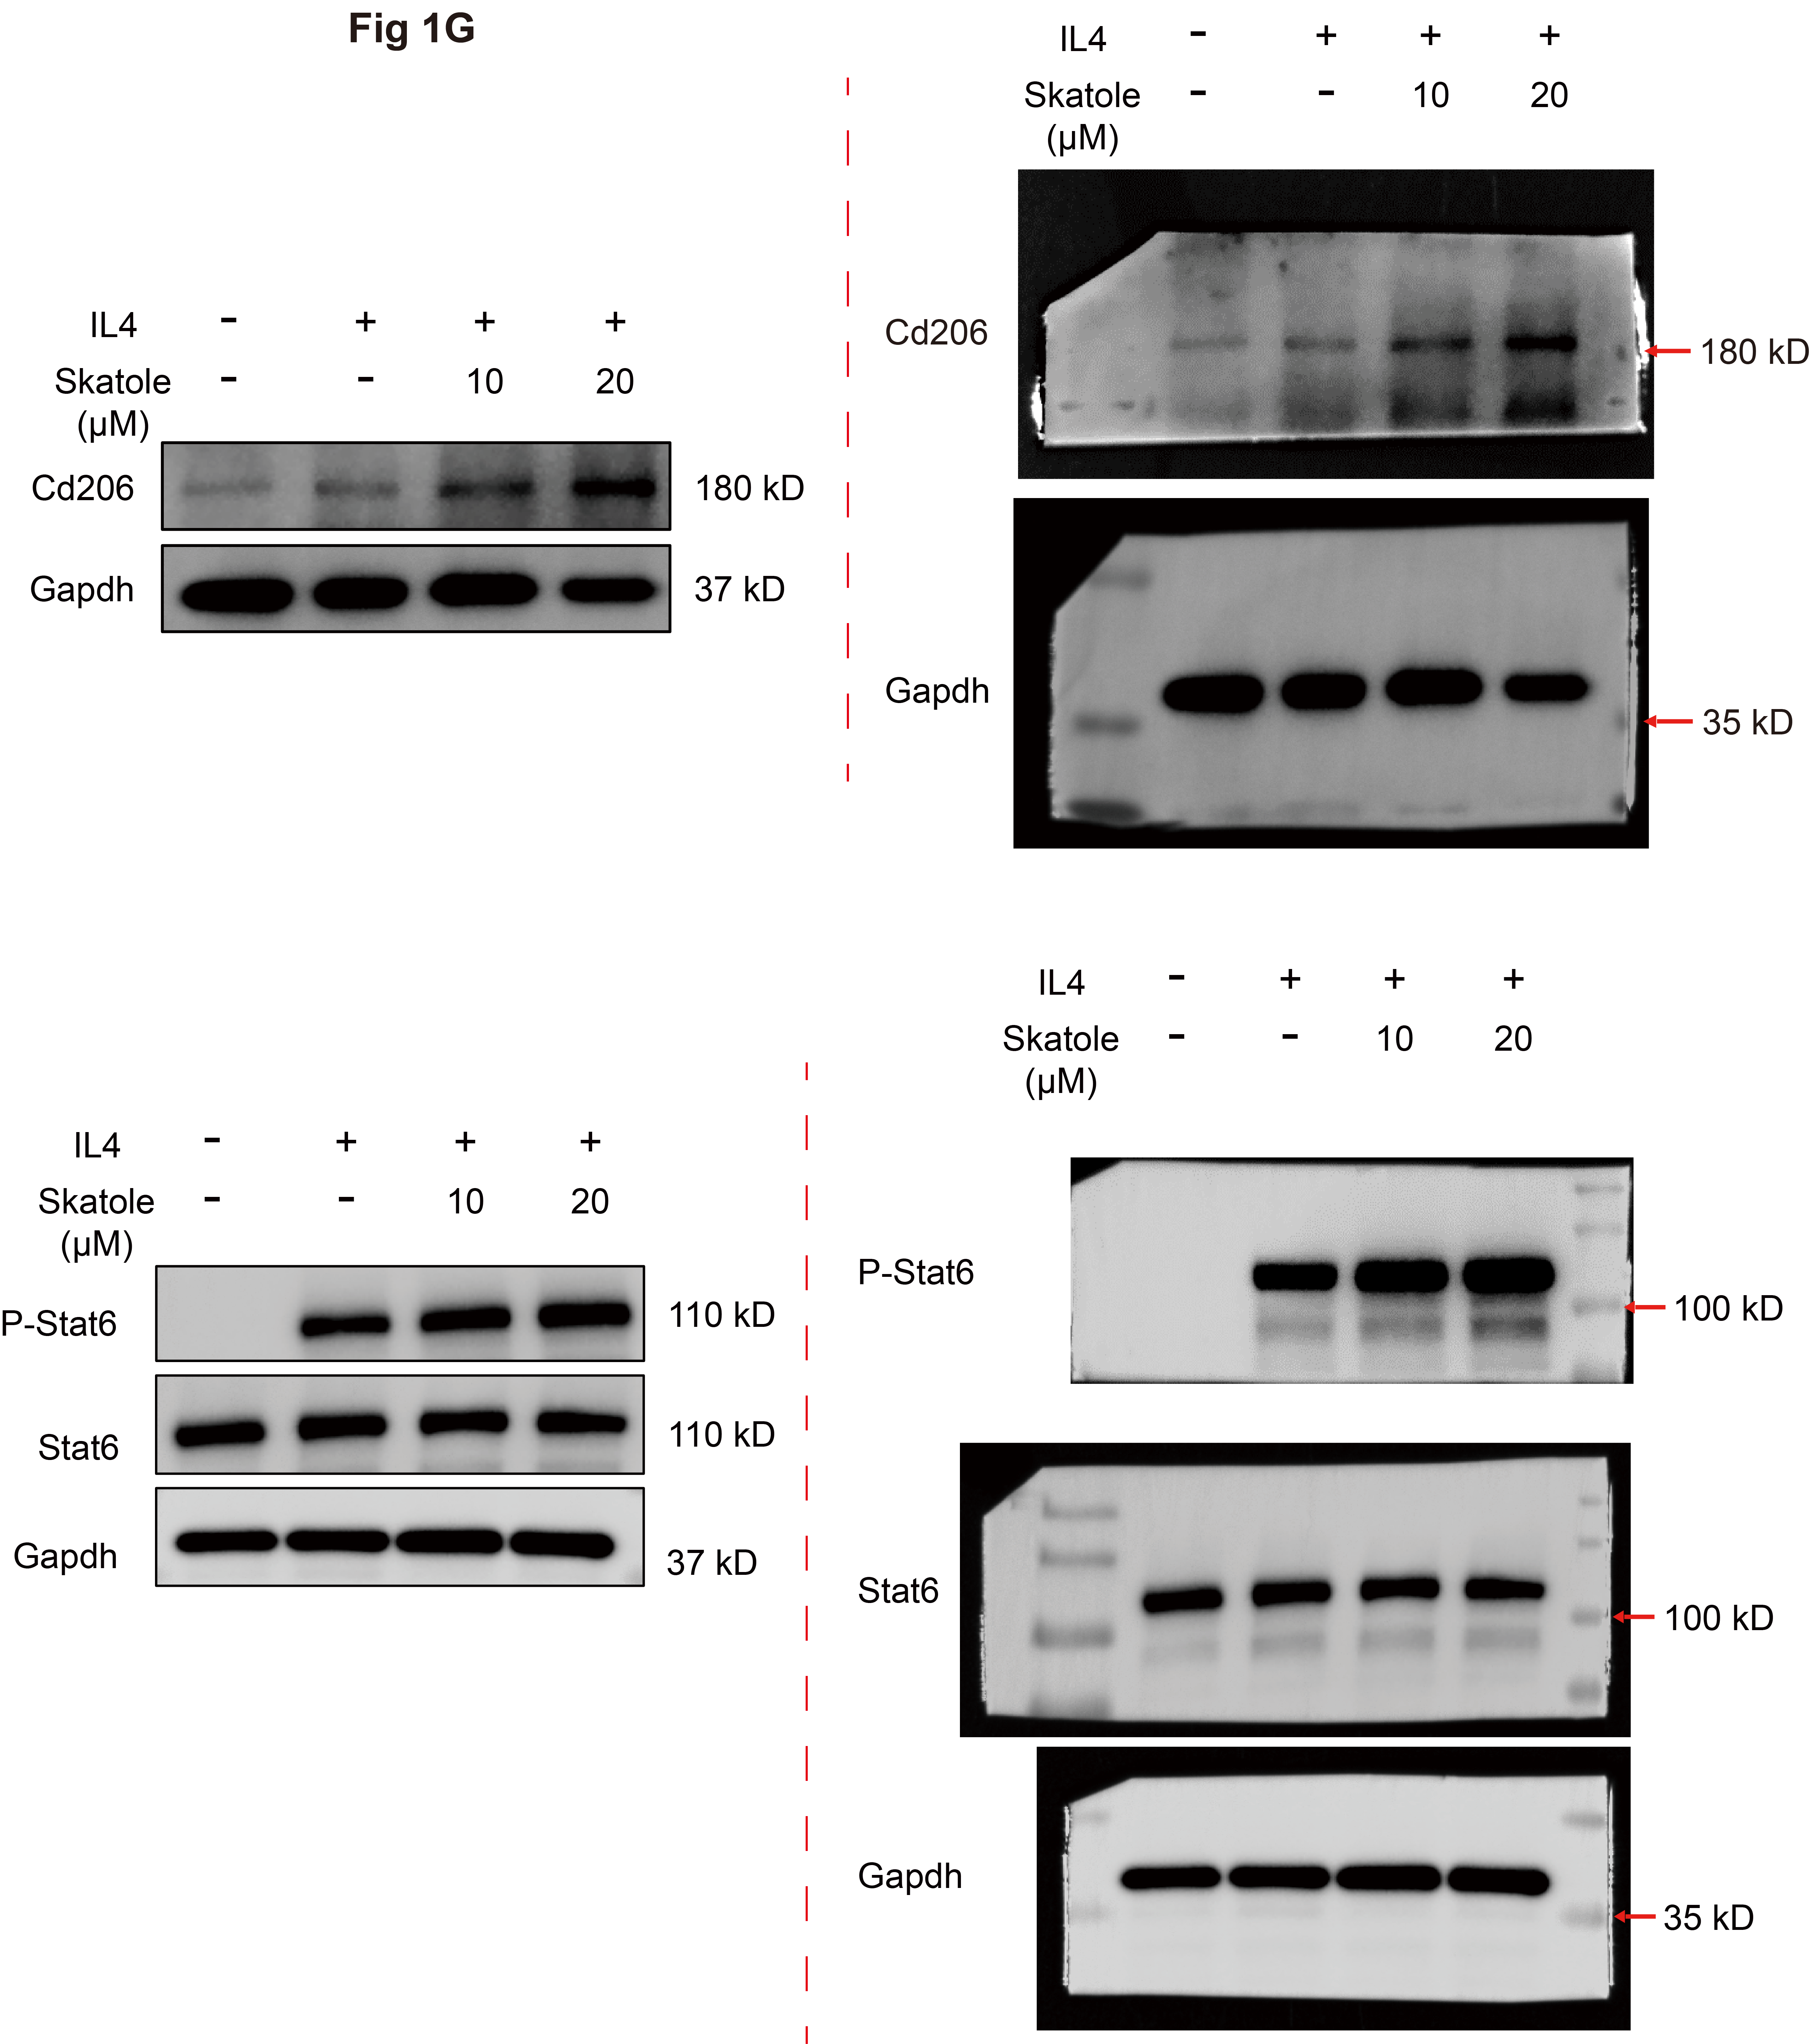

Fig. S10. Original full length western blots corresponding to Figure 1G.

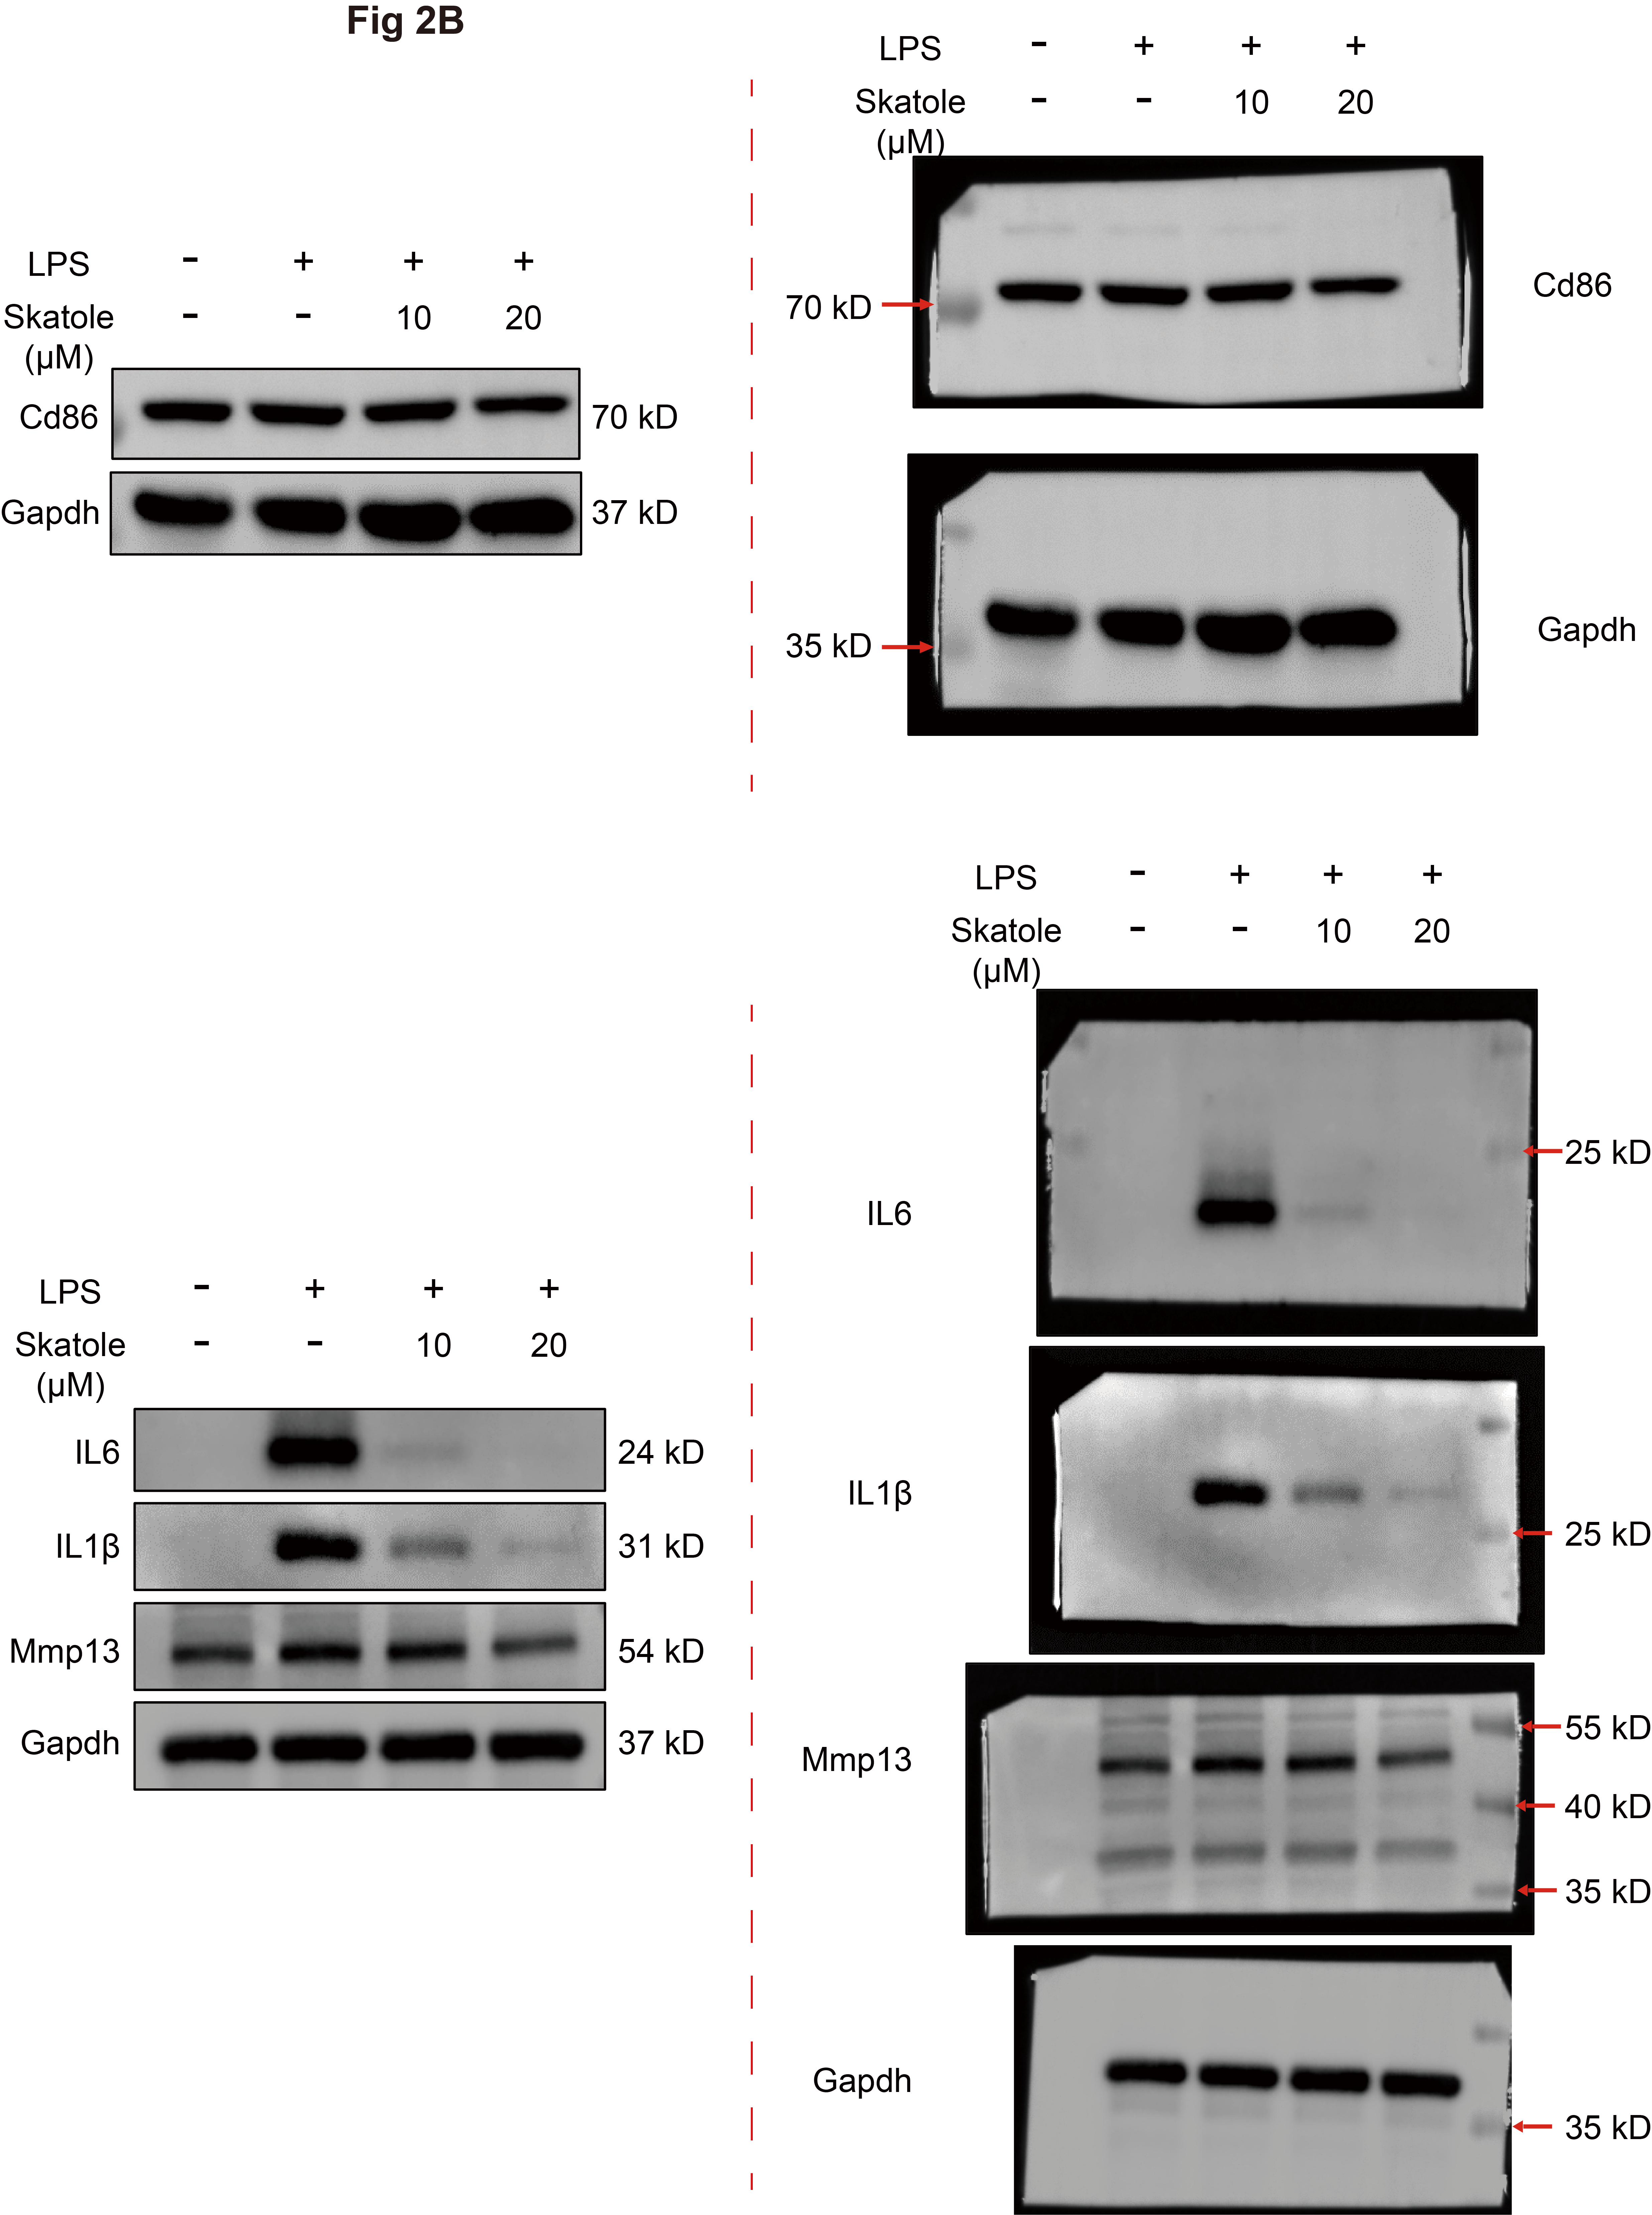

Fig. S11. Original full length western blots corresponding to Figure 2B.

 Fig. S12. Original full length western blots corresponding to Figure 3A and Figure 3E.

 Fig. S13. Original full length western blots corresponding to Figure 6F and Figure 6J.

Ethical approval statement

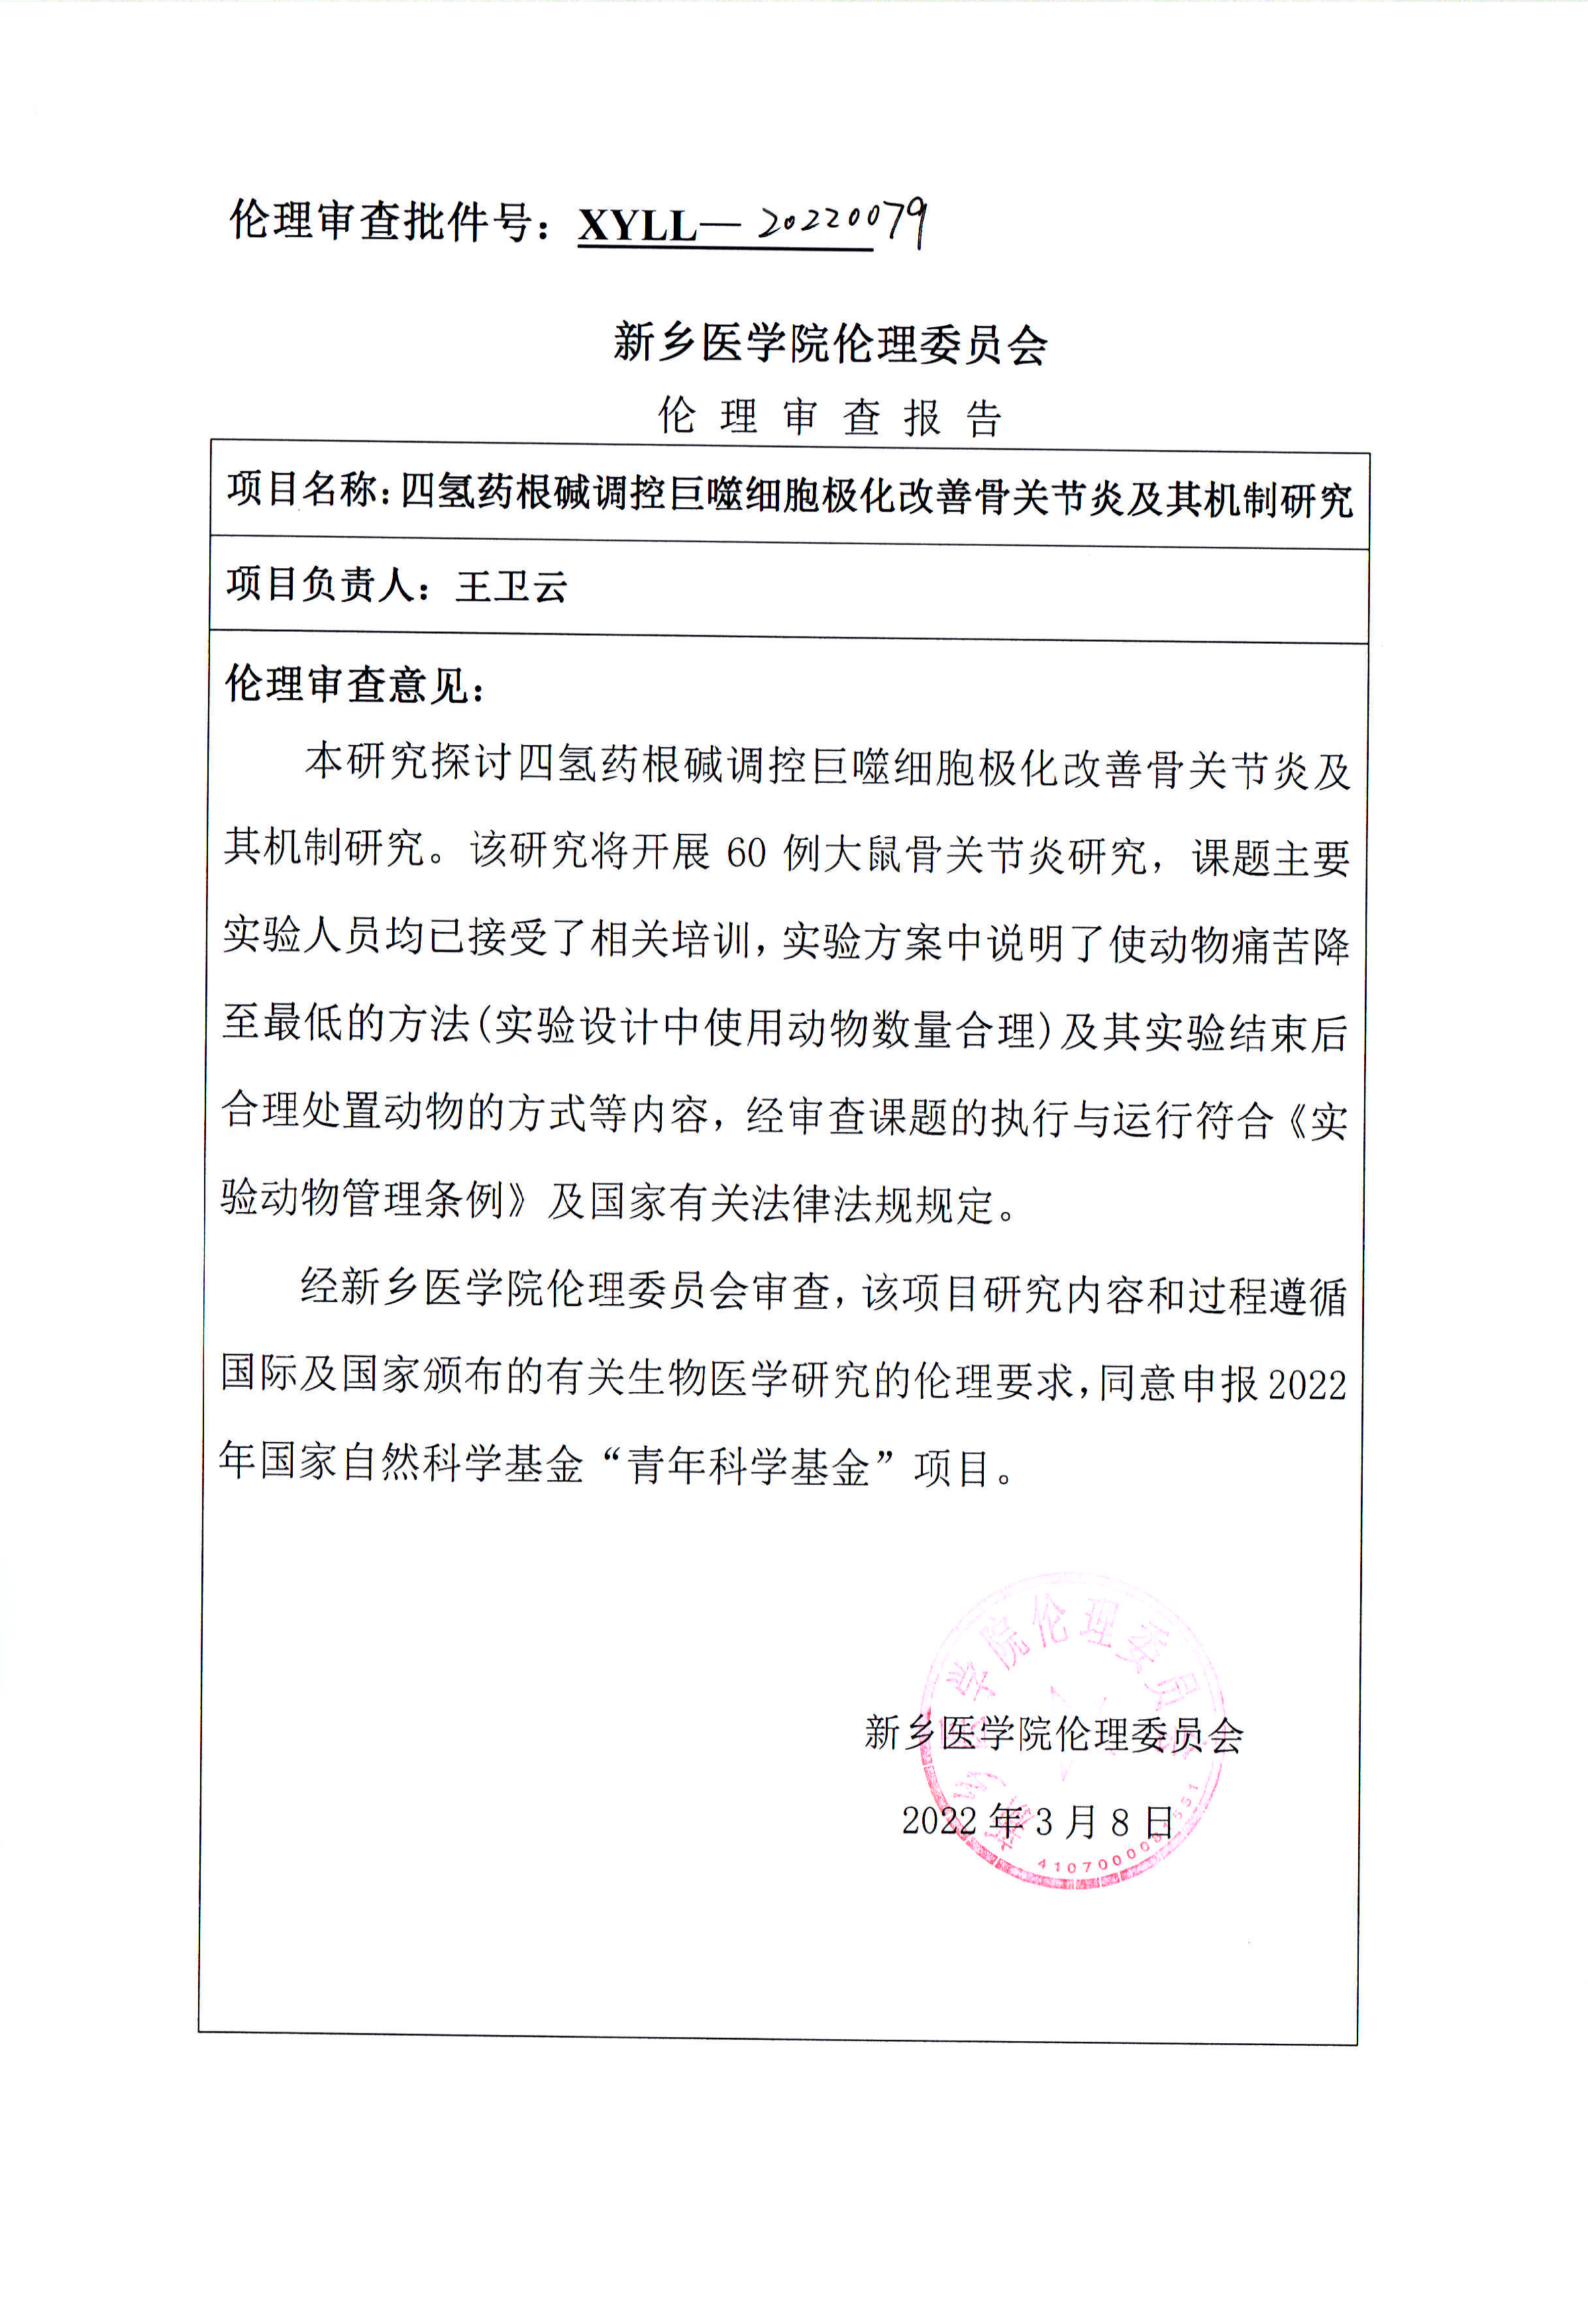

**Table S1:** Reagent or resource

**Table S2:** List of primers used for RT-qPCR

| *Gapdh*-F | CCTTCATTGACCTCAACTACA |
| --- | --- |
| *Gapdh*-R | TAGACTCCACGACATACTCA |
| *Arg1*-F | CTGAGCTTTGATGTCGACGG |
| *Arg1*-R | TCCTCTGCTGTCTTCCCAAG |
| *Tnf*-F | TGAGGTCAATCTGCCCAAGT |
| *Tnf*-R | GGGGTCAGAGTAAAGGGGTC |
| *Mrc1*-F | CTCTGTTCAGCTATTGGACGC |
| *Mrc1*-R | CGGAATTTCTGGGATTCAGCTTC |
| *Il6*-F | CAACGATGATGCACTTGCAGA |
| *Il6*-R | TGTGACTCCAGCTTATCTCTTGG |
| *Il1b*-F | GCAACTGTTCCTGAACTCAACT |
| *Il1b*-R | ATCTTTTGGGGTCCGTCAACT |
| *Clec10a*-F | TGAGAAAGGCTTTAAGAACTGGG |
| *Clec10a*-R | GACCACCTGTAGTGATGTGGG |
| *Cd200r4*-F | TGCCACTGGGAGCAGAACAATG |
| *Cd200r4*-R | AGAGAATGGTCAGCAAGGAACGG |
| *Trem2*-F | CTGGAACCGTCACCATCACTC |
| *Trem2*-R | CGAAACTCGATGACTCCTCGG |
| *Il10*-F | ACCTGGTAGAAGTGATGCCC |
| *Il10*-R | AGGGTCTTCAGCTTCTCACC |
| *Tgfb1*-F | CTCCCGTGGCTTCTAGTGC |
| *Tgfb1*-R | GCCTTAGTTTGGACAGGATCTG |
| *Igf1*-F | CACATCATGTCGTCTTCACACC |
| *Igf1*-R | GGAAGCAACACTCATCCACAATG |
| *Arg2*-F | TCCTCCACGGGCAAATTCC |
| *Arg2*-R | GCTGGACCATATTCCACTCCTA |
| *Cd86*-F | TCAATGGGACTGCATATCTGCC |
| *Cd86*-R | GCCAAAATACTACCAGCTCACT |
| *Cd80*-F | ACCCCCAACATAACTGAGTCT |
| *Cd80*-R | TTCCAACCAAGAGAAGCGAGG |
| *Mmp13*-F | TTCTGGTCTTCTGGCACACG |
| *Mmp13*-R | TCGCCTGGACCATAAAGAAACT |
| *Mmp9*-F | CTGGACAGCCAGACACTAAAG |
| *Mmp9*-R | CTCGCGGCAAGTCTTCAGAG |
| *Ptgs2*-F | TGAGCAACTATTCCAAACCAGC |
| *Ptgs2*-R | GCACGTAGTCTTCGATCACTATC |
| *Acan*-F | AGGTGTCGCTCCCCAACTAT |
| *Acan*-R | CTTCACAGCGGTAGATCCCAG |
| *Col2a1*-F | GGGTCACAGAGGTTACCCAG |
| *Col2a1*-R | ACCAGGGGAACCACTCTCAC |
| *Sox9*-F | AGTACCCGCATCTGCACAAC |
| *Sox9*-R | ACGAAGGGTCTCTTCTCGCT |

How the deposited data were processed for this re-analysis (not part of the article)

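RNA from RAW264.7 macrophages treated with DMSO, LPS or LPS + Ska, with 3 samples in each group numbered 5, 6 and 7, was sequenced by the authors. The results section and the sample labels give 24 h of treatment and the methods section gives 48 h. The authors deposited the values as TPM in a table of 55401 genes listed by Ensembl identifier. The paper's text does not state the aligner, the counting, the genome build or the annotation, and says that the data were analysed as in an earlier study. Gene symbols came from a reference table of identifiers, in which 55141 of the 55401 identifiers matched, and no coordinates were used. TPM keeps no sequencing depth, so the depth of the samples is unknown and no interval for counting error could be given.

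The columns of the LPS group and of the LPS + Ska group were found to be tied. In each, the 3 columns are a value (replicate 5), that value plus a difference (replicate 6) and that value minus the same difference (replicate 7), with results below 0 listed at 0. The paper's text does not describe this step. Each of these groups therefore holds at most 2 independent values per gene, which were recovered from the columns as replicate 5 plus and minus 0.5 times the difference. The columns as the authors deposited them were used for the results, as designed, and the recovered values were an alternative chosen after the columns had been seen.

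Fold changes were estimated with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(TPM + 1) with all 9 columns in the fit, for the 12819 genes with a mean TPM of at least 1. Genes were called changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 or below 0.67, the fold change limits of the paper's Fig. S4 legend. The paper's text does not state a p threshold for these genes. The fit was tested on simulated data for the 12819 genes, in 20 simulations with 200 genes changed by 1.5 on the log2 scale. It recovered 96.6% of the changed genes from independent columns, 95.6% from columns tied as above, and 95.2% from recovered values. With no gene changed, a p below 0.05 was given to 4.88% of genes from independent columns, 3.91% from tied columns and 2.24% from recovered values.

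Gene sets were tested with limma's camera on the moderated statistics, with a preset inter-gene correlation of 0.01 and adjustment over 15 sets. Fry was an alternative. Camera tests a set against the other genes, and fry tests whether the genes of the set changed. The sets were families chosen by symbol (OXPHOS, mitochondrial protein genes, glutathione, cytosolic and mitochondrial ribosome, chemokine, interleukin, TNF, Toll-like receptor and C-type lectin) and hand-written lists of interferon response, Nrf2 target, AhR target, Atf4 target and proliferation genes, all written in advance. KEGG and GO memberships were not used here. Medians of sets were also set against 10000 random lists matched on transcript length and mean TPM. Transcript lengths and GC content came from a reference annotation and were found for 12805 of the 12819 genes. Distances between groups and PCA used log2(TPM + 1) of the same genes. The genes named in the text were every gene the paper names for its RNA-seq results and the members of the short lists. The 5 genes with the largest fold change in each direction in LPS + Ska compared with LPS were also named, among the called genes whose columns did not overlap. A further 3 in each direction were named among genes called in the same direction against both other groups. These are not the 3 largest against LPS. Of the named genes called against both groups, they have the largest change in whichever comparison changed less.

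Alternatives were a pseudocount of 0.1, no filter, a mean TPM of at least 5, median-ratio scaling, TPM rescaled without mitochondrial-genome and ribosomal protein genes, other limits for calling a gene, a fit of the compared groups alone, no intensity trend, a replicate block and each column left out in turn. Alternatives chosen after the data had been seen were the recovered values and the removal, by loess with a span of 0.3, of the trend of each column on transcript length or GC content. As these removals centre the columns, the GC trend was also removed with the median of each column's fitted trend left in (column levels kept), and recovered values were also tested with fry. To check whether replicate numbers pair the samples, the deviations of same-numbered columns from their group means were correlated across genes. The correlations were 0.38, 0.15 and 0.13 between LPS and LPS + Ska, and between -0.032 and 0.080 for the other 6 pairs. Because the columns of LPS and of LPS + Ska are tied in the same form, the correlations between these groups are not 3 separate observations, and the numbers were not taken to pair the samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.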

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

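The tests of recovered values, of GC content, of transcript length and of scaling in this part were chosen after the results had been seen, and the splits of the columns were planned before.

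Some genes in LPS + Ska went past the levels of both DMSO and LPS, a pattern the paper does not discuss. There were 216 genes called higher and 337 called lower than in both other groups. The genes named from these were mt-Tp, Nme3 and Prss50 upward and Snord78, Mir8091 and Egr3 downward. They are not the largest changes against LPS in each direction. Ugt1a6a (2.19 against LPS, 1.12 against DMSO) and Serpinb6b (-2.28 and -0.60) were also called against both groups. Nme3 was at 1.51 ± 1.41 TPM in DMSO (SD, n = 3), 2.02 ± 0.0593 with LPS and 13.4 ± 0.131 with LPS + Ska (SD, n = 3 columns), a log2 fold change against LPS of 2.25 (adjusted p = 0.0014 from limma, higher in 3 of 3 columns). Prss50 was at 0.196, 0.370 and 4.08 TPM in DMSO, LPS and LPS + Ska, a log2 fold change against LPS of 1.92 (adjusted p = 8.7e-04 from limma, higher in 3 of 3 columns). Egr3 was at 15.9 ± 5.79 TPM in DMSO (SD, n = 3), 17.9 ± 0.558 with LPS and 5.56 ± 0.217 with LPS + Ska (SD, n = 3 columns), a log2 fold change against LPS of -1.52 (adjusted p = 0.0010 from limma, lower in 3 of 3 columns). mt-Tp, Snord78 and Mir8091 are short RNAs, and Snord78 in DMSO varied by 3.40 ± 3.29 TPM (SD, n = 3). Each comparison of 3 columns against 3 has 10 splits. In all 3 comparisons of groups, 1 of the 10 splits, the real one, gave as many genes higher, and 1 of 10 gave as many lower, a share that this design cannot bring under 0.1.

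Several technical explanations were weighed for these genes. Short transcripts were over-represented among the higher genes, at 17.7% with a transcript of 300 nt or less among the 215 with a known length, against 3.34% of all genes tested. Most of the higher genes had longer transcripts, which argues against short transcripts as the whole cause. With the length trend of each column removed, 213 of the 216 higher genes and 173 of the 337 lower genes were still called against both. That removal also centres the columns, so for the lower genes it cannot separate a length trend from a scale difference. With the GC trend of each column removed and the column levels kept, 74.5% of the higher genes (161 of 216) and 77.2% of the lower genes (260 of 337) were still called in the same direction against both other groups, which argues against a GC trend as the whole cause of either. Without keeping the column levels, 193 of the 216 and 140 of the 337 were still called, and median-ratio scaling alone, which also centres the columns, kept all 216 higher genes and 180 of the 337 lower ones. A scale difference between the columns therefore stays open for the lower genes. With recovered values in place of the tied columns, 79.6% of the higher genes (172 of 216) and 83.7% of the lower genes (282 of 337) were still called in the same direction against both other groups, which argues against an error understated by the tie as the whole cause of either. How the columns were made is not known, and an effect of skatole itself stays open, for mt-Tp also reads shared with nuclear copies of mitochondrial genes, and skatole without LPS was not analysed here.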

How the results depend on the processing

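The removal of length and GC trends and the recovered values, alone or together with another choice, were chosen after the results had been seen, and the other alternatives before.

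The counts of genes called in LPS + Ska compared with LPS stayed within 1.5 times of 429 higher and 787 lower in most alternatives. Requiring a mean TPM of 5 tested fewer genes and left 516 lower. Fold change limits on mean TPM without a test gave 841 higher and 1371 lower. The adjusted p without fold change limits gave 1139 and 2524, and for LPS compared with DMSO 3354 and 4380, and for LPS + Ska compared with DMSO 2915 and 5201. Across the 9 fits that each left out 1 column, the counts went from 316 to 503 higher and from 576 to 996 lower. The highest count of lower genes, 996, came without LPS + Ska replicate 6. In the tied groups, leaving out 1 column does not leave out an independent sample.

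Scaling moved the balance of higher and lower genes. Median-ratio scaling gave 591 higher and 543 lower genes in LPS + Ska compared with LPS (52.1% higher against 35.3%), and 2163 and 2286 in LPS + Ska compared with DMSO (48.6% against 31.0%). The median log2 fold change of all genes in LPS + Ska compared with DMSO was -0.18 and became -0.01 under that scaling. In LPS compared with DMSO, the share higher was 38.9%, 48.0% under median-ratio scaling and 52.0% with the GC trend removed. TPM values carry no spike-in or depth, so whether more genes fell than rose, or the columns differ in scale, cannot be told apart from these values (52.1% higher after scaling, which centres the columns whatever the cause).

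With the length trend removed, LPS + Ska compared with DMSO had 2186 higher genes, and 2189 with recovered values as well. With the GC trend removed, the lower genes fell to 522 in LPS + Ska compared with LPS, 1246 in LPS compared with DMSO and 1347 in LPS + Ska compared with DMSO, and the slope of the skatole change on the LPS change was -0.20. Recovered values with the length trend removed gave 393 lower genes in LPS + Ska compared with LPS. These removals also centre each column. With the GC trend removed and the column levels kept, LPS + Ska compared with LPS had 398 higher and 858 lower genes, LPS compared with DMSO had 1081 and 1655, LPS + Ska compared with DMSO had 945 higher genes, and the slope was -0.20. For these counts the cause was not tested.

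The ratio of distances was 0.94 with the 500 most variable genes and 1.06 with genes scaled to unit variance. In the other alternatives it lay between 1.00 and 1.04, and from 1.02 to 1.04 across the 9 fits that each left out 1 column. The share of PC1 was 54.8% with a pseudocount of 0.1, 70.5% with the 500 most variable genes and 52.3% with unit variance. It went from 59.4% to 67.5% with 1 column left out. For these values the cause was not tested.

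Medians of some sets crossed 0 or the threshold. Without a TPM filter, the mitochondrial protein genes (0.034), the cytosolic ribosome genes (-0.0056) and the interleukins (-0.071) were no longer past the threshold. Under fry, the OXPHOS (0.088), mitochondrial protein (0.034) and cytosolic ribosome (-0.0095) genes were no longer past it, and the TNF family (-0.043) was. Median-ratio scaling turned the cytosolic ribosome (0.090), TNF (0.025) and mitochondrial ribosome (0.045) families and the genes Tnf (0.076), Tiparp (0.026) and Tkt (0.0024) from lower to higher. With the length trend removed, the cytosolic ribosome (0.018) and mitochondrial ribosome (0.0023) families, Tnf (0.042) and Tiparp (0.024) were higher and the mitochondrial protein genes (0.063) were not past the threshold. With the GC trend removed, the cytosolic ribosome (0.096), TNF (0.040), Atf4 target (0.0036) and mitochondrial ribosome (0.039) sets, Tnf (0.074) and Tiparp (0.013) were higher and the mitochondrial protein genes (0.055) were not past the threshold. With recovered values the cytosolic ribosome genes were at 0.0037. With recovered values and the length trend removed, the cytosolic ribosome (0.038), TNF (0.00085) and mitochondrial ribosome (0.015) families, Tnf (0.045) and Tiparp (0.026) were higher, and the mitochondrial protein genes (0.071) were not past the threshold. With the GC trend removed and the column levels kept, the mitochondrial protein genes were at -0.055. Under fry with recovered values, the OXPHOS (0.10), mitochondrial protein (0.036) and cytosolic ribosome (0.0037) genes were not past the threshold. In each of these cases the cause was not tested.

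Across the fits that each left out 1 column, the median of the OXPHOS family went from -0.0033 without LPS + Ska replicate 7 to 0.19 without replicate 6, of the mitochondrial protein genes from -0.024 to 0.094, of the cytosolic ribosome genes from -0.13 to 0.16, of the Toll-like receptors from -0.023 to 0.13 and of the mitochondrial ribosome genes from -0.098 to 0.023. The glutathione, interleukin, C-type lectin, interferon response and Nrf2 target sets kept their direction in every alternative, and all but the interleukins also kept their side of the threshold.

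A replicate block gave 427 higher and 771 lower genes in LPS + Ska compared with LPS, and a slope of -0.16. It changed no other call among the counts, the sets and the genes named, apart from Cd200r4 (adjusted p = 0.056 against 0.040, and from 0.025 to 0.13 over its alternatives).

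Among the 104 single genes, the alternatives set in advance left 1370 values on the same side of the threshold, took 46 out of it, brought 14 into it and reversed 3. The alternatives chosen after the data had been seen left 482, took 12 out, brought 16 in and reversed 6. TPM keeps no depth, so the precision of genes near 0 cannot be given.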

Differences from the paper's values

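No test in this part was chosen after the result was seen, except the removal of length and GC trends and the recovered values, named below where they apply.

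The paper reports 470 down-regulated genes in LPS + Ska compared with LPS, and the count here was 787. Of the 20 alternatives set before the data were examined, 6 came within 1.5 times of the paper's count: a mean TPM of at least 5 (516), median-ratio scaling (543), and leaving out LPS replicate 5 (576), LPS replicate 6 (705), LPS replicate 7 (685) or LPS + Ska replicate 5 (599). The other 14 did not. Among the alternatives chosen after seeing the values, the length trend removed (532), the GC trend removed (522), recovered values (632) and recovered values with the length trend removed (393) came within 1.5 times. For the up-regulated genes, the paper's 505 and the 429 here lie within 1.5 times of each other. Of the 20 alternatives, 15 came within 1.5 times of the paper's count, the nearest being 503 without LPS + Ska replicate 6, where the lower genes numbered 996. The other 5 did not: a mean TPM of at least 5 (314), the fold change limits alone (841), the adjusted p alone (1139), and leaving out LPS replicate 5 (329) or LPS + Ska replicate 5 (316).

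The paper places DMSO nearer to LPS + Ska than to LPS in its PCA. The distance ratio here was 1.02, and LPS + Ska lay no nearer to DMSO than LPS did on PC1 (27.8 against 25.1, with DMSO at -52.9). With the 500 most variable genes the ratio was 0.94, the direction the paper gives.

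The paper lists Mapk12 among the down-regulated genes. It was lower here with an adjusted p of 0.052, and was called in a fit of the compared groups alone (adjusted p = 0.0049), without an intensity trend (adjusted p = 0.047), at an unadjusted p, with fold change limits alone, without DMSO replicate 5 or 7, and with adjustment over the named genes alone, in a range over the alternatives up to 0.21. It was also called with the GC trend removed and the column levels kept (adjusted p = 0.044), an alternative chosen after seeing the values.

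The paper shows Gclc, G6pdx, Gstt3, Gsto1, Gstt2, Cox6a1, Ndufv1 and Atp6v0b as up-regulated. They were higher here but inside the fold change limit, and the adjusted p of Gstt2 was 0.26, in a range from 0.11 to 0.55 over its alternatives, so that no alternative called it. Median-ratio scaling called Gclc, G6pdx, Gstt3, Gsto1, Cox6a1 and Ndufv1, for 24 of the 26 heatmap genes against 18. Rescaling without mitochondrial-genome and ribosomal protein genes and the fold change limits alone called Cox6a1, leaving out LPS replicate 7 or LPS + Ska replicate 6 called Cox6a1 and Ndufv1, and leaving out LPS + Ska replicate 7 called Gclc. The GC trend removed called the same 6 genes, the length trend removed, with or without recovered values, called Gclc, G6pdx, Cox6a1 and Ndufv1, and recovered values alone called Cox6a1; these were chosen after seeing the values. Without a fold change limit, 25 of the 26 were called, Atp6v0b among them. Other alternatives lowered the count. Across the 9 fits that each left out 1 column it went from 14, without LPS replicate 6, to 20, without LPS + Ska replicate 6. Mgst3, Atp5e, Atp5g1 and Atp5k lost their call without LPS replicate 6.

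The paper names C-type lectin receptor signaling among the down-regulated terms. The 12 C-type lectin genes had a median log2 fold change of 0.48 and 5 were called higher, though a family chosen by symbol is not the KEGG term.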

Other observations

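In this part the tests of the columns, of single columns, of trends in GC content and length and of the Nrf2 targets outside the heatmaps were chosen after the results had been seen, and the gene lists were written before.

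The values of replicates 5, 6 and 7 are tied within LPS and within LPS + Ska. Rounding or scaling, which would act on any 3 columns, argues poorly as the cause, since a DMSO column equals the mean of its other replicates in at most 0.0614% of genes. If the 3 columns were computed from 2 values per group, with results below 0 set to 0, the difference between columns would never exceed 2 times replicate 5 and would reach it wherever 1 of the 2 values is 0. Among the LPS genes with a column listed at 0, the difference was exactly 2 times replicate 5 in 79.2%, in LPS + Ska in 77.2%, and above 2 times in 0 of 4042 and 0 of 4047 genes. The DMSO columns have at most 6 decimals, and replicate 5 has more than 6 in 74.7% of LPS genes and 74.4% of LPS + Ska genes, while the recovered values have 7 or fewer in 96.3% and 96.4%. These counts are in line with 3 columns computed from 2 values, each of which may be a mean of further values. Why the columns take this form was not tested, and no biological explanation was tested.

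LPS compared with DMSO changed genes by their GC content. The Spearman correlation across genes between the log2 fold change and transcript GC content was -0.56 for LPS and -0.54 for LPS + Ska compared with DMSO. Between DMSO columns it was from -0.11 to -0.018, and between LPS + Ska replicates 7 and 6 it was 0.34. Genes are not independent replicates, so these correlations have no p. A difference between libraries and an effect of LPS cannot be told apart, since all DMSO columns are on one side and the labels give no batch. The change from LPS to LPS + Ska had a correlation of -0.023 with GC content and -0.17 with transcript length, and between LPS + Ska replicates 7 and 6 the correlation with transcript length was -0.34.

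The OXPHOS family rose by a median log2 fold change of 0.088. Its transcripts are short, but transcript length and level argue poorly as the whole cause, since the median lay at percentile 99.45 of 10000 lists matched on both. That 1 LPS + Ska column carries the rise is a candidate explanation, since the median was -0.0033 without replicate 7 and 0.19 without replicate 6. Without replicate 7, camera gave an adjusted p of 0.0061. Camera tests the set against the other genes, and all genes tested had a median of -0.0745 in that fit. This p does not count against the candidate, as the median of the set was no longer above 0. Fry with all columns gave an adjusted p of 0.14. The candidate of 1 column therefore stays open for the family. For the 11 genes of the paper's OXPHOS heatmap this argues poorly, since the median of the recovered value nearer to replicate 6 was still 0.60 above LPS, although the study chose these genes on the same samples. The hypothesis that skatole raised the number of mitochondria per cell was not settled by the 78 mitochondrial ribosome genes, with a median of -0.054, 30 higher and 48 lower, which changed direction under scaling.

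The Nrf2 target genes were higher with LPS + Ska, with a median of 0.77, 18 of 19 higher, 13 called (camera, adjusted p = 1.2e-29; over the alternatives from 6.1e-41 to 4.5e-04). Of the 19, 6 are in the paper's heatmaps. The other 13 had a median of 0.71 against LPS, with 12 higher and 9 called. This leaves raised Nrf2 activity compared with LPS alone as a hypothesis. The exception among the 13 was Tkt (-0.10, 0.0024 after median-ratio scaling). Transcript length and level argue poorly as the cause, since the median lay at percentile 100 of 10000 matched lists. LPS compared with DMSO had lowered the 19 Nrf2 targets by a median of -0.86, with 13 called lower and 1 higher. In LPS + Ska compared with DMSO, 7 were called lower and 3 higher (camera, adjusted p = 0.99). A rise of the set above DMSO was therefore not shown. A batch between the groups stays open. Of the AhR targets on the hand-written list, 2 passed the filter, Ahrr and Tiparp, with a median of -0.15 (camera, adjusted p = 0.96). Cyp1a1, Cyp1b1 and Aldh3a1 were listed at 0 in every column. Genes outside this list were not tested as AhR targets. An action through AhR therefore cannot be told apart from none with these genes. The 11 Atf4 targets had a median of -0.11 and a highest log2 fold change of 0.029, with 10 lower (adjusted p = 0.50). The median of all genes tested was -0.096, and the median of the Atf4 targets was -0.0098 after median-ratio scaling, so a raised Atf4 response cannot be told apart from none. The 19 proliferation genes had a median of -0.21 with 16 lower (adjusted p = 5.2e-04; over the alternatives from 1.7e-04 to 0.015) and of -0.11 after median-ratio scaling; a slightly lower proliferation may be a candidate explanation, and 1 gene was past the threshold.

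Genes with a primer pair in the paper's Table S2, and Nos2, an M1 marker without one, had these values in the RNA-seq data. Nos2 changed by -0.39 from LPS to LPS + Ska (adjusted p = 0.020 from limma, 0.076 with recovered values, and from 0.0091 to 0.21 over its alternatives), Cd80 by -1.11 (adjusted p = 0.0012 from limma), Ptgs2 by 0.35 (adjusted p = 0.070 from limma, and from 0.012 to 0.16 over its alternatives) and Tnf by -0.02 (adjusted p = 0.95 from limma), and Tnf was 0.076 after median-ratio scaling. Trem2 changed by 1.43 (adjusted p = 6.5e-04 from limma) and Igf1 by 0.79 (adjusted p = 0.0043 from limma). Cd200r4 changed by 0.64 (adjusted p = 0.040 from limma, 0.12 with recovered values, and from 0.025 to 0.13 over its alternatives). Mean TPM in DMSO, LPS and LPS + Ska were 324, 36.2 and 99.5 for Trem2. They were 30.6, 0.0902 and 0.890 for Igf1, and 0.426, 0.985 and 2.04 for Cd200r4. Trem2 and Igf1 thus stayed under their DMSO levels, and Igf1 was near 0. Clec10a (0.35, adjusted p = 0.31 from limma), Il10 (0.25, adjusted p = 0.57 from limma) and Arg2 (0.36, adjusted p = 0.26 from limma, and from 0.041 to 0.45 over its alternatives) were not past the threshold, and Tgfb1 fell by 0.33 on the log2 scale (adjusted p = 0.0070 from limma). The LPS and LPS + Ska columns overlapped in Tnf and Clec10a and were separate in the others, as in 51.2% of all genes tested. Cd86, Mmp13, Mrc1 and Arg1 had a mean TPM under 1 over the 9 columns.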
